# RNA-Seq Analysis of Abdominal Fat in Genetically Fat and Lean Chickens Highlights a Divergence in Expression of Genes Controlling Adiposity, Hemostasis, and Lipid Metabolism

**DOI:** 10.1371/journal.pone.0139549

**Published:** 2015-10-07

**Authors:** Christopher W. Resnyk, Chuming Chen, Hongzhan Huang, Cathy H. Wu, Jean Simon, Elisabeth Le Bihan-Duval, Michel J. Duclos, Larry A. Cogburn

## Abstract

Genetic selection for enhanced growth rate in meat-type chickens (*Gallus domesticus*) is usually accompanied by excessive adiposity, which has negative impacts on both feed efficiency and carcass quality. Enhanced visceral fatness and several unique features of avian metabolism (i.e., fasting hyperglycemia and insulin insensitivity) mimic overt symptoms of obesity and related metabolic disorders in humans. Elucidation of the genetic and endocrine factors that contribute to excessive visceral fatness in chickens could also advance our understanding of human metabolic diseases. Here, RNA sequencing was used to examine differential gene expression in abdominal fat of genetically fat and lean chickens, which exhibit a 2.8-fold divergence in visceral fatness at 7 wk. Ingenuity Pathway Analysis revealed that many of 1687 differentially expressed genes are associated with hemostasis, endocrine function and metabolic syndrome in mammals. Among the highest expressed genes in abdominal fat, across both genotypes, were 25 differentially expressed genes associated with *de novo* synthesis and metabolism of lipids. Over-expression of numerous adipogenic and lipogenic genes in the FL chickens suggests that *in situ* lipogenesis in chickens could make a more substantial contribution to expansion of visceral fat mass than previously recognized. Distinguishing features of the abdominal fat transcriptome in lean chickens were high abundance of multiple hemostatic and vasoactive factors, transporters, and ectopic expression of several hormones/receptors, which could control local vasomotor tone and proteolytic processing of adipokines, hemostatic factors and novel endocrine factors. Over-expression of several thrombogenic genes in abdominal fat of lean chickens is quite opposite to the pro-thrombotic state found in obese humans. Clearly, divergent genetic selection for an extreme (2.5–2.8-fold) difference in visceral fatness provokes a number of novel regulatory responses that govern growth and metabolism of visceral fat in this unique avian model of juvenile-onset obesity and glucose-insulin imbalance.

## Introduction

The domestic chicken (*Gallus domesticus*) serves a dual purpose as a world-wide source of high-quality dietary protein and as an important model organism for developmental biology and genomics research [1–4]. In particular, the chicken has been used extensively as a biomedical model to understand basic mechanisms controlling embryonic development, immune system function, nutrient utilization, hormone sensitivity, and adiposity. Chickens have several unique metabolic attributes which make them an attractive model for obesity related studies. Unlike mammals, chickens naturally exhibit hyperglycemia (>200 mg/dL during fasting) and survive large doses of exogenous insulin, indicating an innate insensitivity to insulin, particularly in adipose tissue where insulin exerts only marginal effects on the uptake of glucose by isolated adipocytes [5,6]. Another unique feature of metabolic regulation in the chicken is the disruption of syntenic genomic loci of five major mammalian adipokines [leptin (*LEP*) [7], plasminogen activator inhibitor–1 (*PAI–1*), tissue necrosis factor alpha (*TNFA*), resistin and omentin [8]]. The absence of these key adipokines in the chicken, particularly *LEP* [9], indicates that alternative mechanisms must exist to regulate their feed intake and the balance between energy expenditure and storage. Despite a major class difference in absence/presence of adipokines, chickens do share several key metabolic characteristics with humans, including the fact that the liver is the primary site of *de novo* synthesis of lipids [10–13], which are then transported as triglycerides to adipose tissue for storage and release. In chickens, abdominal fatness is a highly-heritable polygenic trait regulated by multiple behavioral, environmental and hormonal factors [14–21].

Recent high-density microarray studies have shown that lipogenic genes are readily transcribed in chicken adipose tissue [22,23] and developmentally regulated in genetically fat (FL) and lean (LL) chickens [24]. Using a combined metabolomics and transcriptomic approach, Ji *et al*. [23] compared gene expression and metabolite profiles in abdominal fat of relatively leaner-chicken breeds (Leghorn and Fayoumi) against fatter and heavier commercial broiler chickens at the same age (7 wk). Their main conclusions were that abdominal leanness in the Leghorn and Fayoumi breeds was achieved by enhanced lipid catabolism and reduced lipid synthesis in abdominal fat, whereas enhanced adipogenesis and greater fatness in broiler chickens reflect a reduction in both fatty-acid oxidation and liberation of non-esterified fatty acids by visceral fat. In contrast, the FL and LL chickens used in the present study were divergently selected over seven generations for either high (FL) or low (LL) abdominal fatness at similar body weights and feed intake [25]. These unique FL and LL chickens serve as valid genetic models [26–28] of leanness and juvenile-onset obesity with a 2.5-fold difference in abdominal fatness between 3 to 11 weeks of age (wk) [25,29]. Our recent time-course microarray analysis of abdominal fat in FL and LL chickens [24] has revealed numerous differentially expressed (DE) genes involved in several processes, which ultimately produce either a lipolytic (LL) or lipogenic (FL) state. Among the DE genes, we found extensive overexpression of endocrine, hemostatic, lipolytic, and lipid export genes in the diminished abdominal fat of LL cockerels, especially at 7 wk. On the other hand, visceral fat of the FL chickens show high expression of multiple transcription factors, enzymes and transporters involved in adipogenesis and lipogenesis [24]. In another transcriptional study of adipose tissue in juvenile chickens of a commercial broiler cross, short-term fasting (5 h) resulted in altered expression of 1780 genes, while acute insulin immunoneutralization affected only 92 adipose genes [22]. This relatively short period of fasting was sufficient to down regulate adipose genes associated with synthesis, elongation and desaturation of fatty acids. However, a gap remains in our understanding of adipogenesis in chickens, especially the importance of *de novo* synthesis of lipids in visceral adipose tissue and the function of numerous endocrine factors/receptors expressed by abdominal fat.

For more than three decades, scores of papers have described various aspects of growth and nutrient metabolism in the divergently-selected FL and LL chickens originally developed by Leclerq *et al* [25]. In general, the FL and LL cockerels have similar growth rates with a 2.5-fold difference in abdominal fatness and higher breast muscle weights in the LL. The FL chickens always exhibit a lower plasma glucose level without overt hyperinsulinemia found in mammals, a peculiar condition which Simon *et al*. [30,31] described as a “glucose-insulin imbalance”. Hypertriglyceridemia of the FL chickens indicates higher rate of hepatic lipogenesis from carbohydrate metabolism, most likely the consequence of a small increase in insulin-sensitivity in the FL chickens [26,31]. The FL and LL chickens are able to maintain their respective fat or lean phenotype independently of altered energy sources [32], emphasizing genetic regulation of phenotypic expression. These metabolic peculiarities in our polygenic model of juvenile-onset obesity have been extensively examined by nutritional and metabolic perturbations [26,33–36]. Furthermore, transcriptional profiling of multiple tissues [2,18,24,37–41] and high-throughput surveys of variations in genome sequence and structure, including extensive quantitative trait loci (QTL) and expression (eQTL) analyses [17,19,20,42–44] in the FL and LL chickens have begun to identify causal genes and to unravel the genetic and molecular basis for their divergence in lipid metabolism and visceral fatness.

The present descriptive transcriptomics study, using RNA sequencing (RNA-Seq) analysis, was designed to expand our catalog of expressed adipose genes at 7 wk with a dual goal (1) to determine the most transcriptionally-active biological processes in abdominal fat and (2) to establish major functional differences between the abdominal fat transcriptomes of FL and LL chickens. First, a functional characterization of the 900 highest expressed (HE) adipose genes independent of genotype was provided by a bioinformatics analysis. Second, we identified 1687 differentially-expressed (DE) genes from the comparison of transcripts in abdominal fat of FL and LL chickens. Ingenuity Pathway Analysis has revealed the over-expression of numerous genes involved in hemostasis, lipid catabolism, and endocrine signaling in the LL. In contrast, the up-regulation of several key adipogenic and lipogenic genes in abdominal fat of the FL chickens suggests that *in situ* lipogenesis could make a more substantial contribution to the expansion of adipose mass in the chicken than previously recognized.

## Materials and Methods

### Animals and tissue preparation

The FL and LL chickens were bred and raised at INRA UE1295 Pôle d'Expérimentation Avicole de Tours, F–37380 Nouzilly, France, as described previously [24]. Briefly, 8 birds from each genotype (FL and LL) were randomly selected for tissue sampling at six ages (1, 3, 5, 7, 9, and 11 wk), weighed, bled into heparinized syringes, and killed by cervical dislocation. Abdominal fat was quickly dissected, weighed, a sample was immediately snap frozen in liquid nitrogen, and stored at −75°C for further processing. All animal procedures were performed under the strict supervision of a French government veterinarian and in accordance with protocols approved by the French Agricultural Agency, the Scientific Research Agency, and the Institutional Animal Care and Use Committee at INRA, Nouzilly, France. These procedures were also in compliance with the United States Department of Agriculture guidelines on the use of agricultural animals in research and approved by the University of Delaware Agricultural Animal Care and Use Committee.

### RNA extraction, library preparation and RNA sequencing

Abdominal fat samples from eight individual 7-wk-old chickens (4 FL and 4 LL) were homogenized and cellular RNA extracted using guanidine thiocyanate and CsCl gradient purification [45] followed by DNase I treatment. Sample quality was analyzed with an RNA 6000 Nano Assay kit and the Model 2100 Bioanalyzer (Agilent Technologies; Palo Alto, CA). The rRNA ratio (28S/18S) was determined and all samples had an RNA integrity number (RIN) greater than 9.0. Sequencing libraries were made from 1 μg of total adipose RNA with the Illumina RNA Sample Prep Kit v2 following standard Illumina protocols. Individual RNA samples were indexed (bar-coded) to enable multiplexing of libraries within sequencing lanes. Libraries were pooled and sequenced using an Illumina HiSeq 2000 Sequencing System at the Delaware Biotechnology Institute, University of Delaware. Three separate schemes were used for paired-end (101 bp) sequencing of 8 libraries (4 FL and 4 LL) across two sequencing lanes per run. In Scheme A, two sequencing lanes were used for multiplexing of two FL and two LL samples per lane (n = 4/lane). Two libraries (1 FL and 1 LL) in sequencing lane 2 of Scheme A had low quality control (QC) scores and were eliminated from further analyses. Consequently, the two low QC libraries were re-sequenced in individual lanes in Scheme B (n = 1/lane). Finally, all eight (4 FL and 4 LL) libraries were multiplexed and sequenced in two replicate lanes in Scheme C (n = 8/lane). All samples in Schemes 1–3 were merged into one file of 12 samples from the FL and 12 samples from the LL cockerels for further analysis.

### RNA sequence (RNA-seq) analysis

All reads generated from the three sequencing schemes (12 FL and 12 LL) described above were included in the RNA-Seq analysis using CLC Genomics Workbench 5.1 software (CLC bio, Cambridge, MA). The data analysis included sequence data filtering, read mapping, transcript and gene identification, analysis of differential gene expression, and functional annotation.

#### Sequence data filtering

Twenty-four short-read (101 base pairs) sequencing samples (12 FL and 12 LL) from the 3 sequencing schemes were de-multiplexed and imported into CLC Genomics Workbench, separately. Several QC trimming methods were used within the CLC Genomics Workbench software, including quality trimming, ambiguity trimming and adapter trimming with default settings applied before mapping to the reference chicken genome.

#### Read mapping and transcript/gene identification

The reference genome for the chicken (*Gallus gallus*, build 2.1) in FASTA format and the corresponding annotation file in GTF format were obtained from Ensembl (ftp.ensembl.org/pub/release–64), which represents 17,934 genes and 22,298 transcripts. Two hundred nucleotides of flanking region upstream and downstream of known genes were also included in the analysis. The short paired-end read sequences (101 bp x 2) were mapped to the reference chicken genome sequence, with mapping parameters that enforced: (1) a maximum of two mismatches and (2) reads must map with ≥ 90% of the bases aligned to the reference sequence with ≥ 80% similarity. Non-specific matches (reads mapped to multiple places in the reference genome) were excluded from the analysis.

#### Differential expression analysis

The unique exon reads count (including the exon-exon and exon-intron junctions) for the reads mapped to a gene and its flanking regions were used as the raw expression value for that gene. This raw expression value was normalized to the median of the total mapped reads across the 24 samples to account for variation in original library concentration and multiplexing number. The 24 sequencing samples were divided into two genotypes (FL and LL), resulting in 12 replicates for each genotype. Normalized expression values were analyzed as a beta-binomial model [46] to detect differential expression. The two-sided P-value was corrected using the false discovery rate (FDR) adjustment to account for multiple hypothesis testing procedures [47]. Genes with FDR-adjusted P-value (*≤*0.05) were considered to be statistically significant. To ensure the biological relevance, a condition of fold change ≥ 1.2 (or ≤ -1.2) was added on top of FDR-adjusted P-value (*≤*0.05); Genes with FDR-adjusted P-value (*≤*0.05) and fold change ≥ 1.2 (or ≤ -1.2) were considered to be differentially expressed (DE) in this study. The fold-change threshold (±1.2-fold) for DE genes is based on our extensive experience in functional genomics and transcriptional profiling of multiple tissues from various chicken models. A recent RNA-Seq study of breast muscle in chickens afflicted with “Wooden Breast” disease [48] used a similar significance level [FDR-adjusted P-value (*≤*0.05) and ±1.3 fold-change] to identify DE genes using default settings for the Cuffdiff procedure in the open-source software, Cufflinks (http://cole-trapnell-lab.github.io/cufflinks/).

### Availability of supporting data

The RNA-Seq reads in Sequence Read Archive (SRA) format were deposited into the National Center for Biotechnology Information Gene Expression Omnibus (NCBI GEO) database under the accession # GSE42980. Further data sets supporting the present results are included within the article and in supporting information files.

### Quantitative RT-PCR analysis

For verification of expression, quantitative real-time PCR (qRT-PCR) analysis was performed on a subset of 47 DE genes identified by RNA-Seq analysis. First-strand cDNA synthesis was performed by incubation of a 13 μl reaction (containing 1 μg of total DNase-treated RNA, 1 μl of 100 μM oligo dT_20_, 1 μl of 10 mM dNTP mix, and water to 13 μl total volume) for 5 min at 70°C and placed on ice for 2 min. A master mix containing 5 μl of 5x first-strand synthesis buffer, 1 μl of 0.1 M DTT, 1 μl of RNaseOUT, and 200 U of SuperScript III reverse transcriptase (Invitrogen, Carlsbad, CA) was added (final reaction volume of 20 μl). Primers were designed for qRT-PCR using Primer Express v2.0 software (Applied Biosystems, Foster City, CA). Detailed information for each primer pair, including gene name, gene symbol, forward and reverse primer sequences, GenBank accession number and amplicon size, are provided in S1 Table.

An ABI Prism Sequence Detection System 7900HT was used to perform the qRT-PCR assays, using 10 ng of total RNA, Power SYBR green PCR master mix (Applied Biosystems, Foster City, CA), and 400 nM of each primer pair (Sigma-Aldrich, St. Louis, MO) in duplicate wells. A disassociation step was used to validate specific amplification and verify absence of primer dimers. PCR products were analyzed using agarose gel electrophoresis to compare product size to the expected amplicon size. The cycle time (Ct) for each sample was normalized to the corresponding sample geometric mean of housekeeping genes [49]. We selected two housekeeping genes [pantothenate kinase 1 (*PANK1*) and ribosomal protein L14 (*RPL14*)] based on their invariability in qRT-PCR analysis and identified as the most stably-expressed genes using RefFinder software (http://www.leonxie.com/referencegene.php). The 2^-(ΔΔCt)^ formula was used to calculate relative abundance of transcripts [50]. The statistical analysis of normalized qRT-PCR data across three ages (3, 7 and 11 wk) was performed using a general linear model (GLM) procedure in Statistical Analysis System (SAS v9.3; Cary, NC). These data were analyzed using a two-factor analysis of variance to determine main effects (*P*≤0.05) of genotype (G), age (A), and the interaction of age with genotype (A × G). Where genes were only used for qRT-PCR analysis at one age (7 wk), a student’s T-test was used to identify significant (*P*≤0.05) differences between the FL and LL genotypes.

## Results

### Mapped reads and detection of genes and transcripts

Sequence data from the 24 samples were mapped to the reference genome (*Gallus gallus*, build 2.1). Table 1 presents a summary of the RNA-Seq analysis including the number of mapped reads and detection of corresponding chicken genes and transcripts (see S2 Table for more details). The original sequencing run (Scheme A) was completed by multiplexing 2 FL and 2 LL samples (N = 4) in two separate sequencing lanes. Two samples (1 FL and 1 LL) in Lane 2 had low quality scores; therefore, the low-quality data was eliminated from further RNA-Seq analysis. Nonetheless, Scheme A provided an average of 32.5 M mapped reads for the FL (N = 3) and 36 M mapped reads for the LL (N = 3), which allowed detection of 73% genes and 65% of transcripts across the FL and LL genotypes. Subsequently, the two low quality score libraries were re-sequenced in separate lanes in another sequencing run (Scheme B), which gave the highest average detection levels of 78% for genes and 70% for transcripts across both genotypes. In Scheme C, the 8 libraries (4 FL and 4 LL samples) were multiplexed and sequenced in duplicate lanes within the same sequencing run. 

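Abdominal fat RNA of 8 cockerels at 7 wk, 4 FL and 4 LL, had been made into 1 library per bird, and 3 sequencing runs of each library were kept by the authors. The first of the 3 was in Scheme A (4 libraries per lane) or, for FL replicate 4 and LL replicate 3, in Scheme B (1 library per lane), and the other 2 runs of every bird were in Scheme C (8 libraries per lane). The authors mapped the reads to build 2.1 of the chicken genome, to which all positions given here refer, and deposited the unique exon reads counted on each of 17934 genes in each of the 24 runs, without normalization, beside values scaled to the median of the mapped reads per run. Only the unscaled counts were analysed. The 3 runs of a bird were summed, since they repeat the sequencing of 1 library, and the bird was the replicate (n = 4 per line). The sums ranged from 4299772 to 10878211 counts per FL bird (median 8304574) and from 5548867 to 12876999 per LL bird (median 6878853). Single runs held from 1093706 to 6723712 counts in the FL (median 2124557) and from 1201692 to 8391272 in the LL (median 2212001). These counts are 6.75% to 14.7% of the mapped reads that the paper gives for each run in S2 Table, and all values here rest on the counts. CPM values are counts per 1000000 counts of the library, normalized for library size with edgeR's TMM method, and the lines were compared with edgeR's quasi-likelihood test on the 11187 genes kept by its filterByExpr function, with Benjamini-Hochberg adjustment (two-sided). The standard error (SE) of a log2 fold change (FL/LL) was taken as its size divided by the square root of the F statistic. A gene with an adjusted p at or under 0.05 and a fold change of at least 1.2 either way is called a differentially expressed (DE) gene, which are the thresholds of the paper. A gene at or under 3 counts in every bird of a line is treated as at the floor of that line, and its fold change is given only as a lower bound.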

Scheme C represents the balanced block design with two technical replicates as described by Auer and Doerge [51] for proper statistical analysis of RNA-Seq experiments. Comparing sequencing depths (averaged across the FL and LL chickens), Scheme C allowed detection of 71% of genes and 63% of transcripts by multiplexing 8 libraries per lane which were sequenced in duplicate lanes. The average number of reads mapped across Scheme A, B and C was greater for the LL (41.6 M) than the FL (35.4 M), which is reflected in the slightly higher number of expressed genes found in abdominal fat of the LL cockerels. 

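A gene was taken as detected in a run when at least 1 read was counted on it. Runs of Scheme A detected 12784 ± 255 genes in the FL (SD, n = 3 runs) and 13025 ± 127 in the LL (SD, n = 3), and the single Scheme B runs detected 13724 in the FL and 13957 in the LL. In Scheme C, 12509 ± 327 genes were detected in the FL (SD, n = 8 runs) and 12622 ± 364 in the LL (SD, n = 8). Over the 3 schemes, the mean was 12679 ± 451 genes in the FL (SD, n = 12 runs) and 12834 ± 494 in the LL (SD, n = 12), a difference smaller than the spread between runs. With at least 5 reads in place of 1, the mean over the 24 runs was 10633 genes in place of 12756.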

The overall average across genotype (FL and LL) and sequencing schemes (A, B and C) shows that 45% (38.5 M) of the total reads were mapped, which equates to identification of 74% of genes (13,265/17,934) and 66% of transcripts (14,724/22,298) based on the reference chicken genome. Genes from the reference chicken genome were mapped to UniProtKB accession numbers by the Protein Information Resource (PIR) ID mapping service [52]. The assigned fold-change values (i.e., FL/LL expression ratios) were based on the number of normalized reads from the RNA-Seq analysis.

**Table 1:** Summary of RNA-Seq analysis of abdominal fat in divergent FL and LL chickens at 7 wk.

Scheme (samples/lane)	Total input reads	Paired-end reads after trimming	Total reads mapped	Total reads unmapped	Expressed Genes	Expressed Transcripts
**A (n = 3)** * **: FL**	59.13M	58.71M	32.54M	26.59M	12,959	14,358
**A (n = 3)** * **: LL**	67.11M	27.54M	36.02M	31.09M	13,187	14,599
**B (n = 1): FL**	123.68M	122.2M	54.64M	69.05M	13,890	15,550
**B (n = 1): LL**	187.85M	182.7M	71.05M	116.8M	14,134	15,853
**C (n = 8): FL**	40.26M	34.22M	19.12M	21.14M	12,810	14,081
**C (n = 8): LL**	35.71M	35.34M	17.67M	18.04M	12,612	13,902
**Average Across Schemes: FL**	74.36M	71.71M	35.43M	38.92M	13,220	14,663
**Average Across Schemes: LL**	96.89M	81.86M	41.58M	55.31M	13,311	14,785
**Average Across Genotypes and schemes (A,B,C)**	85.62M	76.78M	38.51M	47.12M	13,265	14,724

Read trimming, read mapping and expression data are provided for three different sequencing schemes utilized for paired-end sequencing of 8 libraries (4 FL and 4 LL cockerels). Values are averaged across 3–4 individual birds per genotype. In Scheme A, two sequencing lanes were used for assignment of two FL and two LL libraries per lane (n = 4/lane).

*Two libraries (1 FL and 1 LL) in sequencing lane 2 (Scheme A) had a low QC score; therefore, their low-quality data were eliminated from further RNA-Seq analysis under this scheme. Consequently, these two libraries were each re-sequenced in individual lanes in Scheme B (n = 1/lane). Finally, all eight libraries (4 FL and 4 LL) were sequenced in two replicate lanes in Scheme C (n = 8/lane). Scheme C provides the most robust RNA-Seq design, the balanced block design; where, all eight libraries (4 FL and 4 LL) are sequenced in two replicate sequencing lanes. This design allows the targeted biological variation to be partitioned from technical error as described in detail by Auer and Doerge [51]. Additional information on RNA-Seq analysis is provided in S2 Table.

*Abbreviations*: fat line (FL), lean line (LL), and million (M).

A power analysis was performed on this RNA-Seq dataset using the web-based software program “Scotty” (http://euler.bc.edu/marthlab/scotty/scotty.php) [53]. This analysis demonstrates that our sample size of four birds/genotype (n = 4), sequenced across three depths [38.5 million mapped reads per sample averaged across depths (Table 1)], had power to detect 80% of genes expressed in each genotype (*P*≤0.01) at ≥ 1.5 fold difference and greater than 90% at a fold-change of ≥ 2 (S1 Fig). 

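The spread of the counts was measured at both levels of replication. Between the 2 Scheme C runs of a bird, the chi-square per degree of freedom was 0.982 to 1.02 in the 8 birds, so that these runs differed by no more than the sampling noise. It was 1.96 to 10.7 between the first run of a bird and its Scheme C runs, and 8.84 to 56.1 between birds of the same line (12 pairs). The common biological coefficient of variation between birds was 20.9%. Counts were also simulated with the spread of these birds, with 200 of 11077 genes tested changed. In these, edgeR on 4 birds against 4 called 63.0% of the genes changed 2-fold and 95.0% of those changed 4-fold. Such calls need an adjusted p at or under 0.05. The power given by the paper is for a p threshold with no adjustment named, so the values are not directly comparable.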

Further, the “Scotty” program performed hierarchical clustering using Spearman correlation as the distance metric. This correlation analysis grouped the two genotypes distinctly, where the individuals within each genotype (FL and LL) were closely linked.

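Spearman's correlation between the log2 CPM values of 11187 genes averaged 0.976 for pairs of birds within a line and 0.971 for pairs from different lines (n = 8 birds), with single pairs between 0.946 and 0.987. The within-line excess was 0.00512, and 2 of the 35 ways to split the 8 birds into groups of 4, the real one included, gave an excess as large (one-sided exact permutation test, p = 0.0571; the smallest p that 35 splits allow is 0.0286). With the 900 highest-expressed genes alone, the alternative that moved it most, the excess was 0.0352 and the largest of all splits (exact permutation test, p = 0.0286).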

### Abdominal fat transcriptome of fed FL and LL chickens

First, the 900 highest-expressed (HE) genes, defined as genes with an average (across both genotypes) of >4289 reads/gene, were identified from RNA-Seq analysis of abdominal fat in FL and LL chickens at 7 wk (S3 Table). 

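The 900 genes with the highest mean CPM over the 2 lines were taken as HE genes, without a test, as in the paper. Of these, 156 had a mean more than 1.2-fold higher in the FL and 73 a mean more than 1.2-fold higher in the LL (n = 4 birds per line). Without TMM factors, these numbers were 113 genes in the FL and 101 in the LL when scaled to total counts, and 113 and 102 as means over 24 scaled runs, while 896 and 894 of the 900 HE genes were shared. The gene of highest rank was COL3A1. COL3A1 (listed as CO3A1_CHICK, chromosome 7, 566439 to 617238) averaged 31835 ± 6147 CPM in the FL and 37558 ± 5342 in the LL (SD, n = 4), a log2 fold change of -0.24 (SE 0.17, edgeR adjusted p = 0.595).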

Of the HE genes, 164 were expressed higher in the FL (>1.2-fold difference), while 155 HE genes were up-regulated (< -1.2-fold difference) in visceral fat of the LL. Second, we identified 1687 DE genes with a FDR-corrected P-value (*P*≤0.05) and fold change ≥ 1.2 (or ≤ -1.2); and of these, 1182 DE genes were expressed higher in abdominal fat of LL chickens, whereas only 505 DE genes were expressed higher in FL chickens (S4 Table). 

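Of 11187 genes tested, 41 were DE genes between the FL and the LL (n = 4 birds each), 23 higher in the FL and 18 higher in the LL, with absolute log2 fold changes from 0.58 to 4.06. An unadjusted p under 0.05 was found for 1467 genes. In all 41 DE genes, the 4 birds of one line lay above the 4 of the other, for which the two-sided exact permutation test gives p = 0.0286, the smallest that 4 birds against 4 allow. Such separation was seen in 906 of the tested genes (8.10%), against 2.86% by chance. The authors' deposited table lists 1703 genes past the thresholds of the paper, and all 41 DE genes are among them. Of the 1553 of those genes that were tested, all had the direction of the authors' table and 1156 had an unadjusted p under 0.05. With the 24 runs as replicates in the beta-binomial test, the alternative nearest to the paper, 1698 genes passed, 510 higher in the FL and 1188 in the LL, and the same test on birds moved the count most, to 2213. Both counts hold for a normal reference, kept after the data were seen because it gives the deposited p-values, and with a t reference the test on birds called 0. Within Scheme C, 133 DE genes were found, 36 of them shared with the 41, and the first runs alone gave 1. The sums mix schemes whose runs of a bird differed by more than the sampling noise. Whether this lowers the 41 was not tested. Scaling to total counts gave 20 DE genes in the FL and 26 in the LL, which turned the share higher in the LL from 43.9% to 56.5%. Only 1 DE gene, MSMB, was called in each of the 8 fits that left out 1 bird. For MSMB (chromosome 6, 18913941 to 18918302), the log2 fold change was -4.06 (SE 0.34, edgeR adjusted p = 0.00234), from 1.54 ± 0.730 CPM in the FL and 27.1 ± 10.1 in the LL (SD, n = 4). MSMB had adjusted p-values from 0.00122 to 0.0186 with 1 bird left out at a time. MSMB was 42.1 CPM in LL replicate 1 and between 20.9 and 22.9 in the other LL birds. In the LL, COL6A6 (listed as ENSGALG00000011567, chromosome 2, 41557665 to 41594464) had 19.1 ± 5.03 CPM, against 3.62 ± 1.39 in the FL (SD, n = 4), and a log2 fold change of -2.35 (SE 0.29, edgeR adjusted p = 0.0230). COL6A6 had adjusted p-values from 0.0193 to 0.0680 with 1 bird left out at a time, the highest without LL replicate 4. ABCA12 (chromosome 7, 4237457 to 4317398) averaged 3.63 ± 1.06 CPM in the FL and 0.627 ± 0.256 in the LL (SD, n = 4), a log2 fold change of 2.55 (SE 0.37, edgeR adjusted p = 0.0303). ABCA12 had adjusted p-values from 0.0346 to 0.0975 with 1 bird left out at a time, the highest without LL replicate 4. For SHROOM1 (chromosome 13, 17619114 to 17627338), the log2 fold change was 1.83 (SE 0.27, edgeR adjusted p = 0.0303), from 7.15 ± 1.101 CPM in the FL and 1.91 ± 0.692 in the LL (SD, n = 4). SHROOM1 had adjusted p-values from 0.0179 to 0.115 with 1 bird left out at a time, the highest without LL replicate 4. In the LL, LOC425809 (on an unplaced contig) had 95.7 ± 58.5 CPM, against 14.7 ± 5.70 in the FL (SD, n = 4), and a log2 fold change of -2.72 (SE 0.44, edgeR adjusted p = 0.0397). LOC425809 had adjusted p-values from 0.0302 to 0.137 with 1 bird left out at a time, the highest without FL replicate 1. NUDT7 (on an unplaced contig) averaged 1.96 ± 0.627 CPM in the FL and 9.50 ± 4.17 in the LL (SD, n = 4), a log2 fold change of -2.30 (SE 0.40, edgeR adjusted p = 0.0462). NUDT7 had adjusted p-values from 0.0128 to 0.155 with 1 bird left out at a time, the highest without FL replicate 1. For ENSGALG00000011471 (chromosome 1, 47874115 to 47907701), the log2 fold change was -1.75 (SE 0.31, edgeR adjusted p = 0.0462), from 0.684 ± 0.169 CPM in the FL and 2.39 ± 0.389 in the LL (SD, n = 4). ENSGALG00000011471 had adjusted p-values from 0.0613 to 0.155 with 1 bird left out at a time, the highest without FL replicate 1. In the LL, ENSGALG00000022438 (on an unplaced contig) had 0.846 ± 0.360 CPM, against 5.36 ± 3.06 in the FL (SD, n = 4), and a log2 fold change of 2.66 (SE 0.45, edgeR adjusted p = 0.0458). ENSGALG00000022438 had adjusted p-values from 0.0346 to 0.136 with 1 bird left out at a time, the highest without LL replicate 4. With 9.94 CPM, FL replicate 4 stood apart for ENSGALG00000022438 from the other FL birds, between 3.66 and 4.03.

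**Figure D1:**
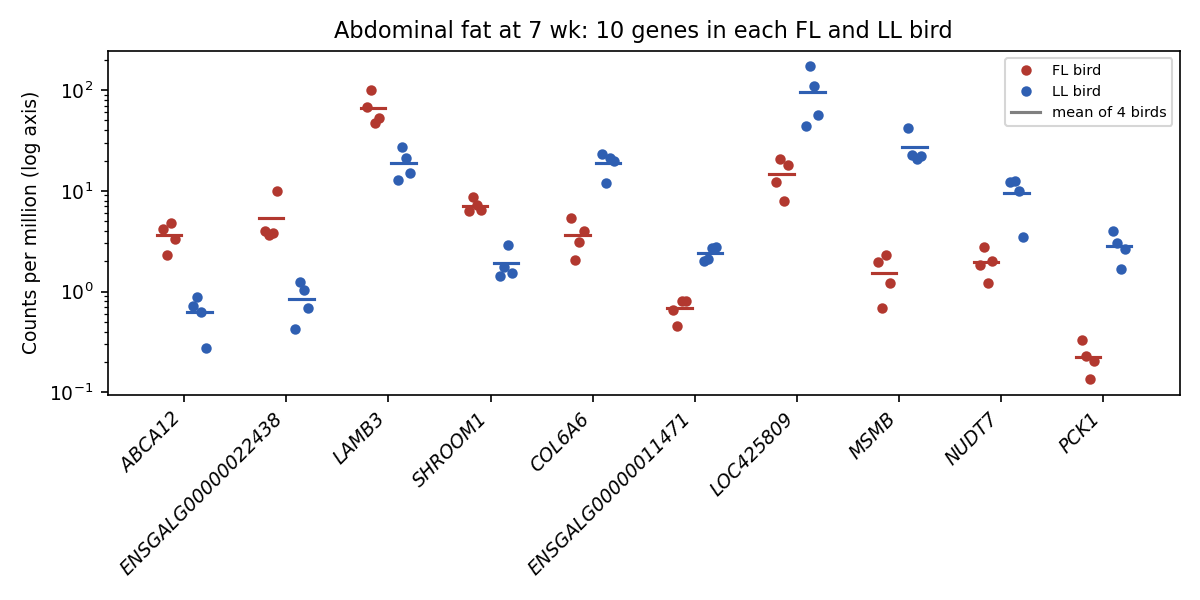
CPM (log axis) of the 10 DE genes with the largest absolute log2 fold change, one point per bird (red, FL; blue, LL; n = 4 each) with a line at the mean of 4 birds. The FL and LL points of a gene do not overlap, and MSMB averaged 1.54 CPM in the FL and 27.1 in the LL.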

A working list of 607 functional genes, associated with lipid metabolism (lipogenesis, lipolysis, lipid transport, etc.), was compiled from the RNA-Seq datasets using Ingenuity Pathway Analysis software (S5 Table). The Venn diagram (Fig 1) shows the intersection among HE genes, DE genes, and lipid metabolism genes, with 25 genes in common across all three gene sets. A total of 164 DE genes were shared between HE and DE gene lists. And, 108 DE genes are shared between the 1687 DE genes and the 607 lipid metabolism genes. Further, 87 genes are shared between the 900 HE genes and the 607 lipid metabolism genes.

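Of the 607 lipid metabolism genes of S5 Table, 603 were matched to the counts and 499 were tested. The 900 HE genes held 83 of them, and 4 were DE genes (Fisher's exact test against the other tested genes, two-sided, p = 0.109). These were ME1, LPIN1, ABCB1 and PON2. The HE and DE genes shared 7 genes, C7, ATP8A1, FN1, PON2, CYB5A, UGP2 and PPL, and 1 gene, PON2, was in all 3 sets; those not named by the paper were chosen after their values were seen. With DESeq2, the overlap of DE and lipid metabolism genes was 32 genes (Fisher's exact test, p = 2.10e-05), and the beta-binomial test on birds moved it most, to 122. PON2 (listed as PON2_CHICK, chromosome 2, 23811351 to 23827903) averaged 249.6 ± 29.2 CPM in the FL and 153 ± 16.8 in the LL (SD, n = 4), a log2 fold change of 0.71 (SE 0.12, edgeR adjusted p = 0.0458). PON2 had adjusted p-values from 0.0346 to 0.135 with 1 bird left out at a time, the highest without LL replicate 4. For ABCB1 (listed as O93437_CHICK, chromosome 2, 20652586 to 20686287), the log2 fold change was 1.03 (SE 0.17, edgeR adjusted p = 0.0397), from 46.7 ± 11.5 CPM in the FL and 22.9 ± 1.37 in the LL (SD, n = 4). ABCB1 had adjusted p-values from 0.0346 to 0.131 with 1 bird left out at a time, the highest without LL replicate 4. In the LL, ATP8A1 (chromosome 4, 70059978 to 70139358) had 131 ± 18.5 CPM, against 268 ± 54.1 in the FL (SD, n = 4), and a log2 fold change of 1.03 (SE 0.16, edgeR adjusted p = 0.0322). ATP8A1 had adjusted p-values from 0.0346 to 0.115 with 1 bird left out at a time, the highest without LL replicate 4. CYB5A (listed as CYB5_CHICK, chromosome 2, 94287467 to 94299180) averaged 284 ± 22.0 CPM in the FL and 177 ± 24.8 in the LL (SD, n = 4), a log2 fold change of 0.68 (SE 0.12, edgeR adjusted p = 0.0462). CYB5A had adjusted p-values from 0.0359 to 0.160 with 1 bird left out at a time, the highest without LL replicate 2. For UGP2 (listed as Q5ZKW4_CHICK, chromosome 3, 9465561 to 9489126), the log2 fold change was 0.64 (SE 0.11, edgeR adjusted p = 0.0462), from 359 ± 29.2 CPM in the FL and 229.9 ± 26.7 in the LL (SD, n = 4). UGP2 had adjusted p-values from 0.0346 to 0.146 with 1 bird left out at a time, the highest without FL replicate 1. In the LL, PPL (listed as Q6PVZ7_CHICK, chromosome 14, 14021404 to 14042900) had 629 ± 108 CPM, against 307 ± 72.8 in the FL (SD, n = 4), and a log2 fold change of -1.04 (SE 0.18, edgeR adjusted p = 0.0462). PPL had adjusted p-values from 0.0413 to 0.140 with 1 bird left out at a time, the highest without FL replicate 3.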

**Fig 1:**
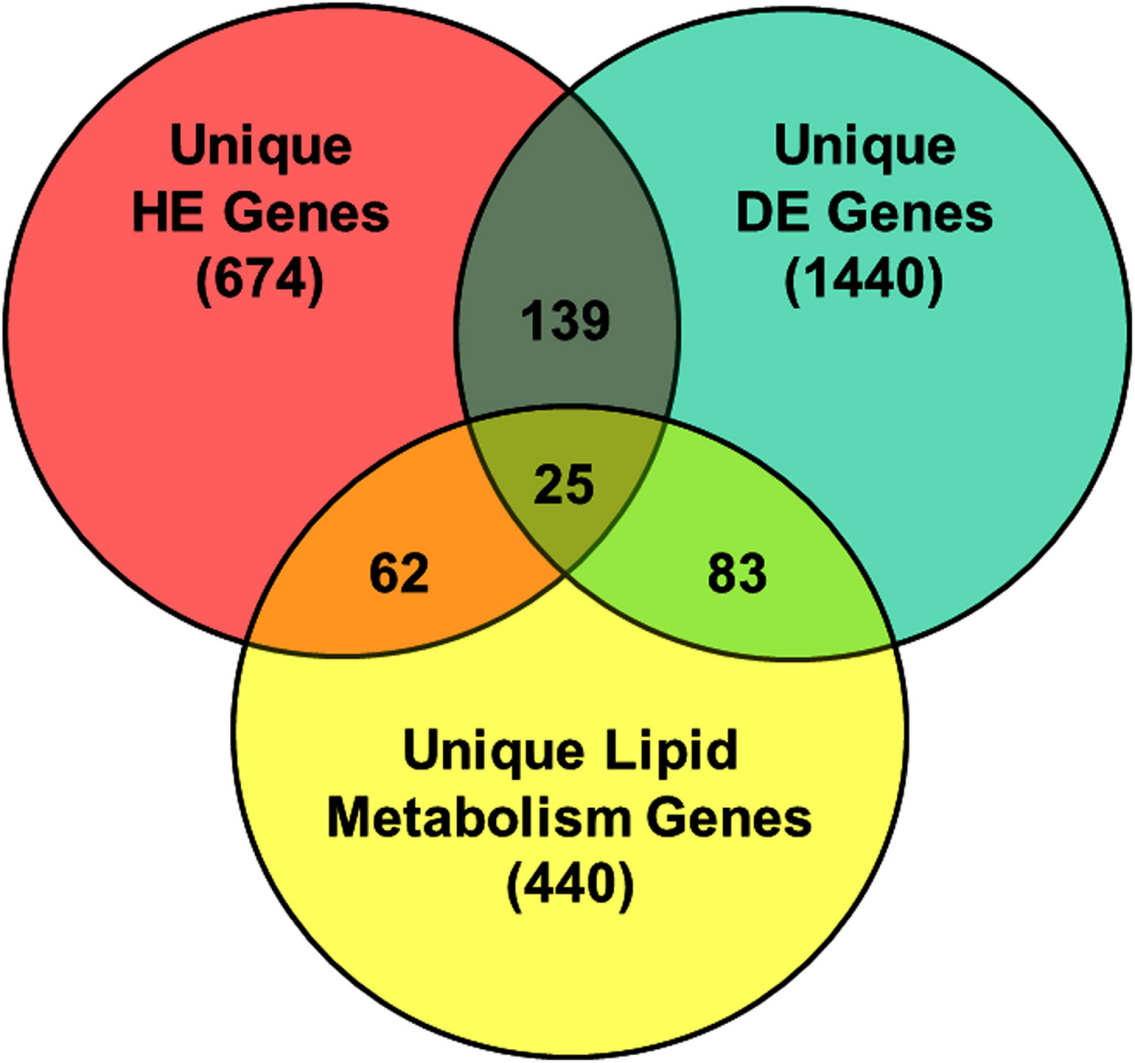
Venn diagram illustrating overlap among functional gene lists. The Venn diagram shows the intersections of highly expressed (HE) genes in abdominal fat (S3 Table), differentially expressed (DE) genes (S4 Table), and Ingenuity annotated genes known to be involved in lipid metabolism (S5 Table). The numbers in overlapping arcs indicate the number of genes shared between and among these three categories.

### Ingenuity Pathway Analysis (IPA) of gene expression

#### Analysis of highest expressed genes in abdominal fat of FL and LL chickens

The 900 highest-expressed (HE) genes in abdominal fat (S3 Table) were submitted to the Ingenuity Knowledge Base (http://www.ingenuity.com/) for functional annotation, mapping of genes to canonical pathways, and identifying gene interaction networks. There were 828 DE genes identified by IPA as “Analysis ready” (i.e., annotated in the Ingenuity Knowledge Base). A summary of the over-represented IPA functional categories found for 828 “Analysis ready” HE genes is presented in Table 2. The major IPA categories represented by the HE genes include the “Top Canonical Pathways, Diseases and Disorders, Molecular and Cellular Functions, Physiological System Development and Function, Top Gene Interaction Networks, and Top Tox [Toxicology] Lists”. Several subcategories under the IPA category “Diseases and Bio Functions” reveal the most prevalent biological processes found in abdominal fat. For example, several subcategories are related to the regulation of adiposity [“Metabolic Disease” (193 genes), “Endocrine System Disorders” (50 genes), “mTOR Signaling” (31 genes), “Insulin Receptor Signaling” (12 genes), and [“Type 2 Diabetes Signaling” (10 genes)]. Additional subcategories of interest are those involved in metabolism [“Lipid Metabolism” (164 genes), “Carbohydrate Metabolism” (65 genes), “Glycolysis I” (8 genes)] and hemostasis [“Thrombin Signaling” (23 genes)].

**Table 2:** Ingenuity Pathway Analysis of highest-expressed (HE) genes in abdominal fat of FL and LL.

**Top Canonical Pathways**	**p-value**	**Overlap**	**Ratio**
EIF2 Signaling	1.60E-27	27.00%	50/185
Integrin Signaling	1.00E-18	20.90%	42/201
Epithelial Adherens Junction Signaling	8.09E-18	24.00%	35/146
ILK Signaling	3.91E-15	19.40%	36/186
Caveolar-mediated Endocytosis Signaling	3.58E-13	29.60%	21/171
**Diseases and Disorders**	**p-value**	**# Genes**	
Cancer	1.21E-08–1.20E-28	747	
Organismal Injury and Abnormalities	1.21E-08–1.20E-28	754	
Infectious Disease	1.08E-08–1.20E-27	196	
Developmental Disorder	4.85E-09–1.86E-13	160	
Hereditary Disorder	9.81E-09–373.E-26	107	
**Molecular and Cellular Functions**	**p-value**	**# Genes**	
Cellular Growth and Proliferation	1.22E-08–2.9.E-51	420	
Cellular Movement	1.21E-08–4.98E-48	302	
Cell Death and Survival	1.28E-08–5.35E-37	372	
Cellular Development	1.15E-05–1.67E-31	385	
Cellular Assembly and Organization	5.40E-09–2.95E-30	271	
**Physiological System Development and Function**	**p-value**	**# Genes**	
Cardiovascular System	1.25E-08–7.38E-36	208	
Organismal Development	7.47E-09–9.24E-34	342	
Organismal Survival	3.50E-10–5.38E-32	282	
Tissue Development	8.09E-09–5.35E-27	313	
Immune Cell Trafficking	6.36E-09–5.58E-20	120	
**Top Gene Interaction Networks**		**Score**	
Cancer, Organismal Injury and Abnormalities, Respiratory Disease		45	
Metabolic Disease, Neurological Disease, Psychological Disorders		42	
Cell Morphology, RNA Post-Transcriptional Modification, Connective Tissue		42	
Nucleic Acid Metabolism, Small Molecule Biochemistry		42	
Embryonic Development, Organismal Development, Tissue Development		40	
**Top Toxicology List**	**p-value**	**Overlap**	**Ratio**
Cardiac Hypertrophy	1.11E-11	12.20%	48/395
Hepatic Fibrosis	3.61E-10	12.20%	21/99
Renal Necrosis/Cell Death	9.46E-10	10.30%	1/494
PPAR/RXR Activation	1.38E-09	15.30%	28/183
Mechanism of Gene Regulation by PPARs	4.22E-08	18.90%	18/95

A total of the 900 highest-expressed (HE) genes from RNA-Seq analysis were submitted to IPA, which provided 828 “Analysis Ready” HE genes for functional annotation and mapping to canonical pathways and gene interaction networks. *P*-values were determined by IPA software using Fisher’s Exact Test as described by Ingenuity. The percent overlap and ratio were calculated from the number of observed genes compared to the number of known genes for that category in the Ingenuity Knowledge Base.

Several categories under the IPA Top Tox Lists (Table 2) are also of particular interest. 

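FN1, SPON1, SPON2, FBN1, TGFBR2 and THBS1 averaged more CPM in the LL in 5 of 6 cases, with log2 fold changes from -1.11 to 0.05, an unadjusted p under 0.05 for 4 and 1 DE gene. All 6 were HE genes. Scaling to total counts turned the direction of THBS1 to the LL. FN1 (listed as FINC_CHICK, chromosome 7, 4361918 to 4411159) averaged 3994 ± 384 CPM in the FL and 6593 ± 498 in the LL (SD, n = 4), a log2 fold change of -0.72 (SE 0.12, edgeR adjusted p = 0.0397). FN1 had adjusted p-values from 0.0346 to 0.127 with 1 bird left out at a time, the highest without LL replicate 4. For FBN1 (listed as P87363_CHICK, chromosome 10, 11673360 to 11824338), the log2 fold change was -0.42 (SE 0.13, edgeR adjusted p = 0.192), from 3629.7 ± 557 CPM in the FL and 4872 ± 253 in the LL (SD, n = 4). FBN1 had no overlap between the birds of the lines and was a DE gene with DESeq2 (adjusted p = 0.0400). In the LL, SPON1 (listed as SPON1_CHICK, chromosome 5, 6302771 to 6472310) had 262 ± 82.6 CPM, against 122 ± 71.7 in the FL (SD, n = 4), and a log2 fold change of -1.11 (SE 0.35, edgeR adjusted p = 0.202). SPON1 was 229 CPM in FL replicate 3 and between 83.1 and 89.6 in the other FL birds. THBS1 (listed as P79786_CHICK, chromosome 5, 31925209 to 31943398) averaged 303 ± 125 CPM in the FL and 293 ± 23.6 in the LL (SD, n = 4), a log2 fold change of 0.05 (SE 0.24, edgeR adjusted p = 0.956). THBS1 changed direction when 1 bird was left out (without FL replicate 3 and without FL replicate 4), with log2 fold changes from -0.22 to 0.22 across the 8 fits and had a log2 fold change of -0.01 when scaled to total counts alone.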

Of the 21 HE genes associated with “Hepatic Fibrosis”, 17 HE genes are expressed higher in abdominal fat of the LL chickens, including 5 collagen genes (*COL3A-COL6A*), fibronectin 1 (*FN1*), spondin 1 and 2 (*SPON1*, *SPON2*), fibrillin 1 (*FBN1*), transforming growth factor, beta receptor II (*TGFBR2*) and thrombospondin 1 (*THBS1*). 

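SCD, FASN, SREBF2, LPL and GPD1 all averaged more CPM in the FL, and 2 had an unadjusted p under 0.05, with no DE gene and with log2 fold changes from 0.10 to 0.82. All 5 were HE genes. For SCD (listed as Q9YGM2_CHICK, chromosome 6, 18573266 to 18589524), the log2 fold change was 0.82 (SE 0.53, edgeR adjusted p = 0.557), from 5054 ± 1970.2 CPM in the FL and 2864 ± 2109 in the LL (SD, n = 4). In the LL, FASN (listed as FAS_CHICK, chromosome 18, 4906023 to 4942395) had 1191 ± 140.2 CPM, against 1529 ± 185 in the FL (SD, n = 4), and a log2 fold change of 0.36 (SE 0.13, edgeR adjusted p = 0.246). FASN had no overlap between the birds of the lines. LPL (listed as LIPL_CHICK, chromosome Z, 53399498 to 53410546) averaged 7157 ± 1447 CPM in the FL and 6696 ± 1331 in the LL (SD, n = 4), a log2 fold change of 0.10 (SE 0.18, edgeR adjusted p = 0.880). LPL changed direction when 1 bird was left out (without FL replicate 2 and without LL replicate 1), with log2 fold changes from -0.05 to 0.19 across the 8 fits. THRSPA was not found by name in the counts and was not analysed here.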

The “PPAR/RXR Activation” category includes 28 genes that are highly expressed in the FL and involved in lipid synthesis [thyroid hormone responsive spot 14 alpha (*THRSPA*), stearoyl-CoA desaturase (*SCD1*), fatty acid synthase (*FASN*), sterol regulatory element binding factor 2 (*SREBP2*), lipoprotein lipase (*LPL*) and glycerol-3-phosphate dehydrogenase 1 (*GDP1*)]. Likewise, the “Mechanism of Gene Regulation by PPARs” category includes 18 HE genes.

Many HE genes found in abdominal fat of the FL and LL chickens are key transcriptional regulators of lipogenesis and adipogenesis (Fig 2). For example, several transcription factors [*SREBF2*, *THRSP*, nuclear receptor subfamily 1, group H, member 3 (*NR1H3*) or liver-activated receptor alpha (*LXRA*), and peroxisome proliferator-activated receptor gamma (*PPARG*)] interact with each other and ultimately effect the transcription of several downstream target genes (Fig 2A). Some HE targets of *SREBF2* include fatty acid desaturase 2 (*FADS2*), acetyl-CoA carboxylase alpha (*ACACA*), *SCD*, *FASN*, ATP citrate lyase (*ACLY*), perilipin 2 (*PLIN2*), isocitrate dehydrogenase 1 (*IDH1*) and *THRSP*. The transcription factor *THRSP*, which itself targets *ACACA*, *FASN* and *SCD*, is also regulated by *PPARG*. 

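For PPARG (listed as Q9I878_CHICK, chromosome 12, 5068840 to 5089903), the log2 fold change was 0.11 (SE 0.12, edgeR adjusted p = 0.765), from 299 ± 40.3 CPM in the FL and 277 ± 25.8 in the LL (SD, n = 4). In the LL, NR1H3 (listed as Q8JHU1_CHICK, chromosome 5, 25261538 to 25288220) had 299 ± 19.8 CPM, against 297 ± 36.2 in the FL (SD, n = 4), and a log2 fold change of -0.01 (SE 0.11, edgeR adjusted p = 0.983). NR1H3 changed direction when 1 bird was left out (without FL replicate 2, without FL replicate 4, without LL replicate 1 and without LL replicate 2), with log2 fold changes from -0.08 to 0.04 across the 8 fits. SREBF2 (listed as Q98SH5_CHICK, chromosome 1, 51369905 to 51386093) averaged 314 ± 72.4 CPM in the FL and 277 ± 29.9 in the LL (SD, n = 4), a log2 fold change of 0.18 (SE 0.16, edgeR adjusted p = 0.692). With 322 CPM, LL replicate 3 stood apart for SREBF2 from the other LL birds, between 258 and 267. For FABP4 (listed as Q6VYQ9_CHICK, chromosome 2, 126157638 to 126161397), the log2 fold change was -0.11 (SE 0.18, edgeR adjusted p = 0.860), from 1854 ± 151 CPM in the FL and 1995 ± 536 in the LL (SD, n = 4). FABP4 changed direction when 1 bird was left out (without LL replicate 1), with log2 fold changes from -0.22 to 0.04 across the 8 fits. FABP3, FABP4, FABP5, CAT, PLIN1, LAPTM4A and NR1H3, all HE genes, had log2 fold changes from -0.11 to 0.62, with 5 higher in the FL; 2 had an unadjusted p under 0.05 and none was a DE gene. For FADS2, ACACA, SCD, FASN, ACLY, PLIN2 and IDH1, the range was -0.06 to 0.82, 5 were higher in the FL, and 2 had an unadjusted p under 0.05, with no DE gene.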

Further, *PPARG* has numerous HE target genes that regulate lipid metabolism [acyl-Coenzyme A oxidase 1, palmitoyl (*ACOX1*), fatty acid binding protein 3–5 (*FABP3*, *FABP4* and *FABP5*), catalase (*CAT*), perilipin 1 (*PLIN1*), lysosomal-associated protein transmembrane 4 A (*LAPTM4A*) and nuclear receptor subfamily 1, group H, member 3 (*NR1H3* or *LXRA*)].

**Fig 2:**
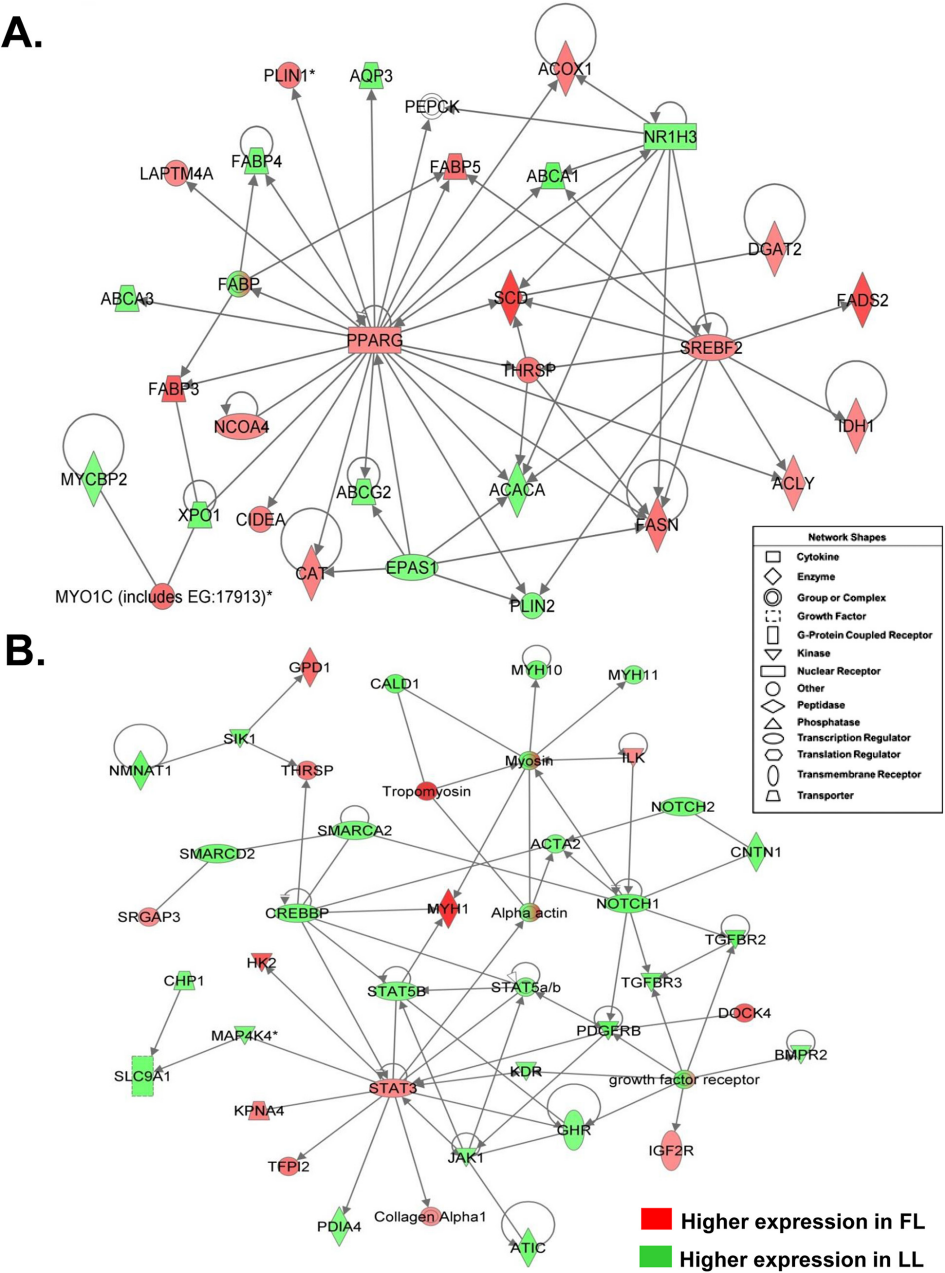
Gene interaction networks of highest-expressed (HE) genes in abdominal fat of chickens associated with lipogenesis and adipogenesis. Functional gene interaction networks were identified by Ingenuity Pathway Analysis (IPA). Genes are colored based on fold-change values determined by RNA-Seq analysis, where the red-color symbols signify higher expression in FL chickens and green-color gene symbols indicate higher expression in LL chickens. The false discovery rate (FDR) and fold-difference cutoff were not used in this functional analysis of the highest-expressed (HE) genes, which is simply based on a high number of reads mapped to known transcripts. Each gene was assigned a shape and function by IPA as shown in the “Network Shapes” legend inset. The direct gene interaction network in the top panel (**A**) was functionally annotated by IPA as “Lipid Metabolism, Molecular Transport, and Small Molecular Biochemistry”, which emphasizes transcriptional regulation of adipogenesis and lipogenesis. The direct gene interaction network in panel (**B)** was functionally annotated by IPA as related to “Cellular Development, Cellular Growth and Proliferation, and Cellular Movement”.

The target genes that are regulated by these transcription factors (Fig 2A) belong to a group of genes functionally associated with “Lipid Metabolism”. Some genes associated with “Lipid Metabolism” are more specifically involved in: fatty acid synthesis, elongation, and desaturation [*ACACA*, *ACOX1*, acyl-CoA dehydrogenase, long chain (*ACADL*), acyl-CoA synthetase long-chain family member 1 (*ACSL1*) and diacylglycerol O-acyltransferase 2 (*DGAT2*), fatty acid elongase 1 (*ELOVL1*), *FASN*, *FADS2*, and *SCD*], fatty acid transport [fatty acid binding protein 4 (*FABP3*, *FABP4* and *FABP5*)], and adipokine signaling [adiponectin (*ADIPOQ*) and *LPL*]. Some other HE genes that are involved in lipid metabolism include diacylglycerol kinase, zeta (*DGKZ*), insulin-like growth factor 2 receptor (*IGF2R*), insulin-like growth factor binding protein 2 and 7 (*IGFBP2* and *IGFBP7*, respectively), malate dehydrogenase 2, NAD (*MDH2*), and somatostatin receptor 2 (*SSTR2*).

Signal transducers and activators of transcription 3 and 5B (*STAT3* and *STAT5B*) are also highly expressed in adipose tissue of FL and LL chickens, respectively (Fig 2B). 

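STAT3 and STAT5B were HE genes of rank 480 and 333 among all genes by mean CPM. In the LL, STAT3 (listed as STAT3_CHICK, chromosome 27, 4551342 to 4560666) had 271 ± 22.9 CPM, against 298 ± 13.5 in the FL (SD, n = 4), and a log2 fold change of 0.14 (SE 0.10, edgeR adjusted p = 0.588). STAT3 was 278 CPM in FL replicate 2 and between 304 and 306 in the other FL birds. STAT5B (listed as O93378_CHICK, chromosome 27, 4528073 to 4536985) averaged 375 ± 72.3 CPM in the FL and 368 ± 63.8 in the LL (SD, n = 4), a log2 fold change of 0.03 (SE 0.16, edgeR adjusted p = 0.971). STAT5B changed direction when 1 bird was left out (without FL replicate 4 and without LL replicate 1), with log2 fold changes from -0.12 to 0.11 across the 8 fits and had a log2 fold change of -0.04 when scaled to total counts alone.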

*STAT3* is a binding partner of *STAT5B*, *GHR*, and mitogen-activated protein kinase kinase kinase kinase 4 (*MAP4K4*) and directly targets hexokinase 2 (*HK2*), tissue factor pathway inhibitor 2 (*TFPI2*) and protein disulfide isomerase family A, member 4 (*PDIA4*). Conversely, several genes that target *STAT3* are also highly expressed [Janus kinase 1 (*JAK1*), kinase insert domain receptor (*KDR*), platelet-derived growth factor receptor, beta polypeptide (*PDGFRB*), and CREB binding protein (*CREBBP*), which also targets *THRSP*]. Another gene up-regulated in abdominal fat of FL chickens at 7 wk was the glycolytic enzyme glycerol-3-phosphate dehydrogenase 1 (*GPD1*), an important regulator of adiposity. Furthermore, NOTCH cellular signaling and growth regulation were significant processes found in abdominal fat of FL and LL chickens. 

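GPD1 ranked 160 by mean CPM. For GPD1 (chromosome 7, 29770312 to 29795774), the log2 fold change was 0.46 (SE 0.10, edgeR adjusted p = 0.0817), from 808 ± 26.0 CPM in the FL and 586 ± 46.0 in the LL (SD, n = 4). GPD1 had no overlap between the birds of the lines and was a DE gene with DESeq2 (adjusted p = 4.61e-05).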

Notch 1 (*NOTCH1*) has interactions with *PDGFRB*, transforming growth factor, beta receptor II and III (*TGFBR2* and *TGFBR3*), actin, alpha 2 (*ACTA2*), contactin 2 (*CNTN2*) and SWI/SNF related, matrix associated, actin dependent regulator of chromatin, subfamily a, member 2 (*SMARCA2*).

#### Analysis of differential gene expression between FL and LL chickens

The dataset of 1687 DE genes (S4 Table) was submitted to Ingenuity Pathway Analysis (IPA) (http://www.ingenuity.com/) for functional annotation and mapping to canonical metabolic and regulatory pathways. From these, a total of 1322 DE genes were identified as “Analysis ready” by IPA. A summary of the Ingenuity Pathway Analysis of these DE genes is presented in Table 3, which includes the major functional categories: “Top Canonical Pathways, Diseases and Disorders, Molecular and Cellular Functions, Physiological System Development and Function, Top Gene Interaction Networks, Top Tox [Toxicology] Lists, and Top 10 Up-regulated and Down-regulated Genes”. 

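Of the 10 up-regulated genes of Table 3, 9 have a feature in the counts, 8 were tested and all 8 of those were higher in the FL, with log2 fold changes from 1.26 to 2.09 and 2 DE genes (LAMB3 and GREM1). Of the 10 down-regulated genes, 9 have a feature and all were higher in the LL, from -1.77 to -1.20, and 4 were DE genes. In the LL, LAMB3 (chromosome 26, 2934921 to 2954131) had 19.1 ± 6.62 CPM, against 67.1 ± 23.9 in the FL (SD, n = 4), and a log2 fold change of 1.81 (SE 0.28, edgeR adjusted p = 0.0345). LAMB3 had adjusted p-values from 0.0346 to 0.130 with 1 bird left out at a time, the highest without LL replicate 4. CLSTN2 (chromosome 9, 7356465 to 7429775) averaged 24.9 ± 20.3 CPM in the FL and 5.85 ± 2.24 in the LL (SD, n = 4), a log2 fold change of 2.09 (SE 0.56, edgeR adjusted p = 0.152). HS3ST5 (chromosome 3, 67198172 to 67396450) was at or under 3 counts in every bird of both lines, 0.108 ± 0.125 CPM in the FL and 0.109 ± 0.134 in the LL (SD, n = 4), so that no fold change was computed. For SLC7A7 (chromosome 2, 129040513 to 129053587), the log2 fold change was -1.47 (SE 0.22, edgeR adjusted p = 0.0303), from 6.48 ± 1.85 CPM in the FL and 17.6 ± 2.97 in the LL (SD, n = 4). SLC7A7 had adjusted p-values from 0.0332 to 0.112 with 1 bird left out at a time, the highest without LL replicate 4. In the LL, TMEM237 (listed as ALS2CR4, chromosome 7, 12563615 to 12575427) had 33.6 ± 4.95 CPM, against 12.8 ± 2.20 in the FL (SD, n = 4), and a log2 fold change of -1.39 (SE 0.16, edgeR adjusted p = 0.0230). TMEM237 had adjusted p-values from 0.0172 to 0.0787 with 1 bird left out at a time, the highest without LL replicate 2. AQP1 (listed as Q2MCJ7_CHICK, chromosome 2, 990377 to 1008846) averaged 37.6 ± 12.2 CPM in the FL and 98.5 ± 22.7 in the LL (SD, n = 4), a log2 fold change of -1.38 (SE 0.23, edgeR adjusted p = 0.0458). AQP1 had adjusted p-values from 0.0365 to 0.131 with 1 bird left out at a time, the highest without LL replicate 4. For C7 (chromosome Z, 12350738 to 12370791), the log2 fold change was -1.33 (SE 0.18, edgeR adjusted p = 0.0295), from 228 ± 59.7 CPM in the FL and 574 ± 63.7 in the LL (SD, n = 4). C7 had adjusted p-values from 0.0177 to 0.0876 with 1 bird left out at a time, the highest without LL replicate 4. In the LL, MARCO (listed as Q9I8D5_CHICK, chromosome 7, 30078518 to 30088359) had 46.0 ± 29.0 CPM, against 14.7 ± 20.3 in the FL (SD, n = 4), and a log2 fold change of -1.77 (SE 0.78, edgeR adjusted p = 0.364). With 45.0 CPM, FL replicate 2 stood apart for MARCO from the other FL birds, between 3.65 and 6.43.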

Annotated lists are provided for DE genes assigned by IPA to the “Top Canonical Pathways” (S6 Table) and “Top Tox Lists” (S7 Table) functional categories. A total of 1687 differentially-expressed (DE) genes from RNA-Seq analysis were submitted to IPA, which provided 1322 “Analysis Ready” DE genes for functional annotation and mapping to canonical pathways and gene interaction networks. P-values were determined by IPA software using Fisher’s Exact Test as described by Ingenuity. The percent overlap and ratio were calculated for the number of observed genes compared to the number of known genes in the Ingenuity Knowledge Base for that category. Adipose genes with positive expression ratios are expressed at higher levels in FL cockerels, whereas genes with negative expression ratios are more abundant in abdominal fat of the LL.

**Table 3:** Ingenuity Pathway Analysis of DE Genes in Abdominal Fat of FL and LL Cockerels (7 wk).

**Top Canonical Pathways**		**p-value**		**Overlap**	**Ratio**
Adipogenesis pathway		4.13E-06		18.10%	23/127
Glucocorticoid Receptor Signaling		2.61E-05		13.10%	36/275
Axonal Guidance Signaling		5.33E-05		13.10%	49/433
Hepatic Fibrosis/Hepatic Stellate Cell Activation		1.29E-04		13.60%	27/198
RAR Activation		1.61E-04		13.70%	26/190
**Molecular and Cellular Functions**		**p-value**			**#DE Genes**
Cellular Growth and Proliferation		1.66E-04–1.48E-19			489
Cellular Movement		1.62E-04–5.59E-18			316
Cellular Development		1.66E-04–7.72E-17			451
Cell Morphology		1.46E-04–4.76E-14			350
Cellular Assembly, Organization		6.37E-05–1.86E-13			260
**Physiological System Development and Function**		**p-value**			**# DE Genes**
Cardiovascular System		1.49E-04–3.28E-21			238
Organismal Survival		1.22E-04–2.28E-18			340
Organismal Development		1.58E-04–1.50E-17			443
Embryonic Development		1.37E-04–8.86E-15			303
Renal and Urological System		5.99E-05–3.37E-13			77
**Top Gene Interaction Networks**			**Score**		
Cancer, Organismal Injury and Abnormalities, Hematological Disease			43		
Cell Death and Survival, Gene Expression, Cell Cycle			43		
Lipid Metabolism, Small Molecule Biochemistry, Molecular Transport			39		
Cell Signaling, Post-Translational Modification, Embryonic Development			39		
Cardiovascular Disease, Carbohydrate Metabolism, Molecular Transport			36		
**Top Tox List**		**p-value**		**Overlap**	**Ratio**
Cardiac Hypertrophy		1.01E-06		12.30%	28/227
Liver Proliferation		5.27E-04		12.30%	28/227
Oxidative Stress		7.58E-04		19.30%	11_57
TGF-Signaling		1.47E-03		15.60%	14/90
**Top Up-regulated Genes**	**FL/LL ratio**	**Top Down-regulated Genes**			**FL/LL ratio**
*HS3ST5*	8.024	*KRT7*			-3.685
*CLSTN2*	3.724	*MARCO*			-3.644
*LAMB3*	3.488	*SLC7A7*			-3.446
*GJB1*	2.866	*GIF*			-2.859
*XK*	2.841	*TMEM237*			-2.741
*GREM1*	2.806	*AQP1*			-2.561
*SMOC1*	2.601	*C7*			-2.551
*ST14*	2.551	*GUCY1B2*			-2.527
*NTN1*	2.543	*KLF5*			-2.488
*SOST*	2.543	*ALDH1A1*			-2.444

A total of 1687 differentially-expressed (DE) genes from RNA-Seq analysis were submitted to IPA, which provided 1322 “Analysis Ready” DE genes for functional annotation and mapping to canonical pathways and gene interaction networks. P-values were determined by IPA software using Fisher’s Exact Test as described by Ingenuity. The percent overlap and ratio were calculated for the number of observed genes compared to the number of known genes in the Ingenuity Knowledge Base for that category. Adipose genes with positive expression ratios are expressed at higher levels in FL cockerels, whereas genes with negative expression ratios are more abundant in abdominal fat of the LL.

The top canonical pathway populated by 23 DE genes found in abdominal fat of the FL and LL chickens at 7 wk was the “Adipogenesis Pathway” (Table 3). 

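FZD6, FGFR3, LPIN1, CEBPA and PLIN1 all averaged more CPM in the FL, with log2 fold changes from 0.34 to 0.88, an unadjusted p under 0.05 for 3 and 1 DE gene. KLF5, NR2F2, EBF1, SMAD5 and HIF1A all averaged more CPM in the LL, and 2 had an unadjusted p under 0.05, with no DE gene and with log2 fold changes from -1.23 to -0.20. In the whole adipogenesis list of S6 Table, 20 of the 23 genes listed by the paper were matched and tested, 6 higher in the FL and 14 in the LL, with 10 at an unadjusted p under 0.05 and 1 DE gene. FZD6 (listed as FZD6_CHICK, chromosome 2, 134789484 to 134836788) averaged 147 ± 58.3 CPM in the FL and 79.7 ± 4.82 in the LL (SD, n = 4), a log2 fold change of 0.88 (SE 0.25, edgeR adjusted p = 0.160). FZD6 was a DE gene with DESeq2 (adjusted p = 0.0224). FZD6 was 72.6 CPM in LL replicate 3 and between 81.1 and 82.7 in the other LL birds. For CEBPA (chromosome 11, 10986525 to 10988990), the log2 fold change was 0.53 (SE 0.32, edgeR adjusted p = 0.513), from 191 ± 44.7 CPM in the FL and 132 ± 64.7 in the LL (SD, n = 4). In the LL, NR2F2 (listed as COT2_CHICK, chromosome 10, 17657426 to 17666333) had 44.0 ± 5.58 CPM, against 34.6 ± 3.44 in the FL (SD, n = 4), and a log2 fold change of -0.35 (SE 0.12, edgeR adjusted p = 0.249).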

Among the 8 DE genes up-regulated in the FL were frizzled class receptor 6 (*FZD6*), fibroblast growth factor receptor 3 (*FGFR3*), lipin 1 (*LPIN1*), CCAAT/enhancer binding protein (C/EBP) alpha (*CEBPA*), and perilipin 1 (*PLIN1*) (S7 Table), A total of 15 DE genes were expressed higher in the LL chickens; and among these, 12 genes encode transcription factors including Kruppel-like factor 5 (*KLF5*), nuclear receptor subfamily 2, group F, member 2 (*NR2F2* or *COUPTFII*), early B-cell factor 1 (*EBF1*), SMAD family member 5 (*SMAD5*) and hypoxia inducible factor 1, alpha (*HIF1A*), The “Glucocorticoid Receptor (GR) Signaling” pathway contained 36 DE genes (10 genes up-regulated in the FL; 26 genes up-regulated in the LL). The highly-expressed DE genes in the FL included annexin A1 (*ANXA1*), plasminogen activator, urokinase (*PLAU*), *CEBPA*, Harvey rat sarcoma viral oncogene (*HRAS*), two RNA polymerases (*TAF13* and *POLR2H*), and two heat-shock proteins (*HSPA2* and *HSPA8*). 

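ANXA1, PLAU, CEBPA, HRAS1, TAF13, POLR2H, HSPA2 and HSPA8 all averaged more CPM in the FL, and 7 had an unadjusted p under 0.05, with no DE gene and with log2 fold changes from 0.28 to 0.77. PGR, NCOA2, NCOA3, NFATC2, NFATC3 and EP300 all averaged more CPM in the LL, with log2 fold changes from -0.94 to -0.21, an unadjusted p under 0.05 for 5 and no DE gene. For glucocorticoid receptor signaling, 33 of the 36 genes listed by the paper were matched and tested, 10 higher in the FL and 23 in the LL, with 22 at an unadjusted p under 0.05 and no DE gene. In the axonal guidance list, 45 of the 49 genes were matched and tested, 15 higher in the FL and 30 in the LL. Of these 45, 44 had the direction given by the paper, 29 had an unadjusted p under 0.05 and none was a DE gene. ANXA1 (listed as ANXA1_CHICK, chromosome Z, 35727394 to 35745508) averaged 2151 ± 438 CPM in the FL and 1280.4 ± 247 in the LL (SD, n = 4), a log2 fold change of 0.75 (SE 0.18, edgeR adjusted p = 0.125). ANXA1 had no overlap between the birds of the lines and was a DE gene with DESeq2 (adjusted p = 0.00310). For HSPA2 (listed as HSP70_CHICK, chromosome 5, 55409946 to 55412250), the log2 fold change was 0.65 (SE 0.15, edgeR adjusted p = 0.116), from 1217 ± 181 CPM in the FL and 773 ± 125 in the LL (SD, n = 4). HSPA2 had no overlap between the birds of the lines and was a DE gene with DESeq2 (adjusted p = 0.00281). In the LL, EP300 (chromosome 1, 51666371 to 51723384) had 206 ± 16.0 CPM, against 170.3 ± 11.3 in the FL (SD, n = 4), and a log2 fold change of -0.27 (SE 0.10, edgeR adjusted p = 0.252). EP300 had no overlap between the birds of the lines. With 29.5 CPM, FL replicate 4 stood apart for POLR2H from the other FL birds, between 23.6 and 24.0.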

A total of 14 transcription regulators related to GR signaling were more abundant in visceral fat of the LL, including progesterone receptor (*PGR*), androgen receptor (*AR*), nuclear receptor coactivator 2 and 3 (*NCOA2; NCOA3*), nuclear factor of activated T cells, cytoplasmic, calcineurin dependent 2 and 3 (*NFATC2*; *NFATC3)*, and E1A-binding protein p300 (*EP300*). Of the 49 DE genes assigned to the “Axonal Guidance Signaling” pathway, 16 genes were up-regulated in the FL and 33 genes were more abundant in the LL, including 6 peptidases and 13 kinases. The “Hepatic Fibrosis” pathway also shows over-representation of 22 DE genes in visceral fat of the LL that encode 8 types of collagen, myosin, heavy chain (*MYH10*), 8 growth factor receptors [fibroblast growth factor receptor 2 (*FGFR2*), platelet-derived growth factor receptor, alpha and beta polypeptides (*PDGFRA*; *PDGFRB*), interleukin 1 receptor, type I (*IL1R1*), insulin-like growth factor 1 receptor (*IGF1R*), interferon gamma receptor 1 (*IFNGR1*), transforming growth factor, beta receptor II (*TGFBR2*), and angiotensin II receptor, type 1 (*AGTR1*)], and 4 growth factors (ligands) [(transforming growth factor, beta 2 (*TGFB2*), *PDGFRB*, tumor necrosis factor (ligand) superfamily, member 10 (*TNFSF10*) and c-fos induced growth factor (*FIGF*)]. In contrast, the FL chickens showed up-regulation of only five genes associated with fibrosis, namely three receptors (tumor necrosis factor receptor superfamily, member 1B (*TNFRSF1B*), endothelin receptor type B (*EDNRB*) and interleukin 1 receptor accessory protein-like 2 (*IL1RAPL2*), *SMAD7* and platelet derived growth factor C (*PDGFC*)]. 

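MYH10, FGFR2, PDGFRA, PDGFRB, IL1R1, IGF1R, IFNGR1, TGFBR2, AGTR1, TGFB2 and TNFSF10 all averaged more CPM in the LL, with log2 fold changes from -1.33 to -0.23, an unadjusted p under 0.05 for 9 and no DE gene. TNFRSF1B, EDNRB, IL1RAPL2, SMAD7A and PDGFC all averaged more CPM in the FL, and 5 had an unadjusted p under 0.05, with no DE gene and with log2 fold changes from 0.36 to 1.27. For hepatic fibrosis, 26 of the 27 genes listed by the paper were matched and tested, 5 higher in the FL and 21 in the LL, with 19 at an unadjusted p under 0.05 and 1 DE gene. PDGFRA (listed as PGFRA_CHICK, chromosome 4, 67270350 to 67302255) averaged 133 ± 24.3 CPM in the FL and 207 ± 18.7 in the LL (SD, n = 4), a log2 fold change of -0.64 (SE 0.14, edgeR adjusted p = 0.106). PDGFRA had no overlap between the birds of the lines and was a DE gene with DESeq2 (adjusted p = 0.00322). For TGFB2 (listed as TGFB2_CHICK, chromosome 3, 20476896 to 20540001), the log2 fold change was -0.57 (SE 0.13, edgeR adjusted p = 0.107), from 35.8 ± 5.08 CPM in the FL and 52.9 ± 4.50 in the LL (SD, n = 4). TGFB2 had no overlap between the birds of the lines and was a DE gene with DESeq2 (adjusted p = 0.00663). In the LL, IL1R1 (listed as Q90874_CHICK, chromosome 1, 138002737 to 138026352) had 11.4 ± 1.52 CPM, against 7.09 ± 0.720 in the FL (SD, n = 4), and a log2 fold change of -0.69 (SE 0.17, edgeR adjusted p = 0.134). IL1R1 had no overlap between the birds of the lines and was a DE gene with DESeq2 (adjusted p = 0.0388). PDGFC (listed as PDGFC_CHICK, chromosome 4, 22269366 to 22387919) averaged 134 ± 18.5 CPM in the FL and 96.5 ± 7.72 in the LL (SD, n = 4), a log2 fold change of 0.47 (SE 0.12, edgeR adjusted p = 0.141). PDGFC had no overlap between the birds of the lines and was a DE gene with DESeq2 (adjusted p = 0.0180).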

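RARB, EP300 and JAK2 all averaged more CPM in the LL, and 2 had an unadjusted p under 0.05, with no DE gene and with log2 fold changes from -0.57 to -0.27. RXRG, ALDH1A2 and SMAD7A all averaged more CPM in the FL, with log2 fold changes from 0.50 to 0.85, an unadjusted p under 0.05 for 2 and no DE gene. In the list for retinoic acid receptor activation, 25 of the 26 genes listed by the paper were matched and tested, 3 higher in the FL and 22 in the LL, with 13 at an unadjusted p under 0.05 and no DE gene. For RARB (listed as RARB_CHICK, chromosome 2, 37405041 to 37831654), the log2 fold change was -0.57 (SE 0.16, edgeR adjusted p = 0.156), from 14.8 ± 2.37 CPM in the FL and 21.9 ± 2.87 in the LL (SD, n = 4). RARB had no overlap between the birds of the lines. In the LL, RXRG (listed as RXRG_CHICK, chromosome 8, 5340977 to 5358433) had 18.2 ± 3.96 CPM, against 32.7 ± 10.7 in the FL (SD, n = 4), and a log2 fold change of 0.85 (SE 0.25, edgeR adjusted p = 0.180). RXRG was a DE gene with DESeq2 (adjusted p = 0.0457).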

The “RXR Activation” pathway was similarly over-represented with highly-expressed DE genes from the LL (23 genes, including retinoic acid receptor beta (*RARB*), *EP300*, and Janus kinase 2 (*JAK2*), whereas only retinoid X receptor gamma (*RXRG*), aldehyde dehydrogenase family 1, subfamily A2 (*ALDH1A2*) and *SMAD7* were expressed higher in the FL birds.

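PLAU, TXN, FABP3, PARK7, GLA, LTB4R, PROS1, FST and CEBPA all averaged more CPM in the FL, with log2 fold changes from 0.42 to 0.83, an unadjusted p under 0.05 for 7 and no DE gene. KLF5, FN1, AGTR1, AGTR2, POSTN, ANGPT1, MDK, PTN, BMP7, CNR1 and IGF1R all averaged more CPM in the LL, with log2 fold changes from -1.23 to -0.31, an unadjusted p under 0.05 for 10 and 1 DE gene. For cardiac hypertrophy, 47 of the 48 genes listed by the paper were matched and tested, 13 higher in the FL and 34 in the LL, with 32 at an unadjusted p under 0.05 and 1 DE gene. TXN (listed as THIO_CHICK, chromosome Z, 65067172 to 65073752) averaged 91.6 ± 8.16 CPM in the FL and 67.9 ± 9.66 in the LL (SD, n = 4), a log2 fold change of 0.43 (SE 0.12, edgeR adjusted p = 0.156). TXN had no overlap between the birds of the lines and was a DE gene with DESeq2 (adjusted p = 0.0437). For POSTN (listed as Q6DMS3_CHICK, chromosome 1, 176288041 to 176321688), the log2 fold change was -0.48 (SE 0.20, edgeR adjusted p = 0.326), from 1534 ± 421 CPM in the FL and 2135 ± 348 in the LL (SD, n = 4). In the LL, PTN (listed as PTN_CHICK, chromosome 1, 59746110 to 59816101) had 10.4 ± 1.90 CPM, against 5.66 ± 1.39 in the FL (SD, n = 4), and a log2 fold change of -0.86 (SE 0.22, edgeR adjusted p = 0.144). PTN had no overlap between the birds of the lines and was a DE gene with DESeq2 (adjusted p = 0.0337). MDK was 12.4 CPM in FL replicate 4 and between 3.89 and 4.48 in the other FL birds. With 29.0 CPM, LL replicate 3 stood apart for PARK7 from the other LL birds, between 44.3 and 45.0.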

The “Top Tox” function identified by IPA for DE genes was “Cardiac Hypertrophy” (Table 3; S7 Table), which list 13 genes that are up-regulated in FL birds [i.e., *PLAU*, thioredoxin (*TXN*), *FABP3*, Parkinson protein 7 (*PARK7*), galactosidase, alpha (*GLA*), etc.] and 35 genes expressed higher in LL abdominal fat [i.e, *KLF5*, *FN1*, *AGTR1/2*, periostin (*POSTN*), angiopoietin 1 (*ANGPT1*), and]. The “Liver Proliferation” category includes 11 DE genes up-regulated in the FL and 17 DE genes expressed higher in the LL. Among the DE genes highly expressed in FL adipose tissue were leukotriene B4 receptor (*LTB4R*), protein S alpha (*PROS1*), chemokine (C-X-C motif) receptor 4 (*CXCR4*), follistatin (*FST*), and *CEBPA*. The DE genes over-expressed in the LL include midkine or neurite growth-promoting factor 2 (*MDK*), pleiotrophin (*PTN*), bone morphogenetic protein 7 (*BMP7*), cannabinoid receptor 1 (*CNR1*), *AGTR1*, and *IGF1R* as examples. The “Oxidative Stress” response shows 8 genes expressed higher in FL and 3 up-regulated in the LL. 

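For TGF-β signaling in S7 Table, 13 of the 14 genes listed by the paper were matched and tested, 2 higher in the FL and 11 in the LL, with 8 at an unadjusted p under 0.05 and no DE gene. For oxidative stress, 11 of the 11 genes listed by the paper were matched and tested, 8 higher in the FL and 3 in the LL, with 9 at an unadjusted p under 0.05 and 1 DE gene. For liver proliferation, 24 of the 28 genes listed by the paper were matched and tested, 9 higher in the FL and 15 in the LL, with 16 at an unadjusted p under 0.05 and no DE gene.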

The “TGF-β signaling” function includes 3 genes up-regulated in the FL, whereas 11 DE genes were more abundant in the LL adipose tissue. Other interesting canonical pathways identified by IPA were “Renin-Angiotensin Signaling” (13 DE genes/109 known genes) “TR/RXR Activation” (11/85), “NF-κB Signaling” (22/173), and “Coagulation System” (8/35). Differential regulation of the IPA “Molecular and Cellular Function” subcategory “Lipid Metabolism” (173 DE genes) is of particular interest to this study.

A large group of DE genes involved in lipid metabolism were identified by IPA (Fig 3A). Eleven lipogenic genes [lipin 1 (*LPIN1*), *FASN*, *SCD*, *RXRG*, *FABP3*, *FABP5*, cytochrome P450, family 24, subfamily A, polypeptide 1 (*CYP24A1*), phospholipase A2, group VI (cytosolic, calcium-independent) (*PLA2G6*), peroxiredoxin 6 (*PRDX6*), solute carrier organic anion transporter family, member 1B3 (*SLCO1B3*) and acyl-CoA oxidase 2 (*ACOX2*)] were up-regulated in abdominal fat of FL chickens. 

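LPIN1, FASN, SCD, RXRG, FABP3, FABP5, CYP24A1, PLA2G6, PRDX6, SLCO1B3 and ACOX2 all averaged more CPM in the FL, and 8 of the 9 tested had an unadjusted p under 0.05, with 1 DE gene and with log2 fold changes from 0.36 to 0.85 for the 9 tested above the floor of 3 counts. EP300, PROX1, NCOA2, FOXA2, NRIP1, NR5A2, NR2F2, RARB, ALOX5, CYP2C8, PLA2G7, PCK1 and FABP1 all averaged more CPM in the LL, with log2 fold changes from -0.59 to -0.27 for the 9 tested above the floor of 3 counts, an unadjusted p under 0.05 for 9 of the 10 tested and 1 DE gene. PRDX6 (listed as PRDX6_CHICK, chromosome 8, 4336439 to 4344524) averaged 888 ± 119.8 CPM in the FL and 544 ± 111 in the LL (SD, n = 4), a log2 fold change of 0.71 (SE 0.17, edgeR adjusted p = 0.118). PRDX6 had no overlap between the birds of the lines and was a DE gene with DESeq2 (adjusted p = 0.00382). For ACOX2 (chromosome 12, 12111793 to 12126203), the log2 fold change was 0.82 (SE 0.16, edgeR adjusted p = 0.0605), from 20.0 ± 3.22 CPM in the FL and 11.2 ± 1.08 in the LL (SD, n = 4). ACOX2 had no overlap between the birds of the lines and was a DE gene with DESeq2 (adjusted p = 0.00101). In the LL, NRIP1 (chromosome 1, 101718906 to 101722773) had 44.8 ± 4.11 CPM, against 33.2 ± 1.96 in the FL (SD, n = 4), and a log2 fold change of -0.43 (SE 0.11, edgeR adjusted p = 0.135). NRIP1 had no overlap between the birds of the lines and was a DE gene with DESeq2 (adjusted p = 0.0344). PROX1 (listed as PROX1_CHICK, chromosome 3, 22431862 to 22468888) averaged 4.09 ± 0.346 CPM in the FL and 6.14 ± 1.36 in the LL (SD, n = 4), a log2 fold change of -0.59 (SE 0.22, edgeR adjusted p = 0.274). With 4.61 CPM, FL replicate 3 stood apart for PROX1 from the other FL birds, between 3.89 and 3.95. CYP24A1 was 3.12 CPM in FL replicate 3 and between 0.457 and 0.912 in the other FL birds. With 0.406 CPM, FL replicate 4 stood apart for FABP1 from the other FL birds, at 0. PLA2G7 was 43.5 CPM in LL replicate 3 and between 50.7 and 51.5 in the other LL birds.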

Five transcription factors [*EP300*, prospero homeobox 1 (*PROX1*), *NCOA2*, forkhead box A2 (*FOXA2*), and nuclear receptor interacting protein 1 (*NRIP1*)], three ligand-activated nuclear receptors [liver receptor homolog–1 (*NR5A2*), chicken ovalbumin upstream promoter transcription factor II (*COUPTFII* or *NR2F2*), and *RARB*], three metabolic enzymes [arachidonate 5-lipoxygenase (*ALOX5*), cytochrome P450, family 2, subfamily C, polypeptide 8 (*CYP2C8*) and phospholipase A2, group VII (*PLA2G7*)], phosphoenolpyruvate carboxykinase 1, cytosolic (*PCK1*), which is the rate-limiting enzyme in gluconeogenesis, and liver fatty acid binding protein 1 (*FABP1*) were up-regulated in visceral fat of LL chickens. 

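TGFBR2, ENG and ACVR1 all averaged more CPM in the LL, with log2 fold changes from -0.37 to -0.22, an unadjusted p under 0.05 for 2 and no DE gene. For ACVR1 (listed as ACVR1_CHICK, chromosome 7, 37895012 to 37908142), the log2 fold change was -0.22 (SE 0.10, edgeR adjusted p = 0.381), from 48.2 ± 4.30 CPM in the FL and 56.0 ± 2.84 in the LL (SD, n = 4).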

Another gene interaction network (Fig 3B) centered on the androgen receptor (*AR*) was expressed higher in the LL, which shows numerous direct targets of the AR, including bone morphogenetic protein 15 (*BMP15*, up-regulated in the FL) and *TGFBR2* (up-regulated in the LL), which interact with TGF family members. Three additional members of the TGFBR family are of particular interest: gremlin 1, DAN family BMP antagonist (*GREM1*, up-regulated in the FL), endoglin (*ENG*), and activin A receptor, type I (*AVR1*), which were up-regulated in visceral fat of the LL. Other direct targets of AR that were up-regulated in abdominal fat of the FL chickens include carbonic anhydrase IV (*CA4*), retinoic acid receptor responder 1 (*RARRES1*), epoxide hydrolase 1 (*EPHX1*), 24-dehydrocholesterol reductase (*DHCR24*) and protein S-alpha (*PROS1*).

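BMP15, GREM1, CA4, RARRES1, EPHX1 and PROS1 all averaged more CPM in the FL, with log2 fold changes from 0.44 to 1.72, an unadjusted p under 0.05 for 6 and 1 DE gene. In the LL, GREM1 (listed as GREM1_CHICK, chromosome 5, 32884874 to 32892711) had 83.1 ± 28.4 CPM, against 248 ± 47.6 in the FL (SD, n = 4), and a log2 fold change of 1.58 (SE 0.24, edgeR adjusted p = 0.0331). GREM1 had adjusted p-values from 0.0302 to 0.115 with 1 bird left out at a time, the highest without LL replicate 4. EPHX1 (chromosome 3, 18342963 to 18354954) averaged 45.5 ± 7.74 CPM in the FL and 31.1 ± 3.13 in the LL (SD, n = 4), a log2 fold change of 0.55 (SE 0.14, edgeR adjusted p = 0.144). EPHX1 had no overlap between the birds of the lines and was a DE gene with DESeq2 (adjusted p = 0.0286).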

**Fig 3:**
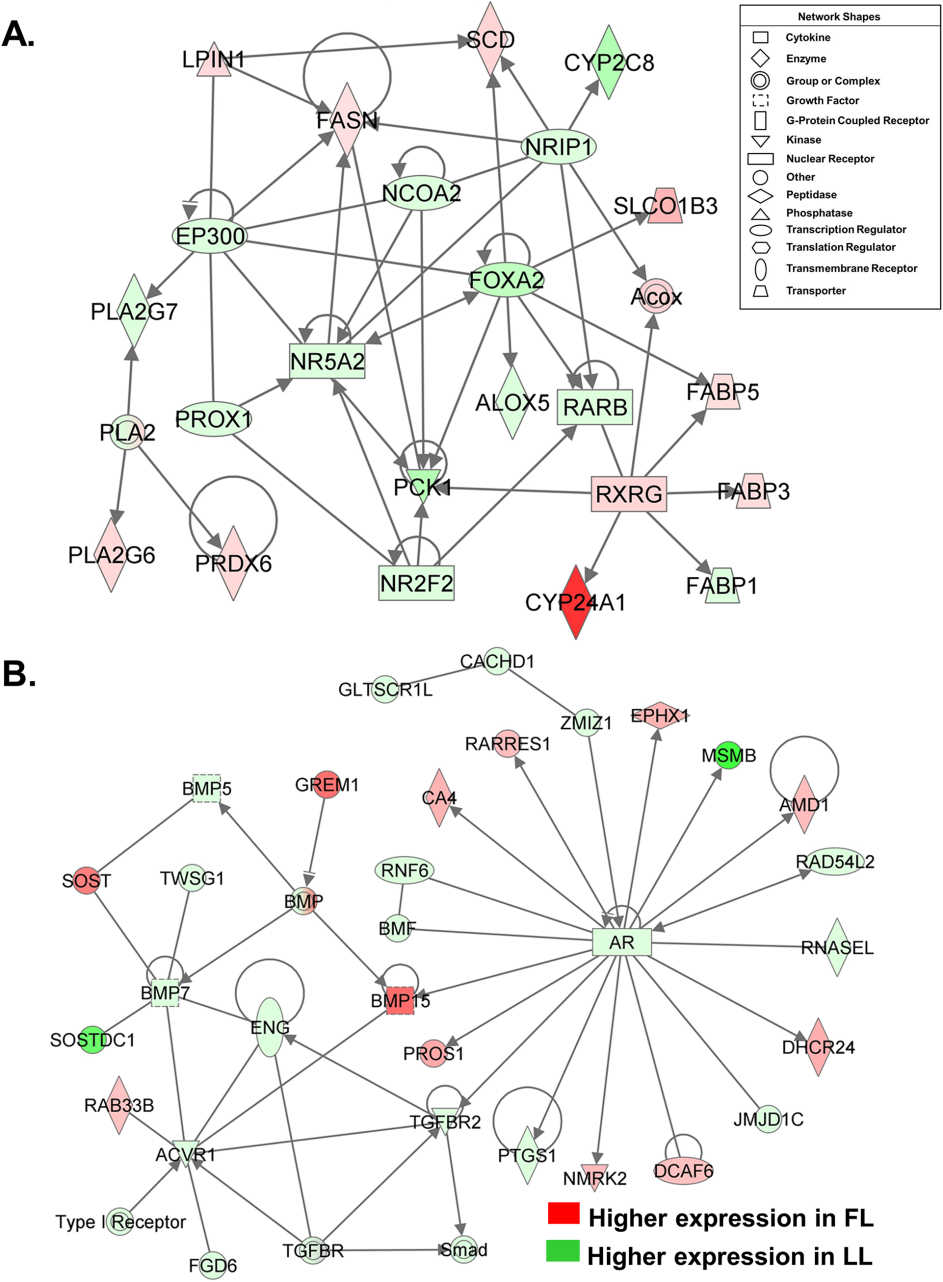
Gene interaction networks in abdominal fat of FL and LL chickens at 7 wk. Functional gene networks were identified by IPA, DE genes are colored based on fold-change values (FL/LL) from RNA-Seq analysis. Each gene was assigned a shape by IPA according to its function as shown in the “Network Shapes” box. The top panel (**A**) shows a direct gene network annotated by IPA as “Lipid Metabolism, Small Molecule Biochemistry and Molecular Transport” that involves the interaction of several transcription factors, ligand-activated nuclear receptors, lipogenic enzymes and fatty acid transporters. The bottom direct gene interaction network (**B**) is centered on the androgen receptor (AR) and several direct targets of the AR including transforming growth factor, beta receptor II (*TGFBR2* **)** and bone morphogenetic protein 15 (*BMP15*).

Numerous G-protein coupled receptors (GPCR) were differentially expressed in abdominal fat of FL and LL chickens at 7 wk (Fig 4). Interestingly, three neuropeptides receptors [melanocortin (*MC5R*), somatostatin (*SSTR2*) and neuropeptide Y, (*NPY2R*)] were up-regulated in visceral fat of the FL chickens (Fig 4A). The urotensin 2 receptor (*UTS2R*) and endothelin receptor B (*EDNRB*) were also higher in FL chickens, while two ligands for the endothelin receptor (endothelin 1 and 2; *EDN1* and *EDN2*) were expressed higher in the LL. Other genes up-regulated in LL chickens were the G-coupled protein receptors for glucagon-like peptide 1 (*GLP1R*), lysophosphatidic acid (*LPAR3*), glutamate (*GRM8*), cannabinoid (*CNR1*), thrombin (*F2R*), and angiotensin II [angiotensin II receptor, type 1 and 2 (*AGTR1* and *AGTR2*)]. The mineralocorticoid nuclear receptor [MCR or nuclear receptor subfamily 3, group C, member 2 (*NR3C2*)], several of its targets [sodium channel, non-voltage-gated 1 alpha subunit (*SCNN1A*), FK506 binding protein 1B (*FKBP1B*), ATP-binding cassette, sub-family C (CFTR/MRP), member 9 (*ABCC9*), *AGTR1* and *EDN1*)], parathyroid hormone-like hormone (*PTHLH*) and homeobox A3 (*HOXA3*) were also higher in abdominal fat of the LL chickens. Plasminogen activator, urokinase (*PLAU*) is responsible for the conversion of plasminogen to plasmin (an important step in the fibrinolytic pathway) was up-regulated in FL chickens. The most abundant gene found in this interaction network of FL abdominal fat was proprotein convertase subtilisin kexin type 9 (*PCSK9*), a potent inhibitor of the low-density lipoprotein receptor (LDLR) and regulator of plasma LDL cholesterol levels.

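MC5R, SSTR2, NPY2R, UTS2R, EDNRB and PLAU all averaged more CPM in the FL, and 5 of the 5 tested had an unadjusted p under 0.05, with no DE gene and with log2 fold changes from 0.39 to 1.23 for the 5 tested above the floor of 3 counts. The 15 genes of this network that the paper gives as higher in the LL all averaged more CPM in the LL. Of these, 2 were at the floor and 13 were tested, with log2 fold changes from -1.58 to -0.28. An unadjusted p under 0.05 was found for 9 of the 13, and none was a DE gene. For PLAU (listed as UROK_CHICK, chromosome 6, 16583691 to 16592263), the log2 fold change was 0.77 (SE 0.17, edgeR adjusted p = 0.110), from 37.5 ± 8.12 CPM in the FL and 21.8 ± 3.77 in the LL (SD, n = 4). PLAU had no overlap between the birds of the lines and was a DE gene with DESeq2 (adjusted p = 0.00442). PLAU was 49.6 CPM in FL replicate 2 and between 32.9 and 34.1 in the other FL birds. In the LL, SCNN1A (listed as SCNNA_CHICK, chromosome 1, 80034708 to 80045594) had 8.47 ± 2.28 CPM, against 3.87 ± 0.712 in the FL (SD, n = 4), and a log2 fold change of -1.11 (SE 0.24, edgeR adjusted p = 0.107). SCNN1A had no overlap between the birds of the lines and was a DE gene with DESeq2 (adjusted p = 0.0101).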

**Fig 4:**
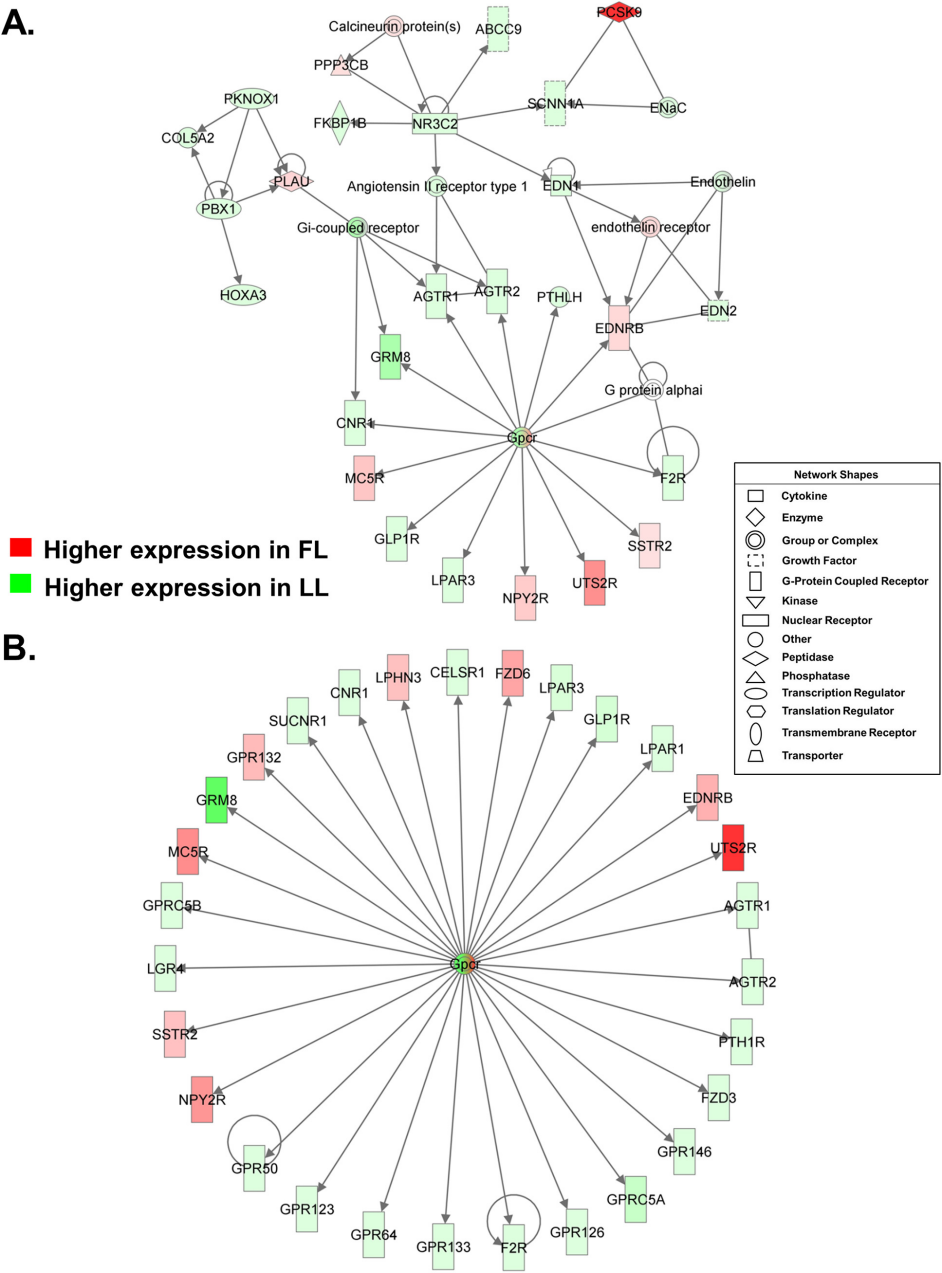
Differential expression of G-protein coupled receptors in abdominal fat of FL and LL chickens. (**A**) Gene interaction network of G-protein coupled receptors (GPCR), some of which interact with regulators of angiogenesis and blood pressure. Visceral adipose tissue shows an extensive over-representation of 29 GPCRs (**B**), where 21 DE genes are over-expressed in the LL and 8 DE genes are expressed higher in FL chickens. Many of these GPCRs could be considered as “ectopically expressed” in adipose tissue.

RNA-Seq analysis revealed 29 GCPRs that were differentially expressed in abdominal fat of the FL and LL chickens at 7 wk of age (Fig 4B). 

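Of the 29 GPCR genes of Fig 4B, a list the study chose on these samples, 25 were tested, 7 higher in the FL and 18 in the LL, with a median log2 fold change of -0.44. No gene of the list was a DE gene over all genes tested, 21 had an unadjusted p under 0.05, and 21 had a p at or under 0.05 when adjusted over the list alone, which is not independent evidence. As a set, the list was higher in the LL (limma fry rotation test, p = 0.00966). With limma's camera test and a preset correlation between genes, p was 3.18e-04, and with the correlation estimated from these birds, the list did not pass (p = 0.0530). The direction of the set was the same when scaled to total counts (median log2 fold change -0.50). SUCNR1 (chromosome 9, 25011541 to 25012864) averaged 3.37 ± 1.60 CPM in the FL and 7.48 ± 1.65 in the LL (SD, n = 4), a log2 fold change of -1.12 (SE 0.32, edgeR adjusted p = 0.164). SUCNR1 had no overlap between the birds of the lines and was a DE gene with DESeq2 (adjusted p = 0.0432). For GPRC5A (chromosome 1, 50100660 to 50104148), the log2 fold change was -2.30 (SE 0.59, edgeR adjusted p = 0.144), from 3.29 ± 1.23 CPM in the FL and 16.0 ± 11.7 in the LL (SD, n = 4). GPRC5A was a DE gene with DESeq2 (adjusted p = 0.0415).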

Eight GCPR genes (*EDNRB*, *FZD6*, G protein-coupled receptor 132 (*GPR132*), latrophilin 3 (*LPHN3*), *MC5R*, neuropeptide Y receptor 2 (*NPYR2*), *SSTR2* and *UTS2R*) were expressed at higher levels in the FL birds; whereas, 21 GCPRs were over-expressed in abdominal fat of the LL. Many of these differentially expressed GCPRs are usually expressed in tissues other than abdominal fat and have a variety of functions including cell adhesion and signaling, metabolism, angiogenesis, vasomotor tone, cell differentiation, embryonic development, etc.

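FOXA2, NCOA2, NCOA3, TBL1XR1, SPEN, HIVEP1, TTR, ABCC3, ABCA1, PCK1, AMY2A, NR2F2 and NR5A2 all averaged more CPM in the LL, with log2 fold changes from -1.79 to -0.21 for the 11 tested above the floor of 3 counts, an unadjusted p under 0.05 for 8 of the 12 tested and 1 DE gene. In the LL, HIVEP1 (listed as Q03171_CHICK, chromosome 2, 63852297 to 63882443) had 179 ± 3.04 CPM, against 131 ± 11.7 in the FL (SD, n = 4), and a log2 fold change of -0.45 (SE 0.09, edgeR adjusted p = 0.0798). HIVEP1 had no overlap between the birds of the lines and was a DE gene with DESeq2 (adjusted p = 7.92e-04). With 183 CPM, LL replicate 1 stood apart for HIVEP1 from the other LL birds, at 177. SPEN (chromosome 21, 4247042 to 4305710) averaged 249.8 ± 34.7 CPM in the FL and 324 ± 22.7 in the LL (SD, n = 4), a log2 fold change of -0.38 (SE 0.12, edgeR adjusted p = 0.195). SPEN had no overlap between the birds of the lines. For AMY2A (listed as Q6JG52_CHICK, chromosome 8, 11738073 to 11744821), the log2 fold change was -0.31 (SE 0.15, edgeR adjusted p = 0.398), from 44.4 ± 7.09 CPM in the FL and 55.1 ± 8.29 in the LL (SD, n = 4).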

Examination of DE genes over-expressed in abdominal fat of the LL chickens (Fig 5A) revealed an interaction network of several transcriptional regulators [(*FOXA2*, *NCOA2*, *NCOA3*, transducin (beta)-like 1 X-linked receptor 1 (*TBL1XR1*), spen family transcriptional repressor (*SPEN*) and human immunodeficiency virus type I enhancer binding protein 1 (*HIVEP1*)], transporters [transthyretin (*TTR*) and ATP-binding cassette, sub-family C, member 3 (*ABCC3*) ATP-binding cassette, sub-family A, member 1 (*ABCA1*)], enzymes [phosphoenolpyruvate carboxykinase 1 (*PCK1*), 3-hydroxy-3-methylglutaryl-CoA synthase 2 (*HMGCS2*) and amylase, alpha 2A (*AMY2A*)] and ligand-activated nuclear receptors [*NR2F2*, nuclear receptor subfamily 5, group A, member 2 (*NR5A2*) and *RXRB*]. Additional direct DE gene targets of the up-regulated transcription factors *FOXA2* (Fig 5B) and *AR* (Fig 5C) in the LL were identified by the Ingenuity Upstream Regulatory Analysis, which predicts that these two upstream regulators are inhibited (blue-colored symbols and edges), since their direct target genes are also down-regulated in the FL (i.e., expressed higher in the LL). This network of up-regulated genes, which interact with six transcription factors and numerous up-regulated direct targets of *FOXA2* and *AR* in abdominal fat of the LL (Fig 5) clearly implicates intense transcriptional regulation of the lean phenotype. In particular, *FOXA2* appears to play a critical role in restricting visceral adipose accretion in the LL, since it directly up-regulates expression of fibrinogen beta (*FGB*, a key blood-clotting protein), glucagon (*GCG*, a lipolytic pancreatic hormone), *PCK1* (the key enzymatic regulator of gluconeogenesis), *HMGCS2* (which catalyzes the first reaction in ketogenesis), two major transport proteins (*ALB* and *TTR*), and alpha-2-macroglobulin (*A2M*, a protease inhibitor and clinical biomarker of type 2 diabetes).

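FGB, GCG, PCK1, ALB, TTR and A2M all averaged more CPM in the LL, and 5 of the 5 tested had an unadjusted p under 0.05, with 1 DE gene and with log2 fold changes from -5.51 to -0.86 for the 4 tested above the floor of 3 counts. PCK1 (listed as PCKGC_CHICK, chromosome 20, 11513197 to 11521319) was at or under 3 counts in every FL bird and averaged 2.82 ± 0.963 CPM in the LL (SD, n = 4), a mean at least 6.54-fold higher than in the FL (edgeR adjusted p = 0.0249). In the LL, A2M (chromosome 1, 79334798 to 79367166) had 4.18 ± 2.86 CPM, against 1.27 ± 0.800 in the FL (SD, n = 4), and a log2 fold change of -1.64 (SE 0.55, edgeR adjusted p = 0.229). A2M was highest in LL replicates 2 and 3 (4.25 and 8.14 CPM), against 0.229 to 2.76 in the other 6 birds. TTR (listed as TTHY_CHICK, chromosome 2, 109299874 to 109309085) averaged 0.847 ± 0.678 CPM in the FL and 2.69 ± 1.88 in the LL (SD, n = 4), a log2 fold change of -1.79 (SE 0.68, edgeR adjusted p = 0.283). TTR was highest in LL replicates 2 and 3 (3.37 and 4.98 CPM), against 0.136 to 1.71 in the other 6 birds.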

**Fig 5:**
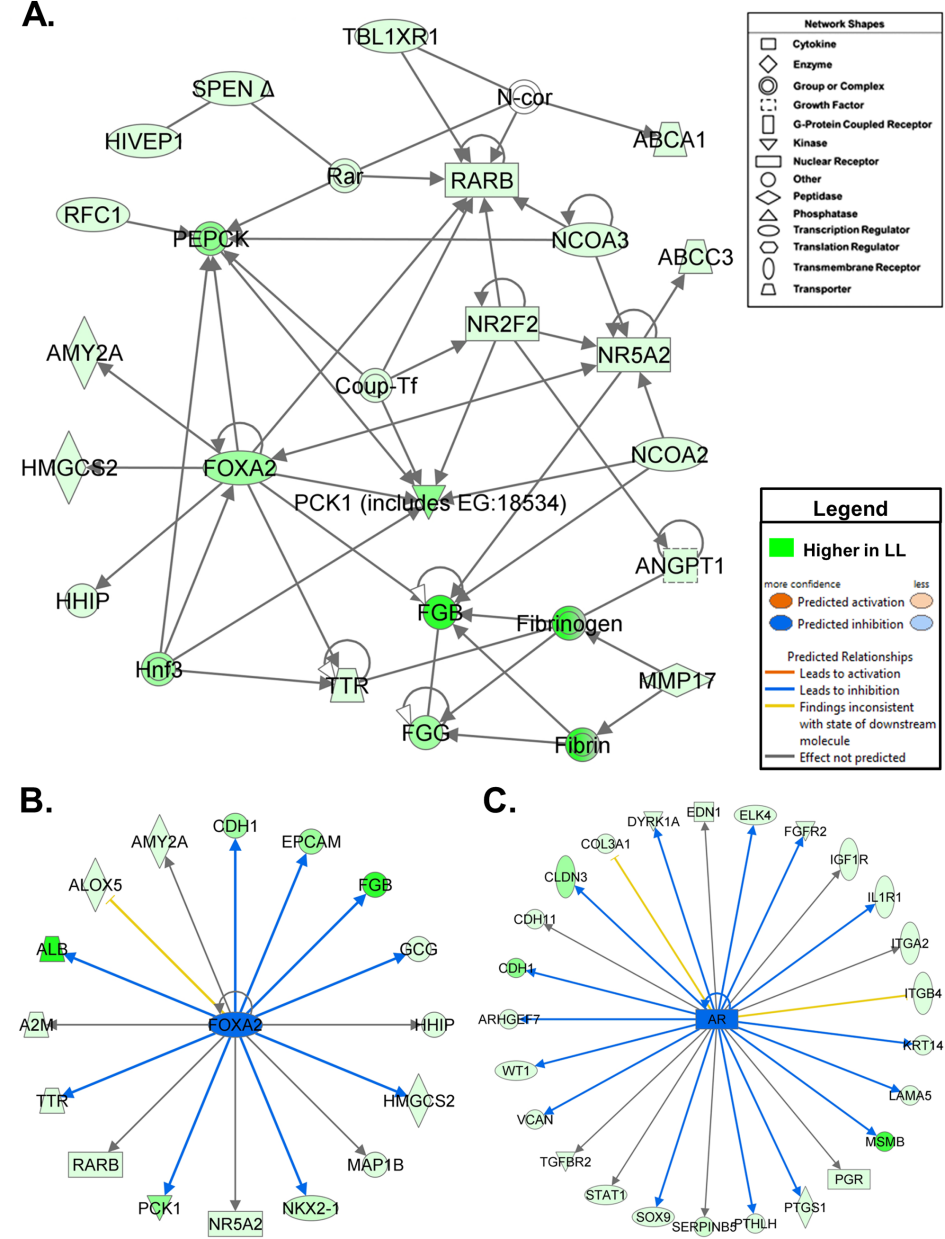
Gene interaction network of up-regulated genes and direct targets of up-regulated transcription factors in abdominal fat of the LL chickens. (**A**) This direct gene interaction network of up-regulated DE genes in the LL chickens was identified by IPA as “Developmental Disorder, Hematological Disease, or Hereditary Disorder”. (**B**) The Ingenuity Upstream Regulator Analysis predicts inhibition of forkhead box A2 (FOXA2; blue-colored symbol with a z-score of -2.52), since 9 of its 17 direct targets have down-regulated expression ratios (FL/LL), which is consistent with inhibition of *FOXA2* (i.e., down-regulated in FL or up-regulated in LL). (**C**) Likewise, the predicted inhibition of the androgen receptor (*AR*; blue-colored symbol with a z-score of -3.04) would lead to inhibition (blue arrows) of its direct targets, since 15 of 27 genes are inhibited in the FL (i.e., a reduced FL/LL ratio or up-regulated in the LL). According to RNA-Seq analysis, the expression of both *FOXA2* (fold-change of -10.7) and *AR* (fold-change of -1.4) was higher in the LL.

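FOXA2 (listed as Q90868_CHICK, on an unplaced contig) was at or under 3 counts in every FL bird and averaged 0.361 ± 0.258 CPM in the LL (SD, n = 4), a level too low to give a bound above 1 on the fold between the lines (two-sided exact permutation test, p = 0.0286). FOXA2 was 0.101 CPM in FL replicate 4 and at 0 in the other FL birds. The 4 FL birds held 1 count of FOXA2 in all and the 4 LL birds 13.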

Another interesting gene interaction network involved in growth factor signaling was also highly represented by DE genes found in the LL adipose tissue (Fig 6A). Of the 17 genes up-regulated in the LL, there were 7 growth factor receptors (*FGFR2*, *PDGFRA*, fibronectin leucine rich transmembrane protein 2 (*FLRT2*), neurotrophic tyrosine kinase, receptor, type 2 (*NTRK2*), interleukin 13 receptor, alpha 1 (*IL13RA1*), and *IGF1R*), 2 growth factors [fibroblast growth factor 18 (*FGF18*) and *FIGF*], 4 kinases [neurotrophic tyrosine kinase, receptor, type 3 (*NTRK3*), phosphoinositide-3-kinase, regulatory subunit 2 (beta) (*PIK3R2*), neuropilin 2 (*NRP2*), and *JAK2)*], 1 peptidase [calpain 5 (*CAPN5*)], 1 transcription factor [homeobox B9 (*HOXB9*)], and 3 “other” genes [Cbl proto-oncogene B, E3 ubiquitin protein ligase (*CBLB*), SH2B adaptor protein 3 (*SH2B3*) and golgi glycoprotein 1 (*GLG1*)]. In contrast, only five DE genes in this network were up-regulated in the FL, including the insulin receptor substrate 2 (*IRS2*), *FGFR3*, *PDGFC*, fibroblast growth factor receptor-like 1 (*FGFRL1*), and the peptidase (*CAPN2*). 

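IRS2, FGFR3, PDGFC and CAPN2 all averaged more CPM in the FL, and 4 had an unadjusted p under 0.05, with no DE gene and with log2 fold changes from 0.47 to 0.85. FGFR2, PDGFRA, FLRT2, NTRK2, IL13RA1, IGF1R, NTRK3, PIK3R2, NRP2, JAK2, CAPN5, HOXB9, CBLB, SH2B3 and GLG1 all averaged more CPM in the LL, with log2 fold changes from -1.33 to -0.19, an unadjusted p under 0.05 for 7 and no DE gene. For CAPN2 (listed as CAN2_CHICK, chromosome 3, 18797815 to 18818336), the log2 fold change was 0.57 (SE 0.16, edgeR adjusted p = 0.153), from 349 ± 75.5 CPM in the FL and 235 ± 17.3 in the LL (SD, n = 4). CAPN2 was a DE gene with DESeq2 (adjusted p = 0.0245). In the LL, FLRT2 (chromosome 5, 44630659 to 44633044) had 44.4 ± 1.88 CPM, against 30.2 ± 2.78 in the FL (SD, n = 4), and a log2 fold change of -0.56 (SE 0.10, edgeR adjusted p = 0.0572). FLRT2 had no overlap between the birds of the lines and was a DE gene with DESeq2 (adjusted p = 7.53e-04). With 6.38 CPM, LL replicate 2 stood apart for HOXB9 from the other LL birds, between 3.45 and 3.84. IL13RA1 was 21.3 CPM in FL replicate 2 and between 14.6 and 15.5 in the other FL birds. With 29.8 CPM, LL replicate 4 stood apart for IL13RA1 from the other LL birds, between 21.8 and 22.3.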

The gene interaction network shown in Fig 2B was listed in Table 3, under the IPA “Top Gene Interaction Network” functionally annotated as “Cell Death and Survival, Gene Expression, Cell Cycle”. Fifteen DE genes in this network are up-regulated in the FL; and all appear to be direct targets of multiple transcription factors, which are expressed higher in the LL. Many of the DE genes up-regulated in the FL are enzymes [*ACOX1*, *ACOX2*, CDP-diacylglycerol synthase (phosphatidate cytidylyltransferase) 2 (*CDS2*), IMP (inosine 5'-monophosphate) dehydrogenase 2 (*IMPDH2*), chitobiase, di-N-acetyl- (*CTBS*), holocytochrome c synthase (*HCCS*), galactosidase, alpha (*GLA*), and phosphomannomutase 1 (*PMM1*)], although two highly-expressed DE genes in the FL encode transcription regulators [*RXRG* and DEAD (Asp-Glu-Ala-Asp) box polypeptide 20 (*DDX20*)]. In contrast, 8 of the 19 DE genes that are expressed higher in the LL are transcription factors [(*PGR*, MAX interactor 1, dimerization protein (*MXI1*), nuclear transcription factor Y, beta (*NFYB*), *RE1-*silencing transcription factor (*REST*), Max dimerization protein 4 (*MXD4*), metastasis associated 1 (*MTA1*), prickle homolog 1 (*PRICKLE1*) and SIN3 transcription regulator family member A (*SIN3A*)]. Three enzymes were among the other up-regulated genes in the LL are [transglutaminase 2 (*TGM2*), monoamine oxidase B (*MAOB*), and contactin 4 (*CNTN4*)], while two genes were kinases [(doublecortin-like kinase 3 (*DCLK3*) and hormonally up-regulated Neu-associated kinase (*HUNK*)].

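ACOX2, CDS2, CTBS, HCCS, GLA, PMM1, RXRG and DDX20 all averaged more CPM in the FL, with log2 fold changes from 0.27 to 0.85, an unadjusted p under 0.05 for 7 and no DE gene. PGR, MXI1, NFYB, REST, MXD4, PRICKLE1, SIN3A, TGM2, MAOB, DCLK3 and HUNK all averaged more CPM in the LL, and 6 had an unadjusted p under 0.05, with no DE gene and with log2 fold changes from -0.94 to -0.20. REST (chromosome 4, 50684555 to 50696326) averaged 46.9 ± 2.85 CPM in the FL and 62.5 ± 5.99 in the LL (SD, n = 4), a log2 fold change of -0.42 (SE 0.10, edgeR adjusted p = 0.135). REST had no overlap between the birds of the lines and was a DE gene with DESeq2 (adjusted p = 0.0328). For HCCS (listed as CCHL_CHICK, chromosome 8, 14024270 to 14030057), the log2 fold change was 0.40 (SE 0.11, edgeR adjusted p = 0.158), from 53.4 ± 4.77 CPM in the FL and 40.4 ± 4.05 in the LL (SD, n = 4). HCCS had no overlap between the birds of the lines. TGM2 was 810.2 CPM in FL replicate 4 and between 520.4 and 558 in the other FL birds.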

**Fig 6:**
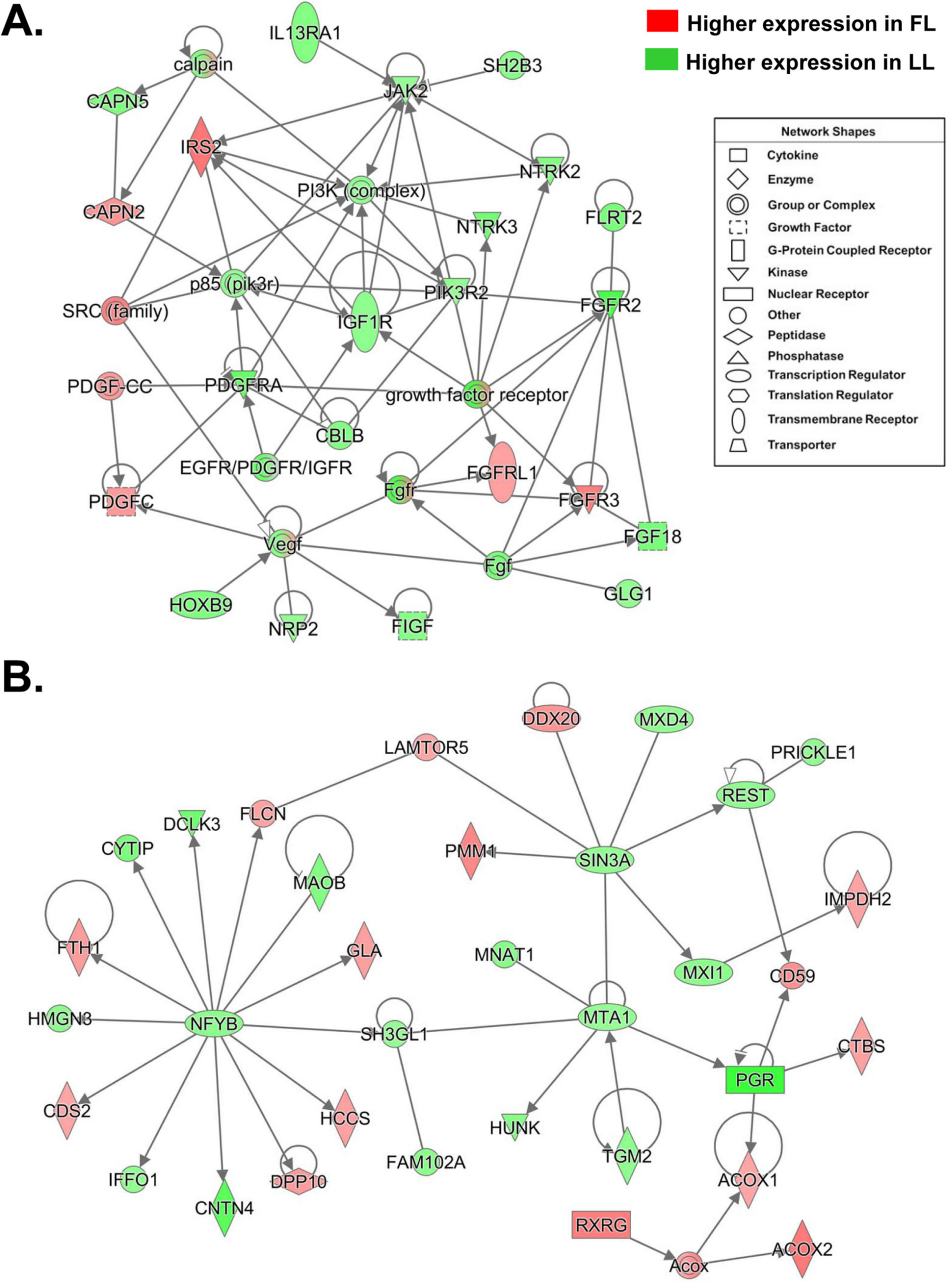
Gene interaction networks involved in growth factor signaling (A) and (B) transcription factor regulation. **(A)** This gene network is highly populated by genes involved in growth factor signaling and functionally annotated by IPA as “Cellular Growth and Proliferation, Cell Cycle and Cancer”. **(B)** This gene interaction network is populated by several transcription factors up-regulated in the LL chickens and functionally annotated by IPA as “Cell Death and Survival, Gene Expression, Cell Cycle”.

Ingenuity Upstream Regulator Analysis revealed 16 DE transcription regulators and their DE direct target genes from the RNA-Seq analysis of abdominal fat in the FL and LL cockerels at 7 wk (S8 Table). Only four DE transcription factors were up-regulated in the FL [ELL associated factor 2 (*EAF2*), *SMAD7*, *PARK7* and *CEBPA*]. In contrast, 12 DE transcription regulators were expressed at higher levels in abdominal fat of the LL. The four highest expressed transcription factors in the LL were *KLF5*, *PGR*, homeobox A11 (*HOXA11*), and SWI/SNF related, matrix associated, actin dependent regulator of chromatin, subfamily b, member 1 (*SMARCB1*). The transcription factors in the LL with the greatest number of downstream DE target genes were *EP300* (46 DE genes), *AR* (46 DE genes), *NFYB* (28 DE genes), and *PGR* (25 DE genes). This over-representation of DE upstream regulator genes in the LL emphasizes the importance of enhanced transcriptional regulation in expression of the divergent lean phenotype.

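Among the transcriptional regulators of S8 Table, 12 of the 16 genes listed by the paper were matched and tested, 4 higher in the FL and 8 in the LL, with 9 at an unadjusted p under 0.05 and no DE gene. EAF2, SMAD7A, PARK7 and CEBPA all averaged more CPM in the FL, with log2 fold changes from 0.46 to 0.97, an unadjusted p under 0.05 for 3 and no DE gene. In the LL, EAF2 (listed as EAF2_CHICK, chromosome 7, 27896542 to 27910467) had 5.45 ± 1.47 CPM, against 10.6 ± 1.99 in the FL (SD, n = 4), and a log2 fold change of 0.97 (SE 0.23, edgeR adjusted p = 0.125). EAF2 had no overlap between the birds of the lines and was a DE gene with DESeq2 (adjusted p = 0.00944). NFYB (listed as NFYB_CHICK, chromosome 1, 56680474 to 56695040) averaged 23.8 ± 3.15 CPM in the FL and 27.7 ± 2.52 in the LL (SD, n = 4), a log2 fold change of -0.23 (SE 0.13, edgeR adjusted p = 0.498).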

A comparison between the DE and HE gene sets has identified numerous candidate genes that control lipid metabolism and expansion of visceral fat (Table 4). Of these candidate genes, the most remarkable include *FABP3*, *FABP5*, *FADS2*, *FASN*, *GPD1*, *HK2*, *HSD17B7*, *IGFBP2*, *MDH2*, *PGRMC1* and *SCD*. These genes could aid in the transport of lipid (*FABP3* and *FABP5*) and the generation of substrate (*HK2*, *GDP1*, and *MDH2*) for lipid synthesis via the major lipogenic enzymes *FASN* and *SCD*, both of which are highly expressed in abdominal fat of FL chickens. These lipogenic genes are controlled by the interaction of multiple up-stream transcription regulators (*THRSP*, *SREBF2*, *STAT5B*, *PPARG*, *NFKBIA*, *RARB* and *PARK7)*. 

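FABP3, FABP5, FADS2, FASN, GPD1, HK2, HSD17B7, IGFBP2, MDH2, PGRMC1, SERINC1, SCD, ACOX2, ACSBG2, EDNRB, INSIG2, MCAT, PLAU and PRKAG2 all averaged more CPM in the FL, with log2 fold changes from 0.34 to 1.38, an unadjusted p under 0.05 for 18 and no DE gene. ABCA1, IGFBP7, PDGFRB, ALDH1A1, ALOX5, BMP5, BMP7, DAGLA, FAR1, FAR2, HPGDS, IRS4, RARB and TNFSF10 all averaged more CPM in the LL, and 11 had an unadjusted p under 0.05, with no DE gene and with log2 fold changes from -1.22 to -0.20. For IGFBP2 (listed as IBP2_CHICK, chromosome 7, 24798190 to 24802827), the log2 fold change was 1.38 (SE 0.37, edgeR adjusted p = 0.152), from 348 ± 119 CPM in the FL and 134 ± 64.1 in the LL (SD, n = 4). In the LL, HSD17B7 (chromosome 8, 3824082 to 3830125) had 136 ± 35.1 CPM, against 219 ± 59.0 in the FL (SD, n = 4), and a log2 fold change of 0.69 (SE 0.22, edgeR adjusted p = 0.199). PGRMC1 (listed as PGRC1_CHICK, chromosome 4, 16741398 to 16747714) averaged 1123 ± 147 CPM in the FL and 770.1 ± 39.5 in the LL (SD, n = 4), a log2 fold change of 0.54 (SE 0.12, edgeR adjusted p = 0.0988). PGRMC1 had no overlap between the birds of the lines and was a DE gene with DESeq2 (adjusted p = 3.34e-04). For MDH2 (chromosome 19, 4250913 to 4258898), the log2 fold change was 0.38 (SE 0.11, edgeR adjusted p = 0.185), from 244 ± 25.1 CPM in the FL and 188 ± 19.3 in the LL (SD, n = 4). MDH2 had no overlap between the birds of the lines.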

Other DE and/or HE genes involved in angiogenesis and hemostasis include the natriuretic peptide receptor 3 (*NPR3*), *PROS1*, *PDGFRB*, *EDNRB*, *PLAU*, *PROCR*, and *ANG*.

**Table 4:** Functional genes identified by RNA-Seq analysis of abdominal fat in FL and LL cockerels at 7 wk.

**Differentially Expressed and Highest Expressed Lipid Metabolism Genes**			
**Gene Symbol**	**Gene Name**	**Fold Change**	**Average Reads**
***FABP3***	fatty acid binding protein 3, muscle and heart	1.4	10216
***FABP5***	fatty acid binding protein 5 (psoriasis-associated)	1.3	10800
***FADS2***	fatty acid desaturase 2	1.6	6764
***FASN***	fatty acid synthase	1.2	32362
***GPD1***	glycerol-3-phosphate dehydrogenase 1 (soluble)	1.3	16641
***HK2***	hexokinase 2	1.5	5270
***HSD17B7***	hydroxysteroid (17-beta) dehydrogenase 7	1.5	4293
***IGFBP2***	insulin-like growth factor binding protein 2, 36kDa	2.5	5886
***MDH2***	malate dehydrogenase 2, NAD (mitochondrial)	1.2	5214
***PGRMC1***	progesterone receptor membrane component 1	1.4	22381
***SERINC1***	serine incorporator 1	1.2	8013
***SCD***	stearoyl-CoA desaturase (delta-9-desaturase)	1.7	93949
***ABCA1***	ATP-binding cassette, sub-family A (ABC1), member 1	-1.3	6388
***IGFBP7***	insulin-like growth factor binding protein 7	-1.4	10915
***PDGFRB***	platelet-derived growth factor receptor, beta	-1.3	8198
**Differentially Expressed (DE) Genes**			
***ACOX2***	acyl-CoA oxidase 2, branched chain	1.8	370
***ACSBG2***	acyl-CoA synthetase bubblegum family member 2	1.3	2147
***DHCR24***	24-dehydrocholesterol reductase	1.6	3843
***EDNRB***	endothelin receptor type B	1.6	237
***INSIG2***	insulin induced gene 2	1.3	763
***MCAT***	malonyl CoA:ACP acyltransferase (mitochondrial)	1.4	833
***PLAU***	plasminogen activator, urokinase	1.7	694
***PRKAG2***	protein kinase, AMP-activated, gamma 2 subunit	1.4	1286
***ALDH1A1***	aldehyde dehydrogenase 1 family, member A1	-2.5	646
***ALOX5***	arachidonate 5-lipoxygenase	-1.5	449
***BMP5***	bone morphogenetic protein 5	-1.5	162
***BMP7***	bone morphogenetic protein 7	-1.7	154
***DAGLA***	diacylglycerol lipase, alpha	-1.3	627
***FAR1***	fatty acyl CoA reductase 1	-1.8	424
***FAR2***	fatty acyl CoA reductase 2	-1.3	588
***HPGDS***	hematopoietic prostaglandin D synthase	-1.6	152
***IRS4***	insulin receptor substrate 4	-1.2	669
***RARB***	retinoic acid receptor, beta	-1.5	433
***TNFSF10***	tumor necrosis factor (ligand) superfamily, member 10	-1.4	1641
**Highest Expressed (HE) Genes (not DE)**			
***ACACA***	acetyl-CoA carboxylase alpha		6729
***ACACB***	acetyl-CoA carboxylase beta		10524
***ACAD9***	acyl-CoA dehydrogenase family, member 9		6329
***ACADL***	acyl-CoA dehydrogenase, long chain		5508
***ACLY***	ATP citrate lyase		6716
***ACOX1***	acyl-CoA oxidase 1, palmitoyl		22460
***ACSL1***	acyl-CoA synthetase long-chain family member 1		60335
***ACSS2***	acyl-CoA synthetase short-chain family member 2		7764
***ADIPOQ***	adiponectin, C1Q and collagen domain containing		10438
***ANG***	angiogenin, ribonuclease, RNase A family, 5		5741
***ELOVL1***	ELOVL fatty acid elongase 1		6289
***FABP4***	fatty acid binding protein 4, adipocyte		45632
***GHR***	growth hormone receptor		4754
***LPL***	lipoprotein lipase		163988
***NFKBIA***	nuclear factor of kappa inhibitor, alpha		6990
***PLIN1***	perilipin 1		54722
***PLIN2***	perilipin 2		8175
***PPARG***	peroxisome proliferator-activated receptor gamma		6837
***SREBF2***	sterol regulatory element binding transcription factor 2		7325
***STAT5B***	signal transducer and activator of transcription 5B		9306
***THRSPA***	thyroid hormone responsive Spot 14 protein, alpha		42780

Comparison of highest-expressed (HE) and differentially-expressed (DE) genes identified by RNA-Seq analysis in abdominal fat of FL and LL chickens. Adipose genes with positive fold-change (FL/LL) values are expressed higher in the FL, while genes with a negative fold-change are expressed higher in LL chickens. Paired-end sequence reads for each gene were averaged across both genotypes (4 FL and 4 LL). The reads threshold for highest expressed (HE) genes was >4289 reads/gene.

### Verification of RNA-seq analysis by quantitative RT-PCR

Based on biological function, several candidate genes were selected from the RNA-Seq analysis for qRT-PCR verification (Table 5). Of the genes shown, 41 were differentially expressed in the FL/LL by RNA-Seq analysis (FDR-adjusted *P-*value ≤ 0.05). All 41 genes were significantly different (*P*≤ 0.05) between FL and LL birds by qRT-PCR analysis. Neuropeptide Y (*NPY*) was a candidate gene not significantly different between the FL and LL chickens by either RNA-Seq or qRT-PCR analysis. The glucagon receptor (*GCGR*) was not differentially expressed by RNA-Seq; however, the abundance of *GCGR* in abdominal fat was 1.6 fold higher in the LL chickens by qRT-PCR analysis (*P*≤0.05). The short isoform of chicken growth hormone (*scGH*) was 1.5-fold higher *(P*≤0.05) in FL chickens by qRT-PCR analysis, while differential expression of *scGH* was not indicated by RNA-Seq analysis. 

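In the LL, ALB (listed as ALBU_CHICK, chromosome 4, 52344685 to 52358108) had 73.8 ± 94.7 CPM, against 1.84 ± 1.31 in the FL (SD, n = 4), and a log2 fold change of -5.51 (SE 1.33, edgeR adjusted p = 0.132). ALB was a DE gene with DESeq2 (adjusted p = 0.00284). ALB was highest in LL replicates 2 and 3 (84.2 and 204 CPM), against 0.545 to 3.70 in the other 6 birds. The summed CPM of the 17 matched genes of a liver list was 199 in LL replicate 2 and 369.8 in LL replicate 3, and 60.4 to 76.4 in the other 6 birds. NPY (listed as NPY_CHICK, chromosome 2, 31391932 to 31400333) averaged 1.78 ± 0.666 CPM in the FL and 1.25 ± 0.285 in the LL (SD, n = 4), a log2 fold change of 0.51 (SE 0.34, edgeR adjusted p = 0.573). For GCGR (listed as LOC425670, chromosome 18, 9851031 to 9857961), the log2 fold change was 0.06 (SE 0.17, edgeR adjusted p = 0.919), from 110.3 ± 20.4 CPM in the FL and 106 ± 20.6 in the LL (SD, n = 4). GCGR changed direction when 1 bird was left out (without FL replicate 4, without LL replicate 1 and without LL replicate 4), with log2 fold changes from -0.06 to 0.16 across the 8 fits. In the LL, GH (listed as SOMA_CHICK, chromosome 27, 1521966 to 1526723) had 1.55 ± 0.630 CPM, against 1.17 ± 0.563 in the FL (SD, n = 4), and a log2 fold change of -0.40 (SE 0.46, edgeR adjusted p = 0.777).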

Albumin (*ALB*; not shown) was highly up-regulated in abdominal fat of LL chickens by both RNA-Seq (38-fold) and qRT-PCR (73-fold) analyses. Furthermore, the fold change values for this gene set, across both RNA-Seq and qRT-PCR analyses, were highly correlated (r = 0.90) and significant (*P*≤0.001) as determined by Pearson correlation analysis. 

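The RNA-Seq log2 fold changes of 41 genes of Table 5 were set against the log2 of the qRT-PCR fold changes that the paper reports there. Across genes, which are not independent replicates, Pearson's r was 0.920 and Spearman's rho 0.834 (permutation tests, two-sided, p = 1e-05 for each, the smallest that 100000 permutations can give; adjusted for 2 relations, also 1e-05). All 41 genes had the same direction in both methods. CYP24A1 and GRM8 of the same table had too few counts for the edgeR test and were left out. The paper's text also gives qRT-PCR folds for GCGR and the short form of GH, which are outside the 41. For both, the log2 fold change of the gene here had the opposite direction, without a DE call. The paper selected its qRT-PCR candidates from its own RNA-Seq results. Leaving out ALB, r was 0.857, and leaving out the 2 genes farthest from the median of the qRT-PCR values, ALB and TTR, r was 0.843. PCK1 enters with a fitted value, although its FL birds are at or under 3 counts; r was 0.946 without it and 0.889 without ALB and PCK1, the 2 lowest genes by RNA-Seq, in checks chosen after seeing the data. On the signed fold scale of the paper, the alternative with the highest value, r was 0.975. The qRT-PCR values are the paper's.

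**Figure D2:**
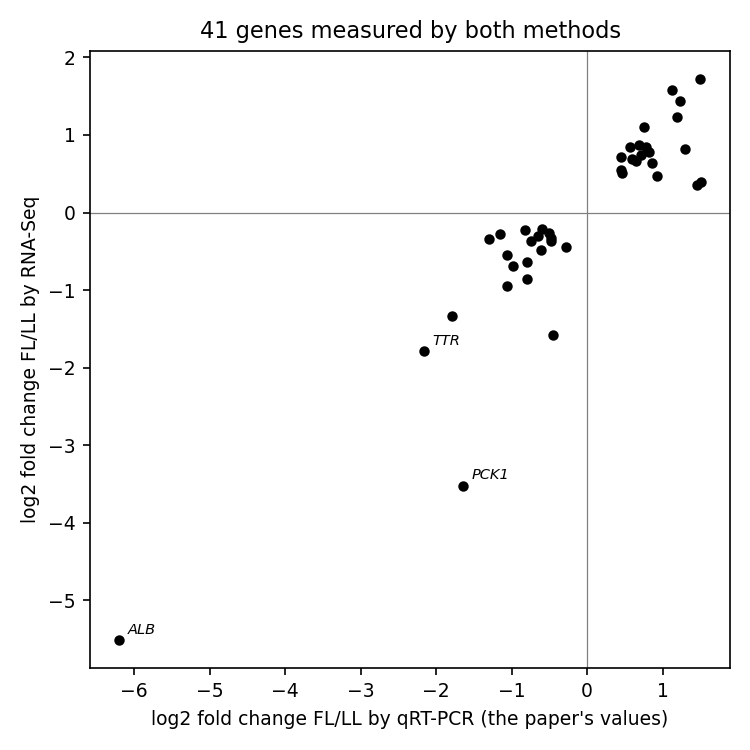
Log2 fold change (FL/LL) by RNA-Seq (y axis, edgeR on 4 FL and 4 LL birds) against that by qRT-PCR as reported by the paper (x axis), one point per gene (41 genes, PCK1 with a fitted value). ALB, at -5.51 by RNA-Seq, lies at the lower left.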

A complete list of the FL and LL expression means and their standard errors (SEM) for all genes in the qRT-PCR analysis is provided in S9 Table.

**Table 5:** Verification of RNA-Seq gene expression in abdominal fat of FL and LL cockerels.

		qRT-PCR		RNA-Seq	
Symbol	Gene Name	Fold change	P-Value	Fold change	P-Value
***SSTR2***	somatostatin receptor 2	2.84	0.002	1.23	0.011
***BMP15***	bone morphogenetic protein 15	2.82	0.030	2.92	0.019
***FASN***	fatty acid synthase	2.75	0.040	1.24	0.003
***SCD***	stearoyl-CoA desaturase (delta-9-desaturase)	2.47	0.040	1.71	0.028
***WNT4***	wingless-type MMTV integration site family 4	2.35	0.010	2.59	0.001
***MC5R***	melanocortin 5 receptor	2.29	0.040	2.28	0.001
***GREM1***	gremlin 1	2.19	0.001	2.85	0.001
***FAAH***	fatty acid amide hydrolase	1.91	0.010	1.31	0.001
***LPIN1***	lipin 1	1.81	0.010	1.52	0.001
***IRS2***	insulin receptor substrate 2	1.77	0.040	1.72	0.039
***FGFR3***	fibroblast growth factor receptor 3	1.72	0.040	1.75	0.001
***NPY2R***	neuropeptide Y receptor Y2	1.68	0.040	2.09	0.032
***DHCR24***	24-dehydrocholesterol reductase	1.64	0.020	1.59	0.001
***ME1***	malic enzyme 1, NADP(+)-dependent, cytosolic	1.61	0.030	1.76	0.001
***HK2***	hexokinase 2	1.57	0.040	1.49	0.005
***HSD17B7***	hydroxysteroid (17-beta) dehydrogenase 7	1.51	0.050	1.55	0.001
***CYP24A1***	cytochrome P450 family 24 subfamily A,1	1.48	0.080	8.24	0.003
***RXRG***	retinoid X receptor, gamma	1.48	0.040	1.67	0.004
***NPY***	neuropeptide Y	1.38	*N*.*S*.	1.51	*N*.*S*.
***FADS2***	fatty acid desaturase 2	1.37	0.050	1.58	0.001
***PGRMC1***	progesterone receptor membrane component 1	1.36	0.010	1.42	0.001
***AGTR1***	angiotensin II receptor, type 1	-1.21	0.050	-1.37	0.005
***GLP1R***	glucagon-like peptide 1 receptor	-1.37	0.040	-3.75	0.001
***CNR1***	cannabinoid receptor 1 (brain)	-1.39	0.050	-1.35	0.014
***SERPING1***	serpin peptidase inhibitor, clade G, member 1	-1.39	0.040	-1.34	0.001
***HIF1A***	hypoxia inducible factor 1, alpha subunit	-1.42	0.040	-1.23	0.013
***NCOA3***	nuclear receptor coactivator 3	-1.51	0.030	-1.21	0.003
***POSTN***	periostin, osteoblast specific factor	-1.53	0.030	-1.44	0.001
***IGF1R***	insulin-like growth factor 1 receptor	-1.57	0.040	-1.27	0.001
***ENG***	endoglin	-1.67	0.040	-1.39	0.023
***AGTR2***	angiotensin II receptor, type 2	-1.74	0.003	-1.61	0.001
***GCG***	glucagon	-1.74	0.020	-1.811	0.032
***JMJD1C***	jumonji domain containing 1C	-1.76	0.030	-1.21	0.001
***EDN2***	endothelin 2	-1.97	0.001	-1.79	0.006
***GRM8***	glutamate receptor, metabotropic 8	-1.97	0.090	-14.23	0.009
***PGR***	progesterone receptor	-2.08	0.010	-2.03	0.003
***EDN1***	endothelin 1	-2.09	0.010	-1.51	0.001
***EP300***	E1A binding protein p300	-2.22	0.040	-1.26	0.001
***AR***	androgen receptor	-2.45	0.050	-1.35	0.001
***PCK1***	phosphoenolpyruvate carboxykinase 1	-3.11	0.020	-12.61	0.001
***FGFR2***	fibroblast growth factor receptor 2	-3.45	0.050	-2.41	0.004
***TTR***	transthyretin	-4.47	0.040	-3.28	0.01
***ALB***	albumin	-73.2	0.030	-38.43	0.037

Comparisons are shown for 41 DE genes from the RNA-Seq analysis and three additional genes that were not differentially expressed by RNA-Seq analysis, but of interest [*NPY*, *GCGR*, and short chicken growth hormone (*scGH*)]. Fold changes were derived from FL/LL expression ratios of 4 birds/genotype at 7 wk. Positive values correspond to up-regulation in FL chickens, while negative ratios indicate higher expression in abdominal fat of LL cockerels. Pearson correlation analysis showed a high correlation (r = 0.90) and significance (*P*≤0.001) between the relative expression ratio obtained by the two independent analytical methods (qRT-PCR and RNA-Seq). No significant difference (*N*.*S*.) was found for abundance of *NPY* transcripts between FL and LL chickens by either qRT-PCR or RNA-Seq analyses. The FL and LL expression means and their standard errors are provided in S9 Table for genes verified by qRT-PCR analysis.

The expression of six candidate genes [glucagon (*GCG*), glucagon receptor (*GCGR*), glucagon-like peptide 1 receptor (*GLP1R*), lysophosphatidic acid receptor 1 (*LPAR1*), attractin-like 1 (*ATRNL1*) and tubby (*TUB*)] was initially examined by qRT-PCR analysis at three different ages (3, 7 and 9 wk of age) to verify highest expression at 7 wk (Fig 7). A two-factor analysis of variance [genotype (FL and LL) x age (3, 7 and 11 wk)] shows significant (*P*≤0.05) main effects of genotype and age for all six genes. The abundance of all six genes reached a peak at 7 wk of age and was higher in abdominal fat of the LL than the FL chickens at 7 and 9 wk.

**Fig 7:**
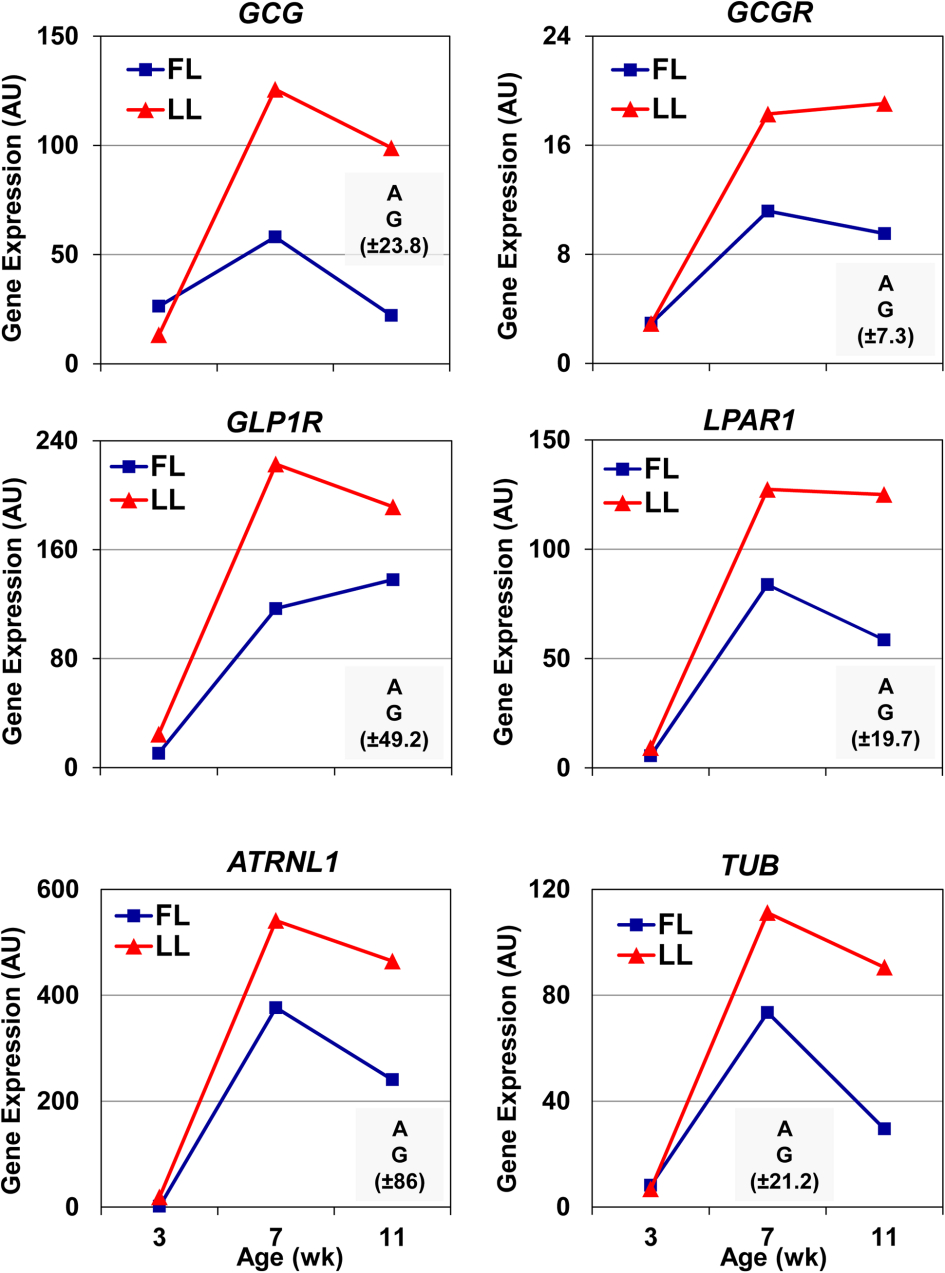
Quantitative RT-PCR analysis of select candidate genes in abdominal fat of FL and LL chickens. Six genes were selected for qRT-PCR analysis of expression profiles in abdominal fat of FL and LL chickens at three ages (3, 7 and 9 weeks of age) to confirm highest expression at 7 wk. Data points represent Least Square Means (LSMEANS; n = 4 birds/genotype) of gene expression in arbitrary units (AU) based on the delta-delta cycle time (^ΔΔ^Ct) method. The general linear models (GLM) procedure in Statistical Analysis System (SAS) software (Cary, NC). A two-factor (genotype x age) analysis of variance (ANOVA) was used to determine significance (*P*≤0.05). The shaded box in each panel indicates significant main effects of genotype (G) or age (A); the number in parenthesis represents the common standard error (SE) of LSMEANS for that gene as determined by the GLM procedure in SAS. *Gene symbols*: attractin-like 1 (*ATRNL1*), glucagon (*GCG*), glucagon receptor (*GCGR*), glucagon-like peptide 1 receptor (*GLP1R*), lysophosphatidic acid receptor 1 (*LPAR1*), and tubby (*TUB*).

## Discussion

The FL and LL chickens were originally developed by Leclercq *et al* [25] as experimental genetic models to identify the mechanisms controlling abdominal fatness, a complex polygenic trait likely governed by interactions among multiple genes controlling different endocrine and metabolic pathways. Between 7 and 9 wk of age, FL and LL chickens exhibit the greatest difference (2.5- to 2.8-fold) in abdominal fatness while maintaining similar body weights [24,41] and feed intakes [54]. This large divergence in abdominal fatness between FL and LL chickens at 7 wk also corresponds to the highest levels of gene expression in abdominal fat tissue [24]. To maintain a similar body weight despite large differences in abdominal fatness, FL chickens appear to favor partitioning of nutrients (particularly dietary amino acids) into abdominal fat; they also have a higher protein turnover rate [54]. Recent metabolomics studies have clearly demonstrated that the FL and LL chickens are able to maintain their fat and lean phenotypes independent of dietary energy sources, albeit the fatty acid composition of abdominal fat was affected by genotype [32,55]. On the other hand, LL chickens have a greater lean muscle mass and conversely a lower abdominal fat content than do the FL chickens. Several metabolic (liver, adipose tissue, and skeletal muscle) and regulatory (hypothalamus) tissues of the FL and LL chickens have been analyzed using numerous transcriptional methods (i.e., differential mRNA display, qRT-PCR, low- and high-density microarrays, etc.) to unravel the underlying mechanisms of excessive fatness [2,18,24,38,41,42,56,57]. To our knowledge, the present study represents the first deep RNA-Seq analysis of abdominal fat in these unique FL and LL chickens.

Understanding the molecular mechanism of excessive abdominal fatness in the chicken requires examination of differential gene expression using different approaches. Only a few microarray studies have described the abdominal fat transcriptome of chickens [22,58,59]. The most relevant to the present study was the transcriptional analysis of abdominal fat in commercial broiler chickens after a short (5 h) period of acute fasting or immunoneutrilization of insulin [22]. Eighty DE genes identified by RNA-Seq analysis of abdominal fat in FL and LL chickens in the present study were also differentially expressed in visceral fat of broiler chickens subjected to 5 h of fasting [22]. Additionally, five DE genes (*AGTR1*, *AIMP2*, *EEPD1*, *GCG* and *ICA1*) that were identified in abdominal fat after acute insulin immunoneutralization of chickens [22] were also DE genes found presently in FL and LL chickens. Among these genes was *GCG*, the major contra-insulin regulator of glycemia in chickens [60–62], which was expressed higher in abdominal fat of the LL chickens and similar to that observed in chickens after acute insulin immunoneutralization [22]. 

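GCG (listed as GLUC_CHICK, chromosome 7, 22691965 to 22707459) averaged 2.84 ± 1.35 CPM in the FL and 5.04 ± 0.472 in the LL (SD, n = 4), a log2 fold change of -0.86 (SE 0.34, edgeR adjusted p = 0.303). GCG had no overlap between the birds of the lines. For AIMP2 (chromosome 14, 973378 to 975477), the log2 fold change was 0.44 (SE 0.12, edgeR adjusted p = 0.152), from 37.0 ± 1.68 CPM in the FL and 27.3 ± 3.42 in the LL (SD, n = 4). AIMP2 had no overlap between the birds of the lines and was a DE gene with DESeq2 (adjusted p = 0.0492). With 22.1 CPM, LL replicate 3 stood apart for AIMP2 from the other LL birds, between 28.9 and 29.1. In the LL, EEPD1 (chromosome 2, 46847460 to 46907459) had 108 ± 33.0 CPM, against 167 ± 33.7 in the FL (SD, n = 4), and a log2 fold change of 0.63 (SE 0.21, edgeR adjusted p = 0.231). ICA1 (chromosome 2, 24923751 to 24983391) averaged 2.79 ± 0.530 CPM in the FL and 3.95 ± 1.33 in the LL (SD, n = 4), a log2 fold change of -0.51 (SE 0.29, edgeR adjusted p = 0.487).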

The endocrine pancreas is the major site of GCG synthesis and secretion in birds [63], while adipose tissue is a major target of GCG, which stimulates lipolysis and release of non-esterified fatty acids into circulation. The GCG receptor, *GCGR*, showed a similar higher expression level in abdominal fat of LL chickens. In agreement with up-regulation of glucagon production and its lipolytic action in abdominal fat of LL chickens, the transcript for the somatostatin receptor (*SSTR2*), which when activated by somatostatin potently inhibits the production of *GCG* [64,65], was highly expressed and up-regulated in FL chickens. Furthermore, *FOXA2*, a transcriptional regulator of differentiation of glucagon producing cells [66], was also up-regulated in visceral fat of the LL chickens. 

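For GLP1R (listed as B4ZY91_CHICK, chromosome 3, 30518494 to 30569771), the log2 fold change was -1.58 (SE 0.46, edgeR adjusted p = 0.178), from 1.04 ± 0.848 CPM in the FL and 3.08 ± 0.828 in the LL (SD, n = 4). GLP1R was 2.31 CPM in FL replicate 3 and between 0.545 and 0.686 in the other FL birds. GLP2R was not found by name in the counts and was not analysed here.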

We found that the glucagon-like peptide 1 receptor (*GLP1R*) was nearly 4-fold greater in LL chickens, whereas the glucagon-like peptide 2 receptor (*GLP2R*) was undetectable in abdominal fat of both LL and FL chickens. The absence of *GLP2R* transcripts in our RNA-Seq analysis could be of importance since its expression in adipose tissue of chickens was reported earlier [67]. The presence of *GLP1R* (and absence of *GLP2R*) in FL and LL chickens suggest that differential regulation occurs through the preproglucagon class A transcript (which contains *GCG* and *GLP1*) in abdominal fat of these birds rather than the preproglucagon class B transcript (which contains *GCG*, *GLP1* and *GLP2*) [67]. Furthermore, only the preproglucagon class B transcript was up-regulated in abdominal fat of chickens after insulin immunoneutralization [22]. Our observation of enhanced GCG and GLP1 signaling within abdominal fat of LL chickens supports the idea that visceral fat serves as an important endocrine organ, which displays”ectopic’ expression of several endocrine factors and/or their respective receptors (i.e., *GCG/GCGR*, *GLP1R*, *NPY/NPY2R*, *SSTR2*, *scGH*, *TUB*, *ATRNL1*, *CNR1* and *MC5R)*.

### Altered lipid metabolism in abdominal fat of FL and LL chickens

A recent review provides a comprehensive description of growth and energy metabolism in our divergently-selected FL and LL chickens, amassed from more than three decades of intensive investigation [28]. The “glucose-insulin imbalance” originally described by Simon *et al* [30,31] appears to be the major physiological difference noted between the FL and LL chickens, where the FL exhibit hypoglycemia and only slight hyperinsulinemia, which resembles the ‘pre-obese’ condition of juvenile mammals without true insulin resistance [26]. In fact, the FL chicken appears to be more sensitive to insulin [31] as indicated by their higher rate of glucose utilization and enhanced hepatic lipogenesis [26,35], higher secretion of very-low-density lipoproteins (VLDL) [27], and their greater storage capacity of lipids in abdominal fat [68]. Furthermore, the divergence in abdominal fatness in the FL and LL chickens does not depend on the type of dietary energy, which indicates genetic control [32,55]. Since the liver is considered as the primary site of lipogenesis in birds [10–12], most previous studies of the FL and LL were directed at understanding the genetic difference in hepatic lipogenesis, rather than the lipogenic capacity of abdominal fat.

A major finding of our time course microarray analysis of abdominal fat in FL and LL chickens [24] was the discovery of numerous DE genes involved in lipid synthesis. 

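The lipogenic list held 35 genes that the paper names in lipid synthesis, chosen by the study partly on these samples, of which 33 were tested. Of these, 28 were higher in the FL and 5 in the LL, with a median log2 fold change of 0.38, or 0.32 when scaled to total counts. The list as a set was higher in the FL (limma fry rotation test, p = 2.34e-04), and it passed with both forms of camera, less strongly with the estimated correlation (p = 0.00103). 2 genes, ME1 and LPIN1, were DE genes over all genes tested; 16 had a p at or under 0.05 adjusted over the list alone, which is not independent evidence, and 16 had an unadjusted p under 0.05.

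**Figure D3:**
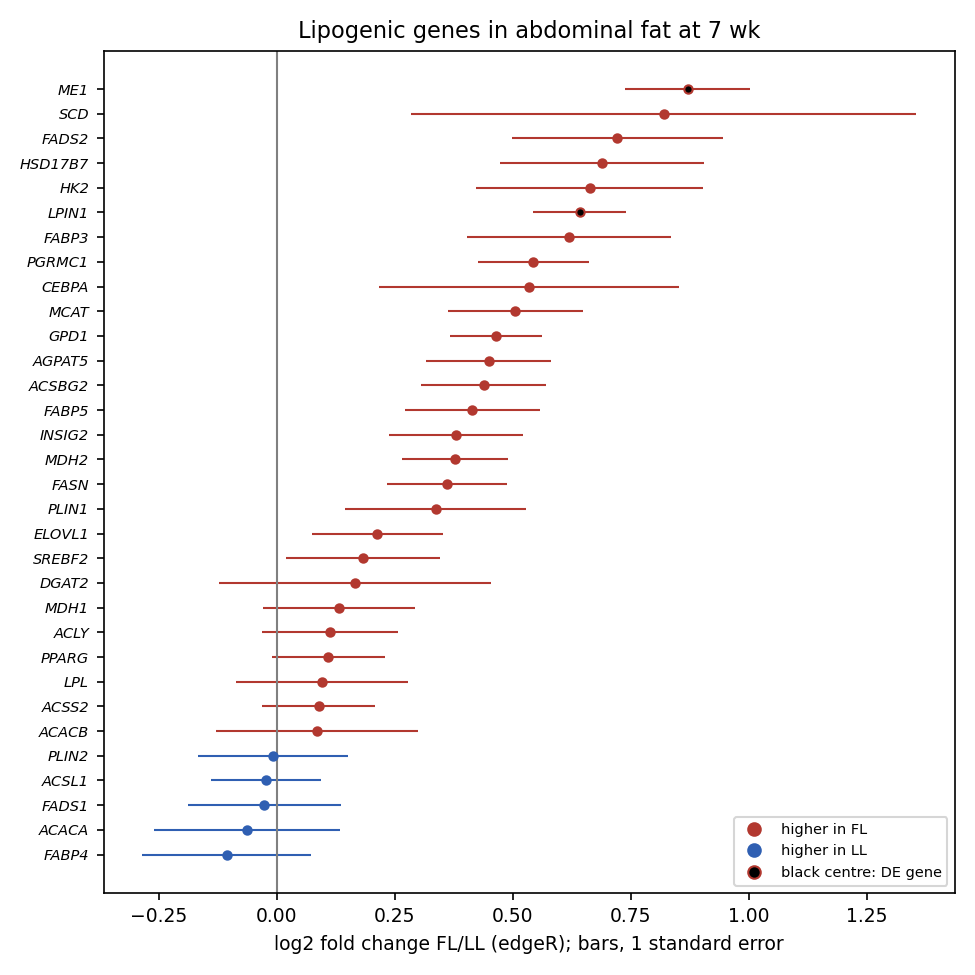
Log2 fold change (FL/LL, x axis) of 32 of the 33 lipogenic genes tested, with bars of 1 SE (n = 4 birds per line; red, higher in FL; blue, higher in LL; black centre, DE gene). 27 of the genes drawn lie to the right of 0, with directions from TMM scaling.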

We have confirmed the up-regulation of many DE lipogenic genes in abdominal fat of FL chickens by both RNA-Seq and qRT-PCR analyses. Further, the abundant expression of lipogenic genes in abdominal fat in the FL was validated by the report that acute fasting [22] depressed expression of several lipogenic genes in the chicken. For example, the lipogenic enzyme *ME1*, which is critical for the synthesis of lipids via generation of NADPH required for the conversion of malonyl-CoA to palmitic acid (by *FASN*), was down-regulated in LL chickens and similar to its lower expression in adipose tissue of fasted chickens. Both the soluble (*MDH1*) and mitochondrial (*MDH2*) forms of malate dehydrogenase, which are expressed higher in adipose tissue and liver [57] of FL chickens, were among the top six percent of the highest expressed genes found by RNA-Seq analysis of abdominal fat in FL and LL chickens at 7 wk. 

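In the LL, ME1 (listed as Q90XC0_CHICK, chromosome 3, 80491043 to 80649414) had 52.5 ± 6.02 CPM, against 95.9 ± 14.7 in the FL (SD, n = 4), and a log2 fold change of 0.87 (SE 0.13, edgeR adjusted p = 0.0322). ME1 had adjusted p-values from 0.0346 to 0.111 with 1 bird left out at a time, the highest without LL replicate 4. With 43.6 CPM, LL replicate 1 stood apart for ME1 from the other LL birds, between 54.5 and 56.6. MDH1 (listed as MDHC_CHICK, chromosome 3, 9432833 to 9444088) averaged 182 ± 16.1 CPM in the FL and 166 ± 38.8 in the LL (SD, n = 4), a log2 fold change of 0.13 (SE 0.16, edgeR adjusted p = 0.785). MDH1 ranked 923 and MDH2 710 of 17934 genes by mean CPM, both within the top share that the paper names. MDH1 lay just outside the 900 HE genes.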

Similar to the FL chickens [68], the expression of *MDH1*, *MDH2* and *ME1* show a strong positive correlation with increased adipocyte volume in genetically fat pigs [69]. Another gene differentially expressed in response to either genetic or nutritional perturbation is lipin 1 (*LPIN1*), which was identified as a reciprocal regulator of triglyceride synthesis and hydrolysis in adipocytes of *LPIN1* knockout mice [70]. In chickens, adipose *LPIN1* expression is elevated in response to short-term (5 hr) food deprivation [22], a 30% energy restriction [71] or in “leaner” and slow-growing Leghorn and Fayoumi breeds when compared to “fatter” broiler chickens [23]. However, *LPIN1* was expressed higher in abdominal fat of our genetically fat (FL) chickens as indicated by both RNA-Seq and qRT-PCR analyses (see Fig 6B). 

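For LPIN1 (chromosome 3, 100322413 to 100354193), the log2 fold change was 0.64 (SE 0.10, edgeR adjusted p = 0.0322), from 94.4 ± 7.43 CPM in the FL and 60.5 ± 4.70 in the LL (SD, n = 4). LPIN1 had adjusted p-values from 0.0346 to 0.115 with 1 bird left out at a time, the highest without LL replicate 4.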

The present study clearly shows that divergent genetic selection of broiler chickens for a 2.5–2.8 fold difference in abdominal fatness results in higher expression of *LPIN1* in visceral fat of the FL, but not the LL chickens. Of our cross-validated candidate genes, *LPIN1* is of particular interest for its potential to control several important metabolic processes including adipogenesis, lipogenesis and eicosanoid signaling. Involvement of *LPIN1* in the regulation of adipogenesis occurs via control of phosphatidic acids levels, which influence *PPARG* expression [72] and LPIN1 is required for PPARG-driven adipogenesis both *in vitro* and *in vivo* [73,74]. Further, LPIN1 is also a co-regulator of nuclear receptor signaling by interaction with the PPARs (PPARA, PPARG and PPARGC1A) and CEBPA [75,76]. 

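In the LL, NPR3 (chromosome Z, 9409106 to 9450822) had 294 ± 82.8 CPM, against 472 ± 40.3 in the FL (SD, n = 4), and a log2 fold change of 0.68 (SE 0.18, edgeR adjusted p = 0.152). NPR3 had no overlap between the birds of the lines and was a DE gene with DESeq2 (adjusted p = 0.0191). PRKAG2 (listed as Q3HLQ7_CHICK, chromosome 2, 6231325 to 6413105) averaged 64.6 ± 14.6 CPM in the FL and 45.8 ± 11.8 in the LL (SD, n = 4), a log2 fold change of 0.50 (SE 0.21, edgeR adjusted p = 0.331).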

We found that atrial natriuretic peptide receptor 3 (*NPR3*) and AMP-activated protein kinase (AMPK) were both up-regulated in abdominal fat of the FL chickens (see Table 4). Atrial natriuretic peptide (ANP) provokes a strong lipolytic action in human adipocytes by activating AMPK and increasing mitochondrial biogenesis [77].

In the present study, we found that the expression of *KLF5* was 2.5-fold greater in abdominal fat of the LL than in the FL at 7 wk (Table 3; S8 Table). 

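For KLF5 (chromosome 1, 160160788 to 160176969), the log2 fold change was -1.23 (SE 0.27, edgeR adjusted p = 0.109), from 5.79 ± 1.98 CPM in the FL and 13.8 ± 3.57 in the LL (SD, n = 4). KLF5 was a DE gene with DESeq2 (adjusted p = 0.00382).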

The transcription factor *KLF5* has been implicated in adipogenesis, since knockout of *KLF5* retards expansion of white (visceral) adipose tissue [78]. Furthermore, this study shows that over-expression of *KLF5* stimulates adipocyte differentiation via interactions with *CEBPB* and *PPARG*, which are key regulators of adipocyte differentiation. A recent study of *KLF2* expression in abdominal fat during juvenile development (1–12 wk) of a different population of divergently-selected FL and LL broiler chickens shows that the abundance of *KLF2* was greater in the LL at 1 wk, but higher in fat of the FL between 3–8 wk [79]. Functional *in vitro* analyses indicate that over-expression of *KLF2* inhibits preadipocyte differentiation and expression of *CEBPA* and *PPARG*. These observations support their conclusion that *KLF2* plays a role in divergent genetic selection of this distinct population of FL and LL chickens. Clearly, the role of multiple transcription factors in the divergence of abdominal fat accretion in FL and LL chickens needs further investigation.

Hormone signaling appears to play a major role in controlling lipid metabolism in abdominal fat of FL and LL chickens. For example, growth hormone (GH) signaling is highly active in abdominal fat of the LL birds (see Fig 2B). We found that the peripheral receptor for melanocyte-stimulating hormone and adrenocorticotropic hormone, *MC5R*, was expressed higher in abdominal fat of FL chickens. 

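In the LL, MC5R (listed as O73671_CHICK, chromosome 2, 98853816 to 98855235) had 10.5 ± 2.59 CPM, against 24.5 ± 7.74 in the FL (SD, n = 4), and a log2 fold change of 1.23 (SE 0.25, edgeR adjusted p = 0.0705). MC5R had no overlap between the birds of the lines and was a DE gene with DESeq2 (adjusted p = 4.58e-04).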

MC5R regulates fatty acid oxidation in skeletal muscle of mice [80] and in hepatocytes of sea bass, where a MC5R agonist stimulates lipolysis and the release of free fatty acids from cultured sea bass adipocytes [81]. Furthermore, MC5R has been associated with obese phenotypes in humans [82]; and the *MC5R* gene locus is highly conserved in the genomes of human, mouse and chicken [83]. Additionally, the membrane-bound progesterone receptor (*PGRMC1*) was highly expressed in abdominal fat of FL chickens (see Table 4). The PGRMC1 directly regulates cholesterol synthesis and metabolism of steroid hormones in mammals [84]. Progesterone signaling seems to be enhanced in abdominal fat of LL chickens as indicated by the 2-fold up-regulation of the progesterone receptor (*PGR*), which regulates the expression of 25 DE target genes in visceral fat. 

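PGR (listed as PRGR_CHICK, chromosome 1, 187459321 to 187494768) averaged 4.90 ± 2.07 CPM in the FL and 9.24 ± 3.56 in the LL (SD, n = 4), a log2 fold change of -0.94 (SE 0.36, edgeR adjusted p = 0.283).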

Progesterone administration in rats increases body and inguinal fat mass, a response only observed in females [85], whereas the significance of up-regulation of *PGR* in abdominal fat of LL cockerels in the present study remains unknown.

Androgen signaling also appears to be up-regulated in abdominal fat of LL chickens, where the *AR* was expressed 40 percent higher compared to their fatter counterparts. Androgen signaling in adipose tissue of murine models protects against obesity and regulates insulin action and glucose homeostasis, and *AR* knockout mice are more susceptible to high-fat diet–induced visceral obesity [86]. The up-regulation of *AR* and the 46 DE genes that are direct targets of AR found presently in abdominal fat of the LL suggests a similar mechanism for *AR* signaling in adipose tissue of chickens. Unfortunately, a recent study of gene expression in castrated (capon) chickens did not include a transcriptional analysis of abdominal fat in the capons, which become fatter, nor in the leaner intact or testosterone-implanted groups [87]. This report clearly shows the importance of androgen in limiting excessive fattening in the chicken, albeit more attention was focused on over-expression of *PCK1* in the liver of capons rather than in abdominal fat as a direct target of androgen signaling.

Another intriguing finding in abdominal fat of FL and LL chickens was the abundance of genes involved in eicosanoid signaling. This includes production of eicosanoid precursors as well as downstream signaling events. In human breast cancer MCF7 cells, loss of FADS2 function blocks normal polyunsaturated fatty acid biosynthesis resulting in the FADS1 generation of polyunsaturated fatty acids which lack the 8–9 double bond of eicosanoid signaling precursors (i.e., arachidonic acid and eicosapentaenoic acid) [88]. Both *FADS2* (higher in FL chickens) and *FADS1* (higher in LL chickens) are differentially expressed in the present study. 

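For FADS2 (listed as A6NAB8_CHICK, chromosome 5, 17986729 to 18002182), the log2 fold change was 0.72 (SE 0.22, edgeR adjusted p = 0.194), from 353 ± 111 CPM in the FL and 214 ± 42.6 in the LL (SD, n = 4). In the LL, FADS1 (chromosome 5, 17971708 to 17980219) had 70.5 ± 14.7 CPM, against 69.2 ± 11.4 in the FL (SD, n = 4), and a log2 fold change of -0.03 (SE 0.16, edgeR adjusted p = 0.970). FADS1 changed direction when 1 bird was left out (without FL replicate 2, without FL replicate 3 and without LL replicate 3), with log2 fold changes from -0.13 to 0.12 across the 8 fits.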

Another enzyme involved in eicosanoid signaling, *DAGLA* (higher in LL chickens), catalyzes the hydrolysis of diacylglycerol (DAG). The product of this reaction is arachidonic acid precursor 2-arachidonoyl-glycerol (2-AG), a major peripheral endocannabinoid signaling molecule [89]. In adipose tissue of rodents, 2-AG activates the CNR1 (a gene also up-regulated in LL chickens), an event that is up-regulated in fat treatment groups [89–91]. Furthermore, *FAAH*, the enzyme that degrades the active endocannabinoid 2-AG [92] was up-regulated in abdominal fat of FL chickens. 

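FAAH (chromosome 8, 22349439 to 22358898) averaged 152 ± 23.2 CPM in the FL and 109 ± 4.43 in the LL (SD, n = 4), a log2 fold change of 0.48 (SE 0.12, edgeR adjusted p = 0.136). FAAH had no overlap between the birds of the lines and was a DE gene with DESeq2 (adjusted p = 0.0185). For DAGLA (chromosome 5, 224751 to 295922), the log2 fold change was -0.20 (SE 0.13, edgeR adjusted p = 0.575), from 24.1 ± 2.84 CPM in the FL and 27.8 ± 3.25 in the LL (SD, n = 4). DAGLA was 19.9 CPM in FL replicate 2 and between 25.4 and 25.6 in the other FL birds. In the LL, CNR1 (listed as Q8QGC7_CHICK, chromosome 3, 78900664 to 78902485) had 70.1 ± 6.80 CPM, against 54.5 ± 19.7 in the FL (SD, n = 4), and a log2 fold change of -0.37 (SE 0.22, edgeR adjusted p = 0.513).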

Taken together, these findings provide evidence for enhanced endocannabinoid signaling in adipose tissue of the LL chickens.

### Hemostatic gene expression in abdominal fat of chickens

The predominant expression of numerous hemostatic genes in abdominal fat of FL and LL chickens is clearly illustrated by an overlay on the coagulation cascade from the Kyoto Encyclopedia of Genes and Genomes (KEGG; http://www.genome.jp/kegg/) website (Fig 8). Seven hemostatic genes, up-regulated in the LL, were identified earlier in our time-course (1–11 wk) microarray analysis of abdominal fat in the FL and LL chickens [24]. The present RNA-Seq analysis of abdominal fat in the FL and LL chickens at 7 wk of age verifies and extends the remarkable involvement of the hemostatic system in divergent genetic selection of abdominal fatness in meat-type chickens. From our RNA-Seq analysis, an additional 11 genes [*A2M*, *END1*, *END2*, *FGB*, *FGG*, *F2R*, protein C receptor, endothelial *(PROCR)*, *SERPIND1*, *SERPINB5*, *THSD1*, and *THSD4*] were up-regulated in the LL chickens, whereas another 4 genes (*PROS1*, *PLAU*, *SERPINF2* and *EDNRB*) were expressed at higher levels in visceral fat of the FL at 7 wk. The extraordinary involvement of the coagulation system in limiting expansion of fat mass in the LL chickens is further demonstrated by the high abundance of additional six hemostasis-related genes (*VFW*, *TFPI2*, *F13A1*, *SERPINH1*, *THBS1* and *THBSR*) across both genotypes. Furthermore, our time-course microarray analysis of liver samples from the same FL and LL chickens used for transcriptional analyses of their abdominal fat failed to show any effects of the FL or LL genotype on hepatic expression of these coagulation factors [Unpublished work; see NCBI GEO accession GSE8812]. Interestingly, the coagulation factor XIII, A1 polypeptide (*F13A1*) was previously identified as a novel obesity candidate gene in humans [93]. Collectively, our previous time-course microarray analysis [24] and the present RNA-Seq analysis of abdominal fat in the FL and LL chickens at 7 wk support the idea that coagulation and angiogenic factors are critical components in divergent genetic selection of visceral fat mass, which seem to function locally (paracrine or autocrine) and independently of the hemostatic system found in systemic circulation, since the liver is the main source of coagulation factors found in the bloodstream. 

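Of the 28 hemostatic genes of Fig 8 and the surrounding text, a list the study chose partly on these samples, 26 were matched and 18 tested, 8 higher in the FL and 10 in the LL (median log2 fold change -0.11; -0.17 scaled to total counts). No common direction of the set was found (limma fry rotation test, p = 0.433), in a test where members that go opposite ways cancel and which held 2 of the 9 matched genes that are known liver products. None was a DE gene over all genes tested, 8 had an unadjusted p under 0.05, and 7 had a p at or under 0.05 adjusted over the list alone, which is not independent evidence. A2M, EDN1, EDN2, FGB, FGG, F2R, PROCR, SERPIND1, SERPINB5, THSD1 and THSD4 all averaged more CPM in the LL, with log2 fold changes from -1.64 to -0.28 for the 7 tested above the floor of 3 counts, an unadjusted p under 0.05 for 4 of the 7 tested and no DE gene. PROS1, PLAU, SERPINF2 and EDNRB all averaged more CPM in the FL, and 4 had an unadjusted p under 0.05, with no DE gene and with log2 fold changes from 0.69 to 1.18. Among the genes of the list classed beforehand as liver products (at least 10 counts in all for 8 genes), 6 had LL replicates 2 and 3 as the 2 highest birds. This held for 3 of the 17 other genes, A2M among them. PROS1 (chromosome 1, 92894177 to 92925270) averaged 395 ± 70.0 CPM in the FL and 222 ± 42.6 in the LL (SD, n = 4), a log2 fold change of 0.83 (SE 0.17, edgeR adjusted p = 0.0717). PROS1 had no overlap between the birds of the lines and was a DE gene with DESeq2 (adjusted p = 3.67e-04). For THSD4 (chromosome 10, 7324410 to 7559223), the log2 fold change was -0.54 (SE 0.12, edgeR adjusted p = 0.115), from 27.2 ± 4.14 CPM in the FL and 39.4 ± 0.821 in the LL (SD, n = 4). THSD4 had no overlap between the birds of the lines and was a DE gene with DESeq2 (adjusted p = 0.0101). With 38.2 CPM, LL replicate 1 stood apart for THSD4 from the other LL birds, between 39.8 and 39.9. In the LL, VWF (chromosome 1, 76566457 to 76697398) had 1692 ± 346 CPM, against 1579 ± 94.8 in the FL (SD, n = 4), and a log2 fold change of -0.10 (SE 0.15, edgeR adjusted p = 0.833). VWF changed direction when 1 bird was left out (without LL replicate 1), with log2 fold changes from -0.21 to 0.02 across the 8 fits. The paper proposes that coagulation and angiogenic factors act locally in visceral fat and apart from systemic hemostasis, since the liver is their main source in blood. It bases this on these levels in abdominal fat and an earlier time-course microarray analysis of the same lines. It also cites unpublished liver microarrays of the same chickens, in which the line had no effect on these coagulation factors. With 1.09 CPM, FL replicate 3 stood apart for SERPINB5 from the other FL birds, between 0.101 and 0.229.

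**Figure D4:**
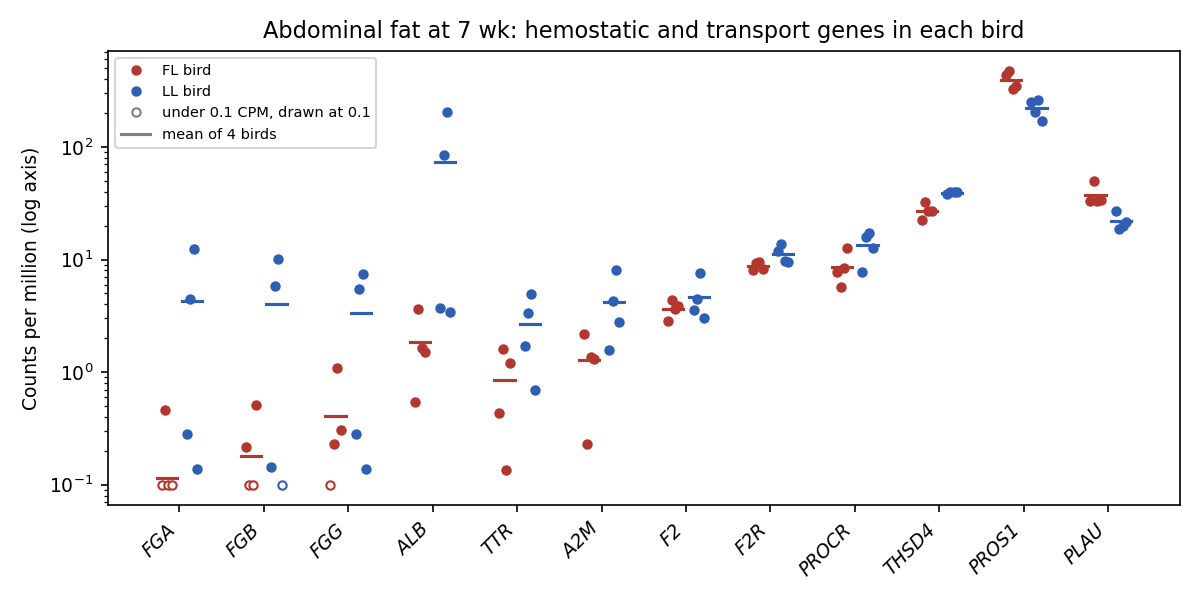
CPM (log axis) of 12 hemostatic and transport genes, one point per bird (red, FL; blue, LL; n = 4 each), with a line at the mean of 4 birds; open points are under 0.1 CPM. FGA, FGB, FGG and ALB are high in LL replicates 2 and 3 only, while PROS1 averaged 395 CPM in the FL and 222 in the LL, TMM scaled.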

The recent RNA-Seq analysis of breast muscle from broiler-type chickens afflicted with “Wooden Breast disease” has implicated the chicken’s coagulation system in progression of this novel muscular disorder [48]. Birds suffering from this myopathy exhibit down-regulation of eight hemostatic genes (*A2M*, *FGA*, *FGB*, *FGG*, *KNG1*, *SERPINC1* and *VWF*) and up-regulation of four other coagulation genes (*F5*, *F10*, *PROS1* and *F2R*).

**Fig 8:**
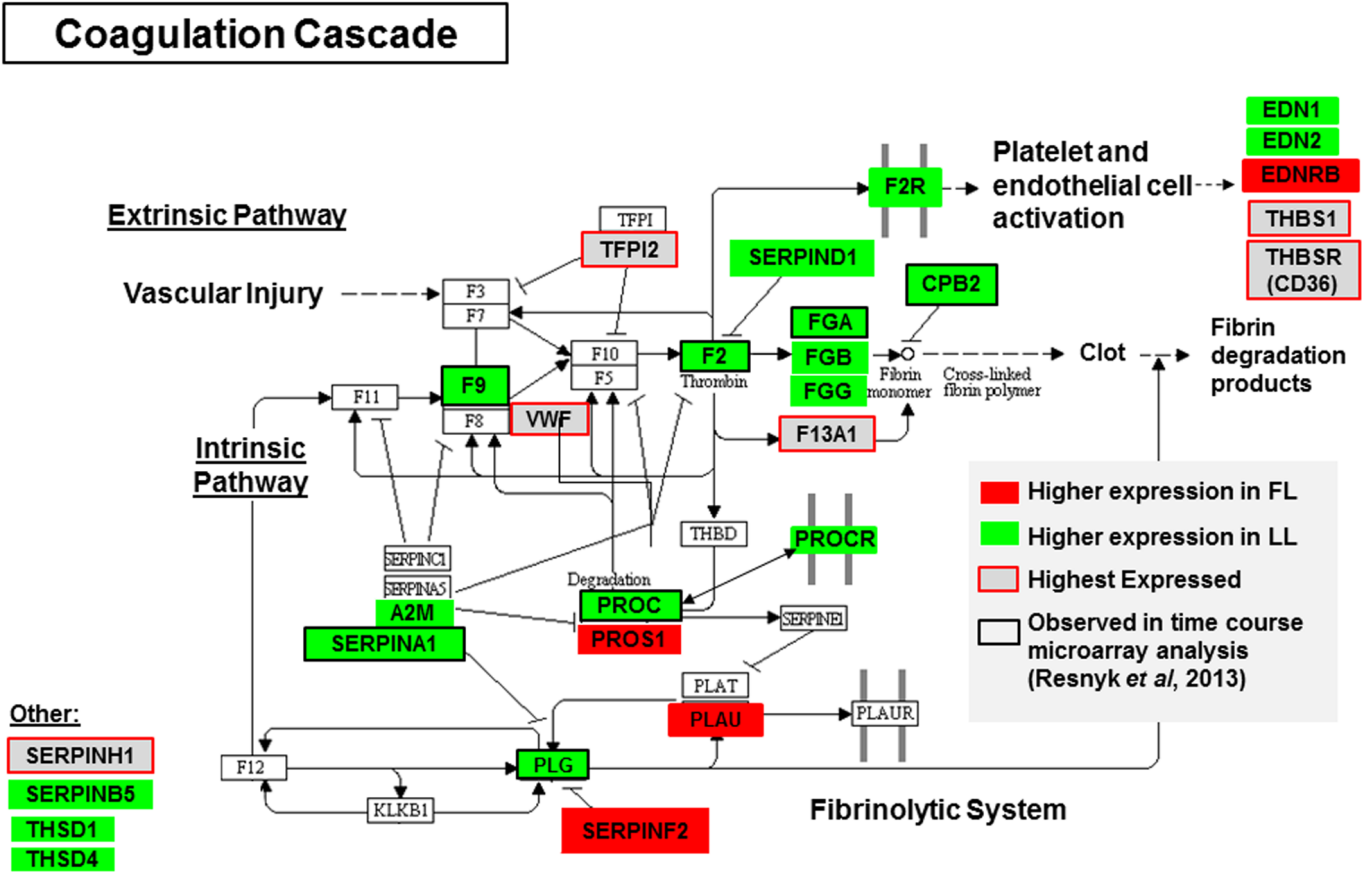
Prevalence of coagulation factors in abdominal fat transcriptome of FL and LL chickens. This coagulation cascade was adapted from the Complement and Coagulation Cascades (map04610) found in the Kyoto Encyclopedia of Genes and Genomes (KEGG). Reprinted from the KEGG website (http://www.genome.jp/kegg-bin/show_pathway?map04610] under a CC BY license, with permission from KEGG, original copyright [map04610, Kanehisa Laboratories, April 03, 2009]. Genes are colored based on differential gene expression (FL/LL) levels from the present RNA-Seq analysis at 7 wk and our recent time-course (1–11 wk) microarray study [24] of abdominal fat in FL and LL chickens. The highest-expressed coagulation genes from the RNA-Seq analysis are also shown, along with several other genes related to hemostasis and angiogenesis.

The serine protease thrombin (*F2*), which we identified as a DE gene in the time course microarray analysis of abdominal fat of the FL and LL chickens [24], is an extremely potent platelet agonist. In the present RNA-Seq study at 7 wk, *F2* was not significantly different (1.3-fold higher in LL chickens; *P*≤ 0.07; data not shown) between the genotypes. 

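F2 (listed as Q91001_CHICK, chromosome 5, 25587756 to 25598061) averaged 3.67 ± 0.629 CPM in the FL and 4.65 ± 2.04 in the LL (SD, n = 4), a log2 fold change of -0.38 (SE 0.31, edgeR adjusted p = 0.656). F2 was highest in LL replicates 2 and 3 (4.43 and 7.59 CPM), against 2.83 to 4.34 in the other 6 birds. For F2R (chromosome Z, 22905314 to 22908027), the log2 fold change was -0.36 (SE 0.17, edgeR adjusted p = 0.409), from 8.79 ± 0.752 CPM in the FL and 11.3 ± 2.01 in the LL (SD, n = 4). F2R had no overlap between the birds of the lines.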

Interestingly, we found that the receptor for *F2* [*F2R* or proteinase-activated receptor–1 (*PAR1*)] was expressed higher in adipose tissue of LL chickens. PAR1 and PAR4 are expressed in human adipose tissue, where treatment with F2 induces expression and secretion of several adipokines (IL-1B, IL–6, MCP–1, and VEGF) [94]; however, this is mediated through the PAR4 rather than PAR1. In another study, Kajimoto *et al*. [95] found that the interaction of F2 and PAR1 in 3T3-L1 adipocytes stimulates FABP4 which regulates the expression of interleukin 6 (IL–6) and vascular endothelial growth factor (VEGF). Although there have been no studies describing F2-PAR1 interactions in adipose tissue of chickens, an earlier report indicates that interaction between thrombin and PAR1 is required for “endothelial mesenchymal transdifferentation” in the aorta of chick embryos [96]. Our present study shows that genes involved in thrombin signaling are differentially expressed in visceral fat of FL and LL chickens. The function of these coagulation factors in regulating expansion of visceral fat mass in the chicken certainly needs further definitive investigation.

The up-regulation of numerous genes involved in hemostasis (pro-coagulation and anti-coagulation) in visceral fat of LL chickens was originally reported in our time-course microarray analysis [24]. Although prothrombotic genes are associated with increased fatness in humans [97–100], our studies suggest a novel role of several hemostatic factors in limiting abdominal fat accretion in the LL chickens [24]. The present RNA-Seq analysis (at 7 wk) and our previous time-course (1–11 wk) microarray study [24] clearly show differential expression of numerous pro- and anti-coagulation genes in abdominal fat of FL and LL chickens (see Fig 8). Most remarkably, abdominal fat of LL chickens appears to be in a pro-coagulation state, since five genes driving thrombosis are up-regulated (*F9*, *F2*, *FGA*, *FGB*, and *FGG*). RNA-Seq analysis identified seven additional genes (*F2R*, *FGB*, *FGG*, *PROCR*, *PROS1*, *PLAU*, and *SERPINF2*) that were not found by our previous microarray analysis. Four related genes [serpin peptidase inhibitor, clade H, member 1, (*SERPINH1*), serpin peptidase inhibitor, clade B, member 5 (*SERPINB5*), thrombospondin, type I, domain containing 1 (*THSD1*) and thrombospondin, type I, domain containing 4 (*THSD4*)] were also identified by RNA-Seq analysis of abdominal fat. Likewise, five additional genes [endothelin 1 (*EDN1*), endothelin 2 (*EDN2*), endothelin receptor type B (*EDNRB*), thrombospondin 1 (*THBS1*) and thrombospondin receptor (*CD36*)] were found in the present study; these genes are usually involved in vasoregulation or activation of platelets and endothelial cells. We propose that these proteases and protease inhibitors found in visceral fat of the chicken could control the proteolytic activation or deactivation of adipokines and other endocrine factors. The down-regulation of *PROS1*, an inhibitor of blood coagulation, in the LL supports a pro-coagulation state in abdominal fat of these chickens. Further, the higher expression of *PROC* [24] and the PROC receptor (*PROCR*) in visceral fat of the LL chickens suggests increased activation of PROC and PAR1 (or F2R) by the multifunctional PROCR [101]. 

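In the LL, PROCR (listed as Q4ADW2_CHICK, chromosome 9, 5408616 to 5410802) had 13.4 ± 4.20 CPM, against 8.61 ± 2.88 in the FL (SD, n = 4), and a log2 fold change of -0.62 (SE 0.28, edgeR adjusted p = 0.388). PROC was not found by name in the counts and was not analysed here.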

Fibrinogen (*FGA*, *FGB* and *FGG*) is mainly produced in the liver and secreted into systemic circulation. 

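FGA (listed as FIBA_CHICK, chromosome 4, 21404487 to 21411303) was at or under 3 counts in every FL bird and averaged 4.32 ± 5.75 CPM in the LL (SD, n = 4), a mean at least 10.0-fold higher than in the FL and, without LL replicate 3, at least 3.75-fold higher (two-sided exact permutation test, p = 0.171). FGA was 0.457 CPM in FL replicate 2 and at 0 in the other FL birds. FGB (listed as FIBB_CHICK, chromosome 4, 21391740 to 21398259), with too few counts for the edgeR test, averaged 0.181 ± 0.240 CPM in the FL and 4.03 ± 4.89 in the LL (SD, n = 4, two-sided exact permutation test, p = 0.343). FGG (listed as O93568_CHICK, chromosome 4, 21416008 to 21421584), with too few counts for the edgeR test, averaged 0.404 ± 0.472 CPM in the FL and 3.34 ± 3.69 in the LL (SD, n = 4, two-sided exact permutation test, p = 0.286). FGA was highest in LL replicates 2 and 3 (4.43 and 12.4 CPM), against 0 to 0.457 in the other 6 birds. FGB was highest in LL replicates 2 and 3 (5.85 and 10.1 CPM), against 0 to 0.507 in the other 6 birds. FGG was highest in LL replicates 2 and 3 (5.49 and 7.43 CPM), against 0 to 1.09 in the other 6 birds. FGB had 7 counts in the 4 FL birds together and 162 in the 4 LL birds, with LL replicates 1 and 4 at the FL level, so that the lines overlap.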

Interestingly, fibrinogen expression in FL chickens is nearly undetectable whereas all three fibrinogen subunits are expressed 10-fold higher in visceral fat of the LL. Similarly, the level of FGG in plasma was inversely related to adiposity in subcutaneous and visceral fat in humans [102] and in rats fed a high-fat diet for 8 wk [103]. Aside from its primary function in blood coagulation, fibrinogen has been identified as a binding surface for several proteins involved in vascular homeostasis [104]. The over-expression of fibrinogen and albumin (*ALB*) in abdominal fat of LL chicken could contribute to increased binding, uptake and/or transport of adipose-derived proteins. The differential expression of the large number of hemostatic factors observed in abdominal fat, but not in liver of our FL and LL chickens was not observed during nutritional or hormonal perturbation in the chicken [22], which suggests that these coagulation genes could have a novel role in divergent selection and the 2.5-fold difference in abdominal fatness observed in our unique experimental lines.

These hemostatic factors could contribute to local (paracrine/autocrine) and/or endocrine control of fat accretion and/or vasomotor tone, which would have important consequences on adipogenesis [105], angiogenesis and regulation of blood flow [106]. This apparent vascular regulation in visceral fat seems highly complex and under control of several mechanisms. One such mechanism is the renin-angiotensin system (RAS), which usually serves as a major systemic regulator of blood pressure; now, it is known that many components of RAS are also expressed in adipose tissue [107]. Support for this idea is provided by the present study and our observation that 11 of the 13 DE genes found in the renin-angiotensin signaling pathway, are expressed higher in abdominal fat of the LL chickens. As an active RAS ligand, angiotensin II is involved in lipid metabolism via regulation of insulin signaling in adipose tissue [105,108]. RAS plays an important role in the regulation of local and systemic blood pressure via vasoconstriction of peripheral arterioles. The G-coupled protein receptor for angiotensin II, *AGTR1*, was up-regulated in chickens after insulin immunoneutralization or acute fasting [22]. 

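AGTR1 (listed as AGTR1_CHICK, chromosome 9, 13476668 to 13496803) averaged 24.2 ± 3.10 CPM in the FL and 32.8 ± 5.56 in the LL (SD, n = 4), a log2 fold change of -0.44 (SE 0.15, edgeR adjusted p = 0.236). For AGTR2 (chromosome 4, 3001700 to 3003221), the log2 fold change was -0.63 (SE 0.16, edgeR adjusted p = 0.149), from 15.5 ± 2.96 CPM in the FL and 24.1 ± 2.56 in the LL (SD, n = 4). AGTR2 had no overlap between the birds of the lines and was a DE gene with DESeq2 (adjusted p = 0.0387). With 11.1 CPM, FL replicate 1 stood apart for AGTR2 from the other FL birds, between 16.8 and 17.2.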

In the present study, we found that both *AGTR1* and *AGTR2* were down-regulated in adipose tissue of FL chickens (see Table 4). The down-regulation of angiotensin II receptors in adipose tissue of anabolic chicken models (FL, fed or normal insulin activity) suggests increased vasodilation in abdominal fat, a process that accompanies angiogenesis [109], allowing for increased blood flow and expansion of adipose mass. Furthermore, an overactive RAS could inhibit adipocyte differentiation [105] resulting in down regulation of adipogenesis in LL chickens.

Vascular tone is also mediated through the release of vasoconstrictors or vasodilators independent of the RAS, including catecholamines, endothelins and nitric oxide. Reduced expression of potent vasoconstrictors (*EDN1* and *EDN2*) in adipose tissue of FL chickens strengthens the importance of increased vasodilation and therefore enhanced blood flow to support higher accretion of abdominal fat in FL chickens. 

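In the LL, EDNRB (listed as Q8JHV4_CHICK, chromosome 1, 157998466 to 158012752) had 7.60 ± 1.58 CPM, against 12.3 ± 1.39 in the FL (SD, n = 4), and a log2 fold change of 0.69 (SE 0.19, edgeR adjusted p = 0.153). EDNRB had no overlap between the birds of the lines and was a DE gene with DESeq2 (adjusted p = 0.0488). EDNRA (listed as O73739_CHICK, chromosome 4, 33031955 to 33062397) averaged 128 ± 26.7 CPM in the FL and 135 ± 9.65 in the LL (SD, n = 4), a log2 fold change of -0.08 (SE 0.15, edgeR adjusted p = 0.879). EDNRA changed direction when 1 bird was left out (without FL replicate 4), with log2 fold changes from -0.17 to 0.03 across the 8 fits. For EDN1 (chromosome 2, 63816157 to 63820072), the log2 fold change was -0.55 (SE 0.20, edgeR adjusted p = 0.255), from 5.81 ± 0.461 CPM in the FL and 8.51 ± 1.85 in the LL (SD, n = 4). EDN1 had no overlap between the birds of the lines. In the LL, EDN2 (chromosome 23, 932417 to 936460) had 4.21 ± 1.101 CPM, against 2.56 ± 0.490 in the FL (SD, n = 4), and a log2 fold change of -0.69 (SE 0.27, edgeR adjusted p = 0.300). EDN2 was 1.83 CPM in FL replicate 2 and between 2.73 and 2.85 in the other FL birds. With 2.56 CPM, LL replicate 1 stood apart for EDN2 from the other LL birds, between 4.66 and 4.83. EDNRA exceeded EDNRB in CPM in each of the 8 birds.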

While the endothelin receptor B (*EDNRB*) transcript was slightly higher in FL chickens (1.5-fold), the abundance of *EDNRA* was more than 10-fold higher, which suggests that EDNRA is the more active isoform in adipose tissue of FL chickens. In mammals, the major effects of vasodilation are mediated through either down regulation of vasoconstrictors or increased generation of nitric oxide (NO). The production of NO by nitric oxide synthase (NOS) is usually driven by hypoxia [110], where hypoxic conditions in adipose tissue usually lead to overproduction of and ultimately resistance to NO [111]. Since *HIF1A* was down-regulated in visceral fat of FL chickens and the abundance of *NOS* similar between genotypes, hypoxia and over-production of NO do not seem to be an issue. 

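PDE1C, PDE3A, PDE5A, PDE9A and PDE10A all averaged more CPM in the LL, with log2 fold changes from -0.62 to -0.34, an unadjusted p under 0.05 for 3 and no DE gene. PDE5A (chromosome 4, 56190503 to 56251654) averaged 26.3 ± 1.33 CPM in the FL and 35.7 ± 3.29 in the LL (SD, n = 4), a log2 fold change of -0.44 (SE 0.11, edgeR adjusted p = 0.134). PDE5A had no overlap between the birds of the lines and was a DE gene with DESeq2 (adjusted p = 0.0344). For PDE10A (chromosome 3, 45146791 to 45196966), the log2 fold change was -0.62 (SE 0.16, edgeR adjusted p = 0.141), from 9.91 ± 1.42 CPM in the FL and 15.2 ± 1.37 in the LL (SD, n = 4). PDE10A had no overlap between the birds of the lines and was a DE gene with DESeq2 (adjusted p = 0.0393). In the LL, HIF1A (listed as HIF1A_CHICK, chromosome 5, 56522231 to 56553805) had 359 ± 19.4 CPM, against 299.5 ± 47.9 in the FL (SD, n = 4), and a log2 fold change of -0.26 (SE 0.12, edgeR adjusted p = 0.402).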

Rather, regulation of NO signaling in these chickens could be controlled by phosphodiesterases, which are expressed at much lower levels in FL chickens (*PDE1C*, *PDE3A*, *PDE5A*, *PDE9A* and *PDE10A*). Phosphodiesterases catalyze the degradation of cGMP [112], ultimately inhibiting the vasodilatory action of NO, and have been implicated in the treatment of cardiovascular diseases [113], respiratory diseases [114] and metabolic syndrome [115]. For example, PDE1C, a non-selective phosphodiesterase, is amongst the highest expressed phosphodiesterases in rat β-islet cells and knockdown of this gene significantly increases insulin secretion [116]. Higher expression of another nonselective phosphodiesterase, *PDE3A*, in adipose tissue in humans was correlated with weight loss after gastric bypass surgery [117]. Furthermore, inhibition of cGMP-specific phosphodiesterases (i.e., PDE5A and PDE9A) is effective in cardio-protection [113]. Taken together, altered RAS and cGMP signaling within adipose tissue of the FL chickens could ultimately result in vasodilation and increased blood flow to support their higher fat deposition.

The up-regulation of growth factors (*PDGFC* and *FGFR3*; see Fig 6A) and *GREM1* in abdominal fat of FL chickens could support enhanced angiogenesis. The higher expression of *FGFR3* in FL chickens is similar to that observed in adipose tissue of *ApoE* knockout mice, which exhibit increased adiposity when fed a high fat diet [118]. The expression of *GREM1*, a bone morphogenetic protein antagonist, correlates with increased angiogenesis in humans with pancreatic neuroendocrine tumors [119]; whereas, the knock-down of *GREM1* in human HK–2 cells increases *BMP7* signaling activity [120]. Correspondingly, *BMP5* and *BMP7* were down- regulated in abdominal fat of the FL chickens, whereas *BMP15* expression was strongly up-regulated in these birds. 

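BMP5 (listed as P87373_CHICK, chromosome 3, 90160598 to 90214145) averaged 5.68 ± 1.07 CPM in the FL and 8.26 ± 1.29 in the LL (SD, n = 4), a log2 fold change of -0.54 (SE 0.20, edgeR adjusted p = 0.278). BMP5 had no overlap between the birds of the lines. BMP5 was 10.2 CPM in LL replicate 3 and between 7.44 and 7.73 in the other LL birds. For BMP7 (listed as Q9I8T6_CHICK, chromosome 20, 11640120 to 11684323), the log2 fold change was -0.67 (SE 0.25, edgeR adjusted p = 0.274), from 4.97 ± 0.752 CPM in the FL and 7.92 ± 2.46 in the LL (SD, n = 4). BMP7 had no overlap between the birds of the lines. In the LL, BMP15 (listed as Q5XX12_CHICK, chromosome 4, 1832240 to 1836069) had 1.51 ± 0.571 CPM, against 5.02 ± 2.59 in the FL (SD, n = 4), and a log2 fold change of 1.72 (SE 0.50, edgeR adjusted p = 0.174). BMP15 was a DE gene with DESeq2 (adjusted p = 0.0375). FGFR3 (listed as FGFR3_CHICK, chromosome 4, 86425850 to 86476829) averaged 61.5 ± 3.14 CPM in the FL and 33.9 ± 14.9 in the LL (SD, n = 4), a log2 fold change of 0.85 (SE 0.28, edgeR adjusted p = 0.222). FGFR3 had no overlap between the birds of the lines.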

The expression of *BMP5* is down-regulated under highly vascularized conditions, like those simulated by tumor cell lines (i.e., adrenocortical carcinoma and adrenocortical tumor cell lines [121]). 

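For ENG (chromosome 17, 5509200 to 5518045), the log2 fold change was -0.37 (SE 0.19, edgeR adjusted p = 0.438), from 205 ± 45.4 CPM in the FL and 266 ± 62.2 in the LL (SD, n = 4).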

Another angiogenesis-related gene endoglin (*ENG*), a co-receptor for TGFβ, was expressed higher in abdominal fat of the LL chickens (see Fig 3B and Table 4). Knockout of this gene (*Eng* ^*-/-*^) is lethal to mid-gestation mouse embryos due to severely impaired angiogenesis and cardiac development [122,123]. Further, plasma insulin and hepatic triglyceride levels are reduced in heterozygous *Eng* ^*+/-*^ mice fed a high-fat diet [124]. In addition, NPY-stimulated angiogenesis and adipogenesis in the mouse are mediated through the NPY2R receptor, a pathway augmented by glucocorticoids [125]. This study using mice provides strong evidence that up-regulation of NPY secretion and *NPY2R* expression within visceral fat contributes to obesity and metabolic syndrome in mammals. Our qRT-PCR analysis clearly shows overexpression of both *NPY* and *NPY2R* in visceral fat of FL chickens, which could contribute to their enhanced adipogenesis and angiogenesis. This idea is supported by a recent report of higher expression of *NPY* and its receptors (*NPY1R* and *NPY5R*) in abdominal fat of fatter high-growth chickens than that of the slow-growing leaner chickens [126]. Furthermore, NPY treatment of cultured chicken adipocytes boosts NPY2R-mediated proliferation, adipogenesis and lipid accumulation, which implicate a functional role for adipose-derived NPY and the NPY2R in expansion of visceral fat in the chicken [127]. The combined over-expression of angiogenic genes and under-expression of vasoactive factors identified in the present study could promote increased blood flow to support enhanced growth of visceral adipose tissue in FL chickens.

Collectively, our previous time-course microarray study [24] and the present RNA-Seq analysis of abdominal fat in FL and LL chickens have identified several novel features of the transcriptional response to divergent genetic selection for extremes in visceral fatness. The assumption that avian and mammalian species share similar mechanisms that regulate energy metabolism and adipogenesis must be tempered with a heightened awareness of novel avian characteristics. Namely, the loss of multiple adipokine genes (*LEP* [7], *PAI–1*, *TNFA*, resistin and omentin [8]) from the chicken genome has a major impact on our understanding of the avian regulatory systems that control energy intake, metabolism and adiposity. Most discussions of insulin resistance, type–2 diabetes, inflammation, and obesity in mammals are centered on involvement of these major adipokines. Many of the unique aspects of metabolism, including fasting hyperglycemia and insulin insensitivity, are likely reflected by absence of these and perhaps other “mammalian” regulators in the chicken—the premier avian model [1–4].

In summary, our RNA-Seq analysis of visceral adipose tissue in meat-type chickens divergently selected for a large difference in abdominal fatness reveals higher expression of numerous hemostatic and lipolytic genes in genetically lean chickens, whereas abundant expression of lipogenic, angiogenic and adipogenic genes were found in fat chickens. In both genotypes, abdominal fat shows “ectopic” expression of numerous endocrine factors and/or receptors that could contribute to their divergence in visceral fatness. We propose that over-expression of multiple hemostatic genes encoding serine proteases and serine protease inhibitors in visceral fat of lean chickens could be involved in processing of adipokines and other endocrine factors. The present RNA-Seq analysis of abdominal fat in genetically fat and lean chickens provides strong support for the idea that adipose tissue is an important endocrine organ in chickens. In addition, the abundance and differential expression of several key lipogenic and adipogenic genes in genetically fat chickens suggests that abdominal fat could make a more important contribution to lipid synthesis in birds than previously recognized. This idea is supported by an earlier paper [128], which indicated that fatty acids synthetized in liver of chickens are subject to oxidation by liver and muscle, whereas fatty acids synthetized by abdominal fat are retained there for storage. The importance of functional candidate genes identified in visceral fat from the present transcriptional profiling and bioinformatics analyses will require further definitive studies to verify their importance in lipogenesis and adipogenesis, and to gain mechanistic insight to genetic control of adiposity in the chicken.

## Supporting Information

S1 Fig Power analysis of the FL and LL abdominal fat RNA-Seq dataset. (**A**) A power analysis was conducted to demonstrate adequate biological samples size using the web-based software program called “Scotty” (http://euler.bc.edu/marthlab/scotty/scotty.php). Using the average of 38.5 million reads per sample, the power was calculated at ≥1.5, 2, or 3-fold change (-X change) differences between FL and LL chickens at a significance of *P*≤0.01. We achieved the power to detect 80% genes with ≥1.5-fold differences as indicated by the red broken line. (**B**) The “Scotty” program also performed a hierarchical cluster analysis using the Spearman correlation as the distance metric to demonstrate relatedness among the eight individual (4 FL and 4 LL) birds used in the RNA-Seq analysis.
(TIF) Click here for additional data file.

S1 Table Information on design of primers used for qRT-PCR analysis. For each primer used for qRT-PCR analysis, gene symbol, gene name, forward and reverse primer sequences, GenBank accession, and amplicon size (bp) are provided. Primers were designed from indicated NCBI GenBank accessions using Primer Express 2.1 software (Applied Biosystems, Inc.).
(XLSX) Click here for additional data file.

S2 Table Detailed summary of RNA-Seq analysis. This table provides a summary for all samples used in the RNA-Seq analysis. Information for each biological sample includes: multiplexing number, genotype, NCBI GEO sample ID, total input reads, single reads after trimming, paired-end reads after trimming, total reads mapped, single reads mapped, paired-end reads mapped, total reads unmapped, single reads unmapped, paired-end reads unmapped, genes with reads per kilobase of transcript per million mapped reads (RPKM) > 0, and transcripts with RPKM > 0.
(XLSX) Click here for additional data file.

S3 Table Highest expressed (HE) genes in abdominal fat of FL and LL chickens at 7 wk. The table contains a list of the top 5% of highly-expressed genes found in adipose tissue. Information provided for each gene includes feature ID, gene symbol, Entrez Gene name, fold change and average reads (i.e., number reads averaged across FL and LL chickens for each gene). No fold-difference or statistical cutoff was applied to the Highest Expressed (HE) Gene list (Worksheet 1). Two additional worksheets provide a list of HE genes with a < ±1.2-fold difference in FL/LL expression ratio [164 HE genes in FL (>1.2-fold difference; Worksheet 2) and 155 HE genes in LL (< -1.2-fold difference; Worksheet 3).
(XLSX) Click here for additional data file.

S4 Table Differentially expressed (DE) genes in abdominal fat between FL and LL chickens at 7 wk. This table provides the feature ID, gene symbol, gene description, FL normalized means, LL normalized means, Fold-change (±1.2-fold difference), FDR corrected p-value (*P*≤ 0.05), chromosome, strand, Start Position, End Position, UniProt Accession (UniProAC) and Protein Family (Pfam) Description for the differentially-expressed (DE) genes from the RNA-Seq analysis.
(XLSX) Click here for additional data file.

S5 Table DE genes in abdominal fat of FL and LL Cockerels associated with lipid metabolism. This table contains 607 genes that are known to be involved in lipogenesis or lipolysis according to their annotation in the Ingenuity Knowledge Base. The “Average reads” column contains the number of reads from the RNA-Seq analysis of abdominal fat for that gene averaged across FL and LL genotypes.
(XLSX) Click here for additional data file.

S6 Table Top canonical pathways highly populated by DE genes from RNA-Seq analysis of abdominal fat in FL and LL cockerels at 7 wk. This Excel file contains five worksheets that list DE genes that populate the five top canonical pathways identified by IPA analysis (see Table 3). The top five canonical pathways from IPA analysis are: “Adipogenesis Pathway, Glucorticoid Receptor Signaling, Axonal Guidance Signaling, Hepatic Fibrosis, and RAR Activation”. Each worksheet lists the following information: gene symbol, Entrez gene name, fold-change (FL/LL), cellular location, and type of molecule.
(XLSX) Click here for additional data file.

S7 Table Top toxicology (tox) functions identified by IPA analysis of DE genes in abdominal fat of FL and LL cockerels at 7 wk. This Excel file contains five worksheets of DE genes that populate the five toxicology functions identified by IPA analysis (see Table 2). The top five toxicology functions from IPA analysis are: “Cardiac Hypertrophy, RAR Activation, Liver Proliferation, Oxidative Stress, and TGF-β Signaling”. Each worksheet lists the following information: gene symbol, Entrez gene name, fold-change (FL/LL), cellular location and type of molecule.
(XLSX) Click here for additional data file.

S8 Table Sixteen DE genes identified by Ingenuity Upstream Regulator Analysis are known transcription regulators. This Excel file contains a worksheet that list 16 DE genes identified by IPA as “Upstream regulators”. The worksheet list the following information: gene symbol, fold-change (FL/LL), function of regulator, IPA activation z-score, P-value of overlap, the number of target genes, and list of all direct target genes of that transcription regulator in the DE dataset from RNA-Seq analysis.
(XLSX) Click here for additional data file.

S9 Table Verification of gene expression from RNA-Seq of abdominal fat in FL and LL cockerels by qRT-PCR analysis. This Excel file contains a worksheet that lists the genes used for qRT-PCR verification of differential gene expression, the average expression level ±SEM, and the significance level between four FL and 4 LL cockerels (see Table 5 for FL and LL means ±SEM).
(XLSX) Click here for additional data file.

## Abbreviations

FL: Fat line
LL: Lean line
DE: differentially expressed
HE: highest expressed
wk: week of age
IPA: Ingenuity Pathway Analysis
qRT-PCR: quantitative real-time polymerase chain reaction
h: hour(s)

How the deposited data were processed for this re-analysis (not part of the article)

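Abdominal fat RNA of 4 FL and 4 LL cockerels at 7 wk of age was measured in 24 sequencing runs, 3 per bird, as the paper describes. The sample labels give the line, the number of the bird and the number of the run, and the scheme of each run was taken from the paper. The labels describe the schemes in another order and do not mention the libraries that the paper left out of Scheme A, and they give another RNA extraction, amount of RNA and kit version, so that results by scheme or for first runs rest on the account of the paper. Runs of a bird repeat the sequencing of 1 library and were summed, so that the comparison of the lines has 4 birds against 4.

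The authors trimmed the paired-end reads, mapped them in CLC Genomics Workbench to build 2.1 of the chicken genome with the Ensembl annotation and flanking sequence added to each gene, and left out reads that map to several places, and the deposited counts are the unique exon reads per gene and run, with no normalization. The authors then scaled each run to the median of the mapped reads and averaged the 12 runs of a line, and these deposited means are their normalized signal. From those means the authors computed a signed fold change, which is used here as a score with the negative reciprocal where the LL is higher. The deposited p-value of each gene and its FDR are from the authors' beta-binomial test of 12 FL against 12 LL runs. The normalized values of single runs (26 columns of the deposited table, 1 of them a repeated name) were not used, since each is the count times 1 factor per run. All values printed for genes rest on the counts, and the authors' fold changes and p-values served for comparison only. Flanking sequence was counted without regard to neighbouring genes as far as the text of the paper states, so the values of overlapping genes are uncertain, and so are those of members of gene families and close copies (the FABP, collagen, hemoglobin and myosin genes for example), whose shared reads were left out.

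Genes were named from the symbols in the deposited table, from the supplementary tables of the paper, from UniProt entry names and gene numbers in the table matched to a RefSeq gene table of another assembly (used for names and neighbours only), and for 4 genes from their neighbours. Of 17934 features, 11359 received a name, and 151 names are held by more than 1 feature. Features without a name are given by their Ensembl identifier. Positions are those of build 2.1 as deposited.

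Counts per bird were normalized with the TMM method and tested with the quasi-likelihood F test of edgeR 4.0.16 (functions filterByExpr, glmQLFit and glmQLFTest, robust=FALSE) in R 4.3.3, with Benjamini-Hochberg adjustment over all genes tested. DE genes have an adjusted p at or under 0.05 and a fold change of at least 1.2 either way, as in the paper. Each p that is called an edgeR adjusted p comes from this test. HE genes are the 900 genes with the highest mean CPM of the lines. Gene lists were tested as sets with the fry function of limma 3.58.1 on log2 CPM values and, as alternatives, with its camera function at a preset correlation of 0.01 or an estimated one. Exact permutation tests of single genes used all 70 arrangements of 4 birds against 4, those of Spearman's correlation the 35 splits, and the correlations with qRT-PCR used 100000 permutations. The gap of 1 bird to the others of its line was compared with the 95% critical value of Dixon's test for 4 values. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

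Bird totals were 9069033, 4299772, 7540116 and 10878211 counts for FL replicates 1 to 4 and 6717692, 5548867, 12876999 and 7040014 for LL replicates 1 to 4. A count of 0 allows up to 3 counts, which is 0.233 to 0.698 CPM in these birds before TMM factors. Genes at or under 3 counts in every bird of a line were given a lower bound of the fold change against that limit. Reads carry no molecular identifiers, so that intervals and limits from counts cover counting error only.

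Before the data were examined, the tests of the lines and the alternatives were written down. The alternatives were the size factors and Wald test of DESeq2 1.42.0, scaling to total counts, no filter or at least 10 counts in every bird, the 24 runs as replicates in edgeR, the beta-binomial test on runs (the way of the paper) and on birds, Scheme C runs only, first runs only, limma voom with the bird as a random effect, no fold threshold or a threshold of 1.5, the number of the bird as a block, robust=TRUE, and each bird left out in turn. The beta-binomial test on runs with a t reference or with TMM scaling was added after the data were seen. The plan named the beta-binomial test without its reference distribution. The first form written for it had a t reference and a floor under the variance, and it called 1194 genes on scaled runs, 1929 on runs with their own totals and 587 on birds. After these counts had been seen, other forms were compared with the deposited p-values, and the form that matches them (normal reference, no floor, adjustment over every feature) was kept for runs and birds. The choice was thus made with the authors' result in view. An alternative with a pseudocount had been set for normalized values and was not needed for counts. Genes named in the text were taken from those in Tables 3, 4 and 5, in Figs 4B and 8 or in a sentence beside which data stand, and the 10 DE genes with the largest absolute log2 fold change among those whose lines do not overlap. DE genes shared with the HE or lipid metabolism genes and not named by the paper, such as PON2 and ABCB1, were added after their values were seen. The lipogenic, hemostatic and GPCR lists were taken from the paper. Lists of marker genes of liver, exocrine pancreas, pancreatic islets, skeletal muscle, erythrocytes, kidney, adrenal and gonad, intestine, T and B cells, mesothelium and adipocytes were also written before the data were examined, to ask whether RNA of another tissue is in a library. The hemostatic list was divided into liver products and other genes before the data were seen, for the same purpose. Which birds the tests of these lists point to (FL replicate 4, LL replicates 2 and 3) was settled only when the values had been seen. For the number of the paper's DE genes called again, the planned comparison was with S4 Table, and the calls of the authors' deposited table were used in its place, since the copy of S4 Table used here holds 1686 genes where the paper states 1687, and 40 of the 41 DE genes are in S4 Table.

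The tests across genes were tested on simulated data drawn from the means, totals and spread of the real birds, with 200 genes changed by known amounts. The edgeR test on birds called 79.0% of the changed genes, and 9.7% of its calls were unchanged genes. DESeq2 on birds called 84.0%, with 18.4% of its calls unchanged. Unchanged genes made up 82.1% of the calls of edgeR on runs and 52.2% of those of voom. For the beta-binomial test they made up 89.5% on runs and 81.7% on birds. Simulated runs of a bird differed by sampling alone, while the real first runs differed by more. These shares also depend on the 200 genes changed, so they hold for the simulated setting and need not hold for the real runs. The slope of fitted on true log2 fold changes was 0.99, and 5 of 100 lists of 25 unchanged genes had a fry p at or under 0.05.

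Some genes that the paper names are not reported here one by one; they stay in the tests over all genes and over lists. Not analysed were the qRT-PCR measurements themselves, which are quoted from the paper, and genes of the paper that were not found by name in the counts, though features without a name remain.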

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

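The test of FL replicate 4 on the HE genes was chosen after the result had been seen. The lists, and the prediction that muscle or liver RNA would be high in 1 or 2 birds of a line, were written before the data were examined, but which birds these are was read from the values. In each line, the gap between the highest or the lowest bird and the nearest of the other 3 was divided by the range of the 4 birds, and a share above Dixon's 95% critical value for 4 values was reported. Of 494 such groups, 466 of them of single genes named in the text, 38 had such a gap, where chance gives about 1 in 20, or 24.7.

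The sum over the 9 matched skeletal muscle genes was 19629 CPM in FL replicate 4 and 88.3 to 96.6 CPM in the other FL birds (a share of 1.000), and 77.5 to 130.2 in the LL. In this line it stood apart for ACTA1 (11218 CPM against 78.0 to 86.5, a share of 0.999), MYH1 (3778 CPM against 1.09 to 2.52, a share of 1.000) and MYL1 (1365 CPM against 0.686 to 1.36, a share of 1.000). FL replicate 4 was the highest of the 8 birds in 9 of the 9 genes, none of which the paper names or another list holds and 3 of which had at least 1 CPM in every bird. Per run, the sums lay between 16819 and 18364 CPM in the 3 runs of the bird when no TMM factor was applied, which were in Schemes B and C, so the signal is in the library and not in 1 lane. Skeletal muscle RNA in this sample is a candidate source, since the other FL birds lay at the level of the LL, and a difference in library size or between lanes does not raise 1 group of genes in every run of 1 bird. A biological difference of this bird was not tested. Without FL replicate 4, 65 DE genes were found in place of 41, 35 of them shared. HE genes higher in the FL numbered 164 without this bird against 156 with it, while the muscle genes among the HE genes went from 2 (ACTA1 and MYH1) to 0. The tables therefore argue against muscle RNA as the source of the number of HE genes higher in the FL.

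FL replicate 4 was also apart from the other FL birds for ENSGALG00000022438 (9.94 CPM against 3.66 to 4.03, a share of 0.940), MDK (12.4 CPM against 3.89 to 4.48, a share of 0.931), POLR2H (29.5 CPM against 23.6 to 24.0, a share of 0.930) and TGM2 (810.2 CPM against 520.4 to 558, a share of 0.869). These genes may share the source of the muscle signal, which was highest in this bird in 9 skeletal muscle genes, but they are on no marker list and this was not tested. A difference between single birds of the FL is open as well.

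FL replicate 2, the bird with the fewest counts, stood apart for DAGLA (19.9 CPM against 25.4 to 25.6, a share of 0.968), EDN2 (1.83 CPM against 2.73 to 2.85, a share of 0.879), IL13RA1 (21.3 CPM against 14.6 to 15.5, a share of 0.864), MARCO (45.0 CPM against 3.65 to 6.43, a share of 0.933), PLAU (49.6 CPM against 32.9 to 34.1, a share of 0.931) and STAT3 (278 CPM against 304 to 306, a share of 0.933). FL replicate 3 did so for PROX1 (4.61 CPM against 3.89 to 3.95, a share of 0.908) and SPON1 (229 CPM against 83.1 to 89.6, a share of 0.955), and FL replicate 1 for AGTR2 (11.1 CPM against 16.8 to 17.2, a share of 0.947). No explanation, technical or biological, was tested for these genes.

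Among the LL birds, replicate 1 stood apart for EDN2 (2.56 CPM against 4.66 to 4.83, a share of 0.925), HIVEP1 (183 CPM against 177, a share of 0.936), ME1 (43.6 CPM against 54.5 to 56.6, a share of 0.840), MSMB (42.1 CPM against 20.9 to 22.9, a share of 0.907) and THSD4 (38.2 CPM against 39.8 to 39.9, a share of 0.937). LL replicate 2 did so for HOXB9 (6.38 CPM against 3.45 to 3.84, a share of 0.866), LL replicate 3 for AIMP2 (22.1 CPM against 28.9 to 29.1, a share of 0.963), BMP5 (10.2 CPM against 7.44 to 7.73, a share of 0.894), FZD6 (72.6 CPM against 81.1 to 82.7, a share of 0.845), PARK7 (29.0 CPM against 44.3 to 45.0, a share of 0.954), PLA2G7 (43.5 CPM against 50.7 to 51.5, a share of 0.893) and SREBF2 (322 CPM against 258 to 267, a share of 0.867), and LL replicate 4 for IL13RA1 (29.8 CPM against 21.8 to 22.3, a share of 0.936). Neither a technical source nor a difference between birds of a line was tested for these LL genes.

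The remaining groups rest on few counts: CYP24A1 (3.12 CPM against 0.457 to 0.912, a share of 0.82904), FABP1 (0.406 CPM against 0, a share of 1.000), FGA (0.457 CPM against 0, a share of 1.000), FOXA2 (0.101 CPM against 0, a share of 1.000), GLP1R (2.31 CPM against 0.545 to 0.686, a share of 0.920), HAO1 (0.406 CPM against 0.654 to 0.686, a share of 0.886), PLG (0.101 CPM against 0, a share of 1.000) and SERPINB5 (1.09 CPM against 0.101 to 0.229, a share of 0.871). For FOXA2 and PLG the gap is 1 count in 1 bird against 0 in the other 3, for which counting error is enough. The gaps of the other genes, among them FGA with 2 counts and FABP1 with 4 in the high bird, were not explained. No biological explanation was tested.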

How the results depend on the processing

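The beta-binomial tests on runs with a t reference or with TMM scaling, and the correlations with qRT-PCR without PCK1, were chosen after the data were seen, as was the normal reference of the beta-binomial test on runs and birds, and the other choices were made before the data were examined. The fit on bird sums gave 41 DE genes, 23 in the FL and 18 in the LL, all among the authors' calls, with 7 HE genes, 4 lipid metabolism genes and 1 gene in all 3 sets. No fold threshold and a threshold of 1.5 left this count at 41 and 40, at least 10 counts in every bird gave 39 and robust=TRUE 48, and the direction counts and overlaps moved by less than 1.5 times under these 4.

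With the size factors and Wald test of DESeq2 there were 319 DE genes (172 in the FL and 147 in the LL), 316 of them among the authors' calls, 67 among the HE genes, 32 among the lipid metabolism genes and 11 in all 3 sets. Without a filter there were 27 DE genes (18 in the FL and 9 in the LL), 27 of them among the authors' calls, 4 among the HE genes, 4 among the lipid metabolism genes and 1 in all 3 sets. More genes are tested without it, 15286 in place of 11187. Scaling to total counts gave 46 DE genes (20 in the FL and 26 in the LL), 46 of them among the authors' calls, 4 among the HE genes, 2 among the lipid metabolism genes and 0 in all 3 sets. The share of DE genes higher in the LL was 43.9% with TMM factors and 56.5% with total counts, and the median log2 fold change of all genes moved from 0.002 to -0.055. An unadjusted p under 0.05 was found for 1466 genes with total counts. The cause of these changes was not tested.

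The 24 runs as replicates in edgeR gave 1327 DE genes (678 in the FL and 649 in the LL), 1081 of them among the authors' calls, 194 among the HE genes, 103 among the lipid metabolism genes and 28 in all 3 sets. The beta-binomial test on the runs, the way of the paper, gave 1698 DE genes (510 in the FL and 1188 in the LL), 1698 of them among the authors' calls, 169 among the HE genes, 108 among the lipid metabolism genes and 25 in all 3 sets. On bird sums, the same test gave 2213 DE genes (594 in the FL and 1619 in the LL), 1290 of them among the authors' calls, 166 among the HE genes, 122 among the lipid metabolism genes and 22 in all 3 sets. With a t reference on the runs it gave 1100 DE genes (330 in the FL and 770 in the LL), 1100 of them among the authors' calls, 148 among the HE genes, 78 among the lipid metabolism genes and 23 in all 3 sets. With TMM scaling of the runs it gave 1595 DE genes (714 in the FL and 881 in the LL), 1392 of them among the authors' calls, 188 among the HE genes, 102 among the lipid metabolism genes and 28 in all 3 sets. The voom fit with the bird as a random effect gave 715 DE genes (348 in the FL and 367 in the LL), 659 of them among the authors' calls, 148 among the HE genes, 69 among the lipid metabolism genes and 26 in all 3 sets. The count depends on the reference distribution, since the form first written for the test, with a t reference and a floor under the variance, called 1194 genes on scaled runs and 587 on birds, and on birds a t reference without the floor called 0. The normal reference was kept because it gives the deposited p-values. In simulated counts edgeR on runs, voom and the beta-binomial test with the normal reference made most of their calls on unchanged genes. The edgeR test on birds did not, and the t reference and the TMM scaling were not simulated. Simulated runs of a bird differed by sampling alone, unlike the real first runs, so these shares need not hold for the real runs.

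Scheme C runs alone, with every bird in the same lanes as the paper describes them, gave 133 DE genes (84 in the FL and 49 in the LL), 132 of them among the authors' calls, 36 among the HE genes, 16 among the lipid metabolism genes and 6 in all 3 sets. The first runs alone gave 1 DE genes (0 in the FL and 1 in the LL), 1 of them among the authors' calls, 0 among the HE genes, 0 among the lipid metabolism genes and 0 in all 3 sets. At an unadjusted p under 0.05 these fits held 1692 and 850 genes. The first runs together hold more counts than the Scheme C runs, but the larger total comes from FL replicate 4, LL replicate 1 and LL replicate 3. Each of the other birds held fewer counts in its first run than in its Scheme C runs summed. Fewer genes were also tested, 10243 with the first runs against 10515 with Scheme C. Lower depth per bird is therefore not excluded as a reason for the fewer DE genes of the first runs, and the cause was not tested. The summed runs mix schemes whose runs differed by more than the sampling noise, and whether this lowers their number of DE genes was not tested.

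Leaving out 1 bird at a time changed the number of DE genes by over 1.5 times in 7 of 8 fits. It was 6 without FL replicate 1, 15 without FL replicate 2, 2 without FL replicate 3, 65 without FL replicate 4, 2 without LL replicate 2, 16 without LL replicate 3 and 3 without LL replicate 4, against 34 without LL replicate 1. Across the 8 fits the counts ran from 2 to 65 DE genes, 0 to 41 in the FL and 2 to 24 in the LL, with 2 to 65 of the authors' calls. Their overlaps ran from 0 to 16 with the HE genes, 0 to 9 with the lipid metabolism genes and 0 to 3 with both. An unadjusted p under 0.05 was found for 1186 to 1649 genes. A fit with 3 birds in a line has less power by construction, and FL replicate 4, the bird with high muscle genes, was the only one whose loss raised the count. HE genes higher in the FL numbered 145 to 190, those higher in the LL 65 to 86, and those in the lipid list 82 to 85, within 1.5 times of the values with 8 birds, and so they stayed with total counts or with means over scaled runs.

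The birds of the lines carry the same numbers from 1 to 4. The deviations of same-numbered birds from the means of their lines correlated at 0.229, -0.0585, -0.115 and -0.0605 for the numbers 1 to 4, so the numbers do not pair the birds. With the number as a block there were 8 DE genes (4 in the FL and 4 in the LL), 8 of them among the authors' calls, 0 among the HE genes, 0 among the lipid metabolism genes and 0 in all 3 sets. An unadjusted p under 0.05 was then found for 1336 genes, and calls lost under the block are no sign of a weaker effect, since the block spends degrees of freedom on a number without meaning.

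The lipogenic list was higher in the FL under both camera tests and in all fits with 1 bird left out (p from 4.60e-04 to 0.00181), and the hemostatic list did not pass in any of them (0.143 to 0.832). The GPCR list passed with 1 bird left out (0.00303 to 0.0353) and with camera at a preset correlation, but not with an estimated correlation (p = 0.0530). The within-line excess of Spearman's correlation passed only with the 900 HE genes (0.0352), and the cause was not tested. Genes detected fell to 10633 per run when 5 reads were required, as a stricter minimum must. The correlation with qRT-PCR kept its direction and stayed past its threshold on the signed scale, without ALB and with 1 bird left out (0.888 to 0.925).

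For the 233 genes printed in the passages or the other parts, which leaves out those of the tables and figures of the paper that are not printed, 3773 comparisons with an alternative kept the direction and the side of the threshold, 836 became stronger, 188 weaker and 50 changed direction. By alternative, the changes were 49 stronger with DESeq2, 5 weaker, 2 reversed with total counts, 5 weaker without a filter, 129 stronger with runs in edgeR, 150 stronger, 3 reversed in the way of the paper, 135 stronger, 4 reversed with that test on birds, 87 stronger, 2 reversed with voom, 18 stronger, 4 weaker, 2 reversed with Scheme C, 21 weaker, 3 reversed with first runs, 18 weaker, 1 reversed with the block, 1 weaker with robust=TRUE and 7 stronger, 134 weaker, 29 reversed over the fits with 1 bird left out. With the strict filter none changed, and the added tests gave 115 stronger, 3 reversed (t reference) and 146 stronger, 1 reversed (TMM scaling). Genes that changed direction, with their log2 fold change, were STAT5B (-0.0358) and THBS1 (-0.0150) with total counts, GCGR (-0.0355), STAT5B (-0.0564) and THBS1 (-0.0118) in the way of the paper and with the t reference, GCGR (-2.92e-04), LPL (-0.0249), STAT5B (-0.0386) and THBS1 (-0.00594) with the beta-binomial test on birds, STAT5B (-5.98e-04) with TMM-scaled runs, FADS1 (0.0113), PLIN2 (0.0337) and STAT5B (-0.0182) with first runs, CPB1 (-0.0587) and HAO1 (-0.0907) with Scheme C, STAT5B (-0.00765) and THBS1 (-0.0337) with voom and THBS1 (-0.0329) under the block. With 1 bird left out, log2 fold changes ran from -0.187 to 0.118 for ACACA, from -0.0791 to 5.44 for ACTA1, from -0.169 to 0.0262 for EDNRA, from -0.219 to 0.0386 for FABP4, from -0.134 to 0.117 for FADS1, from -0.0576 to 0.161 for GCGR, from -0.294 to 0.0282 for HOXB9, from -0.0499 to 0.188 for LPL, from -0.974 to 8.55 for MYH1, from -0.0839 to 0.0421 for NR1H3, from -0.112 to 0.117 for PLIN2, from -0.116 to 0.105 for STAT5B, from -0.221 to 0.223 for THBS1, from -0.430 to 0.159 for VTN and from -0.205 to 0.0171 for VWF. For ACTA1 and MYH1 the change came with leaving out FL replicate 4, the bird with high muscle genes, and the cause of the other changes was not tested.

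Depth limits what can be said of rare transcripts: 11187 of 17934 genes held enough counts to be tested, and 3 counts are 0.698 CPM in FL replicate 2. FOXA2, HS3ST5 and the fibrinogen genes lie near that limit in at least 1 line. The alternative with a pseudocount was not run, since counts were analysed.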

Differences from the paper's values

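The added beta-binomial tests were chosen after the values were seen, and so was the normal reference of the planned beta-binomial tests on runs and on birds, which was kept because it gives the deposited p-values. The form of the planned test that was written first called 1194 DE genes on scaled runs, 1929 on runs with their own totals and 587 on birds, and with a t reference and no floor under the variance the test on birds called 0, so that the closing of the gap by the beta-binomial test on birds rests on that later choice. The paper reports 1687 DE genes, and 41 were found here. The gap closed with the 24 runs as replicates in edgeR (1327), the beta-binomial test on runs (1698) and the beta-binomial test on birds (2213), while DESeq2, total counts, no filter, at least 10 counts in every bird, Scheme C runs only, first runs only, voom, no fold threshold, fold of at least 1.5, the replicate number as a block and robust=TRUE did not close it, nor did leaving out any bird. Chosen after seeing the values, the beta-binomial test on runs with TMM scaling (1595) also came within 1.5 times. The paper reports 505 DE genes higher in the FL, and 23 were found here. Alternatives set before the data were examined that closed it were the 24 runs as replicates in edgeR (678), the beta-binomial test on runs (510), the beta-binomial test on birds (594) and voom (348), while DESeq2, total counts, no filter, at least 10 counts in every bird, Scheme C runs only, first runs only, no fold threshold, fold of at least 1.5, the replicate number as a block and robust=TRUE did not close it, nor did leaving out any bird. Chosen after seeing the values, the beta-binomial test on runs with TMM scaling (714) also came within 1.5 times. The paper reports 1182 DE genes higher in the LL, and 18 were found here. Within 1.5 times of the paper were the beta-binomial test on runs (1188) and the beta-binomial test on birds (1619), while DESeq2, total counts, no filter, at least 10 counts in every bird, the 24 runs as replicates in edgeR, Scheme C runs only, first runs only, voom, no fold threshold, fold of at least 1.5, the replicate number as a block and robust=TRUE did not close it, nor did leaving out any bird. Chosen after seeing the values, the beta-binomial test on runs with TMM scaling (881) also came within 1.5 times. The paper reports 164 genes that are both HE and DE, and 7 were found here. The gap closed under the 24 runs as replicates in edgeR (194), the beta-binomial test on runs (169), the beta-binomial test on birds (166) and voom (148), while DESeq2, total counts, no filter, at least 10 counts in every bird, Scheme C runs only, first runs only, no fold threshold, fold of at least 1.5, the replicate number as a block and robust=TRUE did not close it, nor did leaving out any bird. Chosen after seeing the values, the beta-binomial test on runs with a t reference (148) and TMM scaling (188) also came within 1.5 times. The paper reports 108 DE genes in lipid metabolism, and 4 were found here. Values within 1.5 times of it came from the 24 runs as replicates in edgeR (103), the beta-binomial test on runs (108) and the beta-binomial test on birds (122), while DESeq2, total counts, no filter, at least 10 counts in every bird, Scheme C runs only, first runs only, voom, no fold threshold, fold of at least 1.5, the replicate number as a block and robust=TRUE did not close it, nor did leaving out any bird. Chosen after seeing the values, the beta-binomial test on runs with a t reference (78) and TMM scaling (102) also came within 1.5 times. The paper reports 25 genes in all 3 sets, and 1 was found here. Settings that reached it were the 24 runs as replicates in edgeR (28), the beta-binomial test on runs (25), the beta-binomial test on birds (22) and voom (26), while DESeq2, total counts, no filter, at least 10 counts in every bird, Scheme C runs only, first runs only, no fold threshold, fold of at least 1.5, the replicate number as a block and robust=TRUE did not close it, nor did leaving out any bird. Chosen after seeing the values, the beta-binomial test on runs with a t reference (23) and TMM scaling (28) also came within 1.5 times. For HE genes higher in the LL, the paper's number is 155 against 73 here, and none of the alternatives set before the data were examined closed the gap (means over scaled runs and total counts and each bird left out).

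Fold changes are compared on the signed scale of the paper, on which 94 stated folds were set against those here, all of them with the same sign. The spread between birds is the SD of the log2 CPM values within the lines. On the log2 scale, the paper's folds and those here were 0.0854 apart for GPD1 (SD 0.0843), 0.105 for IGFBP7 (SD 0.0966), 0.183 for DAGLA (SD 0.172) and 0.310 for SLC7A7, which lies at its SD, so that each is just above the spread, and the one of GPD1 is under the SE of its log2 fold change (0.0969). The authors' deposited fold changes of these genes (1.336, -1.354, -1.247 and -2.921) lie within the spread of those here. For SLC7A7, the paper's fold change is -3.446 and the one here -2.78. The spread between birds covered the difference with DESeq2 (-2.79), total counts (-2.88), at least 10 counts in every bird (-2.79), the 24 runs as replicates in edgeR (-2.92), the beta-binomial test on runs (-2.92), the beta-binomial test on birds (-3.07), Scheme C runs only (-3.25) and voom (-2.94) and without FL replicate 2, FL replicate 3, LL replicate 1 and LL replicate 2, and the other alternatives set before the data were examined (no filter, first runs only, the replicate number as a block and robust=TRUE, and the other fits with 1 bird left out) did not close it. So did the beta-binomial test on runs with a t reference and TMM scaling for SLC7A7, chosen after seeing the values. For GPD1, the paper's fold change is 1.3 and the one here 1.38. A fold change within the spread came with total counts (1.33), the beta-binomial test on runs (1.34) and the beta-binomial test on birds (1.30) and without FL replicate 2, LL replicate 1, LL replicate 2 and LL replicate 4, and the other alternatives set before the data were examined (DESeq2, no filter, at least 10 counts in every bird, the 24 runs as replicates in edgeR, Scheme C runs only, first runs only, voom, the replicate number as a block and robust=TRUE, and the other fits with 1 bird left out) did not close it. So did the beta-binomial test on runs with a t reference for GPD1, chosen after seeing the values. For IGFBP7, the paper's fold change is -1.4 and the one here -1.30. The difference was covered with total counts (-1.35), the beta-binomial test on runs (-1.35), the beta-binomial test on birds (-1.38) and voom (-1.31) and without FL replicate 2, FL replicate 3 and LL replicate 3, and the other alternatives set before the data were examined (DESeq2, no filter, at least 10 counts in every bird, the 24 runs as replicates in edgeR, Scheme C runs only, first runs only, the replicate number as a block and robust=TRUE, and the other fits with 1 bird left out) did not close it. So did the beta-binomial test on runs with a t reference for IGFBP7, chosen after seeing the values. For DAGLA, the paper's fold change is -1.3 and the one here -1.15. Values within the spread came from total counts (-1.19), the 24 runs as replicates in edgeR (-1.17), the beta-binomial test on runs (-1.25), the beta-binomial test on birds (-1.18) and Scheme C runs only (-1.22) and without FL replicate 1, FL replicate 3, FL replicate 4 and LL replicate 4, and the other alternatives set before the data were examined (DESeq2, no filter, at least 10 counts in every bird, first runs only, voom, the replicate number as a block and robust=TRUE, and the other fits with 1 bird left out) did not close it. So did the beta-binomial test on runs with a t reference and TMM scaling for DAGLA, chosen after seeing the values.

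Most genes that the paper calls differentially expressed were not DE genes here. Of the authors' 1703 deposited calls, DESeq2 made 316, voom 659, edgeR on the runs 1081, the beta-binomial test on runs 1698 and on birds 1290, total counts 46, Scheme C 132, robust=TRUE 48 and the fits with 1 bird left out up to 65. The paper states that FADS1 is differentially expressed and higher in the LL, and its log2 fold change here was -0.03, with an edgeR adjusted p of 0.970 and no call in any alternative, while the authors' deposited table gives a fold change of -1.069 and an FDR of 0.677. Table 3 lists HS3ST5 among the most up-regulated genes of the FL, and here it was at or under 3 counts in every bird, with 0.108 CPM in the FL and 0.109 in the LL, while the deposited table has a fold change of -1.342 for it and an FDR of 0.984. The paper places STAT5B and THBS1 among the genes higher in the LL, and here their log2 fold changes were 0.03 and 0.05. Both were on the LL side, without being called, with total counts, voom, the beta-binomial test on runs or birds and the added t reference, and so were STAT5B with first runs and the added TMM scaling of runs and THBS1 with the block, as well as either gene in some fits with 1 bird left out. FOXA2 has a fold change in the paper, and here its counts were too few to give one. The paper states that Spearman's correlation grouped the lines distinctly, and here 2 of the 35 splits had a within-line excess as large (exact permutation test, p = 0.0571), although with the 900 HE genes the real split was first. FL replicate 4, the bird with high muscle genes, correlated at 0.962 to 0.964 with the other FL birds, which correlated at 0.983 to 0.984 with each other. Pairs of LL birds lay between 0.967 and 0.987. The excess was not computed without FL replicate 4. Of 167 matched genes in the pathway lists of S6 to S8 Tables, 22 have the fold change of the authors' deposited table, and 137 are among its calls.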

Other observations

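The tests of the liver products among the hemostatic genes, of the other hemostatic genes and of the mesothelium list were chosen after the result had been seen, and the others were written before their own result was seen. Those on liver, pancreas, scaling, runs as replicates and the number of DE genes over splits were set before the data were examined, while those on the other splits and on neighbouring genes were written once the numbers of DE genes were known. That LL replicates 2 and 3 are the birds to look at was read from the liver values, so the numbers given for chance, which hold for a pair named beforehand, are too low for the liver list. Without TMM factors, the summed CPM of the 17 matched genes of the liver list ran from 192 to 215 over the 3 runs of LL replicate 2 and from 355 to 399 over those of LL replicate 3, so the excess was in the libraries and not in 1 lane. These 2 birds were the 2 highest of the 8 for 14 of the 17 genes, where chance gives 0.607, and for 7 of the 10 that the paper does not name. The paper names 7 of the genes, the hemostatic list holds 4 and 3 had at least 1 CPM in every bird. The most abundant in LL replicate 3 were ALB (204 CPM), VTN (48.2), C3 (35.2) and AHSG (15.6). The sums per bird in LL replicates 1 and 4 lay within the range of the FL birds. The exceptions were C3 and HAO1, which were not raised in the 2 birds, and APOA1, which was low in every bird. Liver RNA in these 2 LL samples may account for the higher mean of hepatocyte genes in the LL, since the other 2 LL birds lay at the level of the FL. Expression of these genes by fat cells of single LL birds is open as the biological explanation and was not tested.

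Among the hemostatic genes that are liver products, 6 of 8 had the same 2 birds highest, where chance gives 0.286, and 4 of the 8 are also in the liver list. Among the hemostatic genes not classed as liver products beforehand it was 3 of 17 (A2M, PROCR and SERPINB5), with 0.607 by chance. Of these 17, 3 had all LL birds above all FL birds and 3 the reverse. Liver RNA in LL replicates 2 and 3 is thus a candidate explanation for the higher LL means of the fibrinogen genes, F2, F9 and PLG. The tables argue against it for most of the other hemostatic genes, such as THSD4, which was higher in all LL birds. PROS1 and PLAU were higher in all FL birds, a direction that liver RNA in LL samples would not give. A difference of the lines in PROS1, PLAU and THSD4 is open, as a hypothesis that was not tested apart from the values given beside the paper's text.

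LL replicates 2 and 3 were also the 2 highest birds for 6 of 7 mesothelium genes, none of them on another list or named by the paper, with 0.250 expected by chance. The sum of the 8 matched genes was 116 CPM in LL replicate 2, 109.8 in LL replicate 3 and 70.0 in LL replicate 4, against 40.8 to 61.5 in the other 5 birds. MSLN had 17.0 and 14.1 CPM in LL replicates 2 and 3, UPK3B 20.7 and 14.9, and LRRN4, the most abundant, 45.5 and 52.2, where the other birds reached 48.0. More of the surface layer of the fat pad in these 2 samples may explain this, since LL replicate 1 lay within the range of the FL birds, but LL replicate 4 lay above it as well, and a difference between the lines is open and was not tested.

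Of the 10 matched genes of the exocrine pancreas list, only AMY2A, which the paper names, was above 1.22 CPM in any bird, the highest value being that of CPB1 in FL replicate 3. The list sum was 37.2 to 66.4 CPM and that of the 5 matched islet genes, which include GCG, 3.49 to 8.86. Pancreas RNA would bring its other abundant transcripts, so the tables argue against it as the source of the higher AMY2A and GCG in the LL, although AMY2A too was highest in LL replicates 2 and 3. For the remaining lists, the sums over all birds were 168 to 556 CPM for 4 erythrocyte genes, 11.7 to 37.0 for 11 kidney, adrenal and gonad genes, 2.58 to 5.14 for 5 intestine genes, 46.2 to 99.4 for 6 T and B cell genes and 13127 to 17413 for 10 adipocyte genes, of which the paper names 9 and other lists hold 7. At least 1 CPM in every bird was found for 3, 2, 2, 4 and 9 of these genes, and for 1 pancreas gene and 1 islet gene. In none of these lists did all 4 birds of 1 line lie above the other for more than 1 gene in either direction.

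The authors' calls lean to the LL (69.9% of them). With TMM scaling in place of the median of mapped reads, and the same beta-binomial test on runs, 55.2% of the DE genes were higher in the LL, against 70.0% with the scaling of the paper. The scaling may therefore account for most of the lean, as the share was also 46.1% with DESeq2, 48.9% with edgeR on the runs and 43.9% with edgeR on birds. A shift of most genes between the lines would look the same, and it was not tested.

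When the 24 runs were kept together by bird and the birds were split into other groups of 4, the beta-binomial test on runs found a median of 234 DE genes (32 to 1083), and edgeR on the runs a median of 128 (2 to 944). With birds as replicates, the other splits had at most 2 DE genes, and 31 of the 34 had none. Runs counted as replicates may thus account for part of the larger counts, and not for all, since the real split had the most DE genes in each of the 3 tests.

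With birds as replicates, 1 of the 35 splits of the 8 birds, the real one, gave as many DE genes as the lines did, and it was likewise 1 of the 35 splits for DE genes higher in the FL, 1 for those higher in the LL, 1 for the overlap of HE and DE genes and 1 for that of DE and lipid metabolism genes. The other splits had at most 2 DE genes, so overlaps of 7 and 4 genes could not occur in them. The counts of splits for the overlaps thus follow from the number of DE genes and say nothing more about the overlaps. A fry p as small as that of the lipogenic list came from 1 of the 35 splits and as that of the GPCR list from 1, the real split each time. The authors had called 17 of the 33 lipogenic genes tested and 29 of the 29 GPCR genes between these lines in these birds, which favours the real split, so these counts say nothing against chance for the 2 lists. For the hemostatic list it was 13 of the 35 splits, so a grouping of the birds without meaning may give such a p, in a test where members that go opposite ways cancel. Scheme B holds 1 bird of each line, FL replicate 4 and LL replicate 3, so that the lines do not differ in it.

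Of the 41 DE genes, 6 had another DE gene within 1 Mb, against a median of 4 in random draws of as many tested genes, and 3380 of 10000 draws gave as many. The count is above the median and within the spread of the draws, so that clusters of DE genes in shared chromosome regions are neither shown nor excluded with so few DE genes.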
